# Microglia promote glioblastoma via mTOR‐mediated immunosuppression of the tumour microenvironment

**DOI:** 10.15252/embj.2019103790

**Published:** 2020-06-22

**Authors:** Anaelle A Dumas, Nicola Pomella, Gabriel Rosser, Loredana Guglielmi, Claire Vinel, Thomas O Millner, Jeremy Rees, Natasha Aley, Denise Sheer, Jun Wei, Anantha Marisetty, Amy B Heimberger, Robert L Bowman, Sebastian Brandner, Johanna A Joyce, Silvia Marino

**Keywords:** glioblastoma, microglia, mTOR, T cells, TAM, Cancer, Immunology

## Abstract

Tumour‐associated microglia/macrophages (TAM) are the most numerous non‐neoplastic populations in the tumour microenvironment in glioblastoma multiforme (GBM), the most common malignant brain tumour in adulthood. The mTOR pathway, an important regulator of cell survival/proliferation, is upregulated in GBM, but little is known about the potential role of this pathway in TAM. Here, we show that GBM‐initiating cells induce mTOR signalling in the microglia but not bone marrow‐derived macrophages in both *in vitro* and *in vivo* GBM mouse models. mTOR‐dependent regulation of STAT3 and NF‐κB activity promotes an immunosuppressive microglial phenotype. This hinders effector T‐cell infiltration, proliferation and immune reactivity, thereby contributing to tumour immune evasion and promoting tumour growth in mouse models. The translational value of our results is demonstrated in whole transcriptome datasets of human GBM and in a novel *in vitro* model, whereby expanded‐potential stem cells (EPSC)‐derived microglia‐like cells are conditioned by syngeneic patient‐derived GBM‐initiating cells. These results raise the possibility that microglia could be the primary target of mTOR inhibition, rather than the intrinsic tumour cells in GBM.

## Introduction

No effective therapy currently exists for glioblastoma (GBM), which is the most common primary brain tumour and one of the most aggressive types of cancers. Challenges in tackling these tumours are manifold, including their inter‐ and intratumour heterogeneity, the limited accessibility of systemically administered drugs, their infiltrative growth pattern and the complexity of the microenvironment in which they are embedded (Aldape *et al*, 2019).

The contribution of the tumour microenvironment (TME), which is shaped by the communication between tumour cells and non‐malignant cells, is undisputed in GBM pathogenesis (Quail & Joyce, 2017). Particular emphasis has been placed on immune infiltrates, including tumour‐associated microglia/macrophages (TAM), which are the most numerous infiltrating cell population in GBM (Szulzewsky *et al*, 2015; Chen *et al*, 2017; Darmanis *et al*, 2017; Roesch *et al*, 2018). These cells engage in a bidirectional interaction with tumour cells to promote several aspects of glioma development, including proliferation, angiogenesis, immune evasion and therapeutic resistance (Hambardzumyan *et al*, 2016; Chen & Hambardzumyan, 2018). TAM in GBM are pro‐tumourigenic, with increased accumulation in high‐grade gliomas that correlates with poor prognosis (Komohara *et al*, 2008; Hambardzumyan *et al*, 2016; Sorensen *et al*, 2018). Moreover, TAM produce low levels of pro‐inflammatory cytokines and lack key molecular mechanisms necessary for T‐cell stimulation, suggesting a suppression of T‐cell activation capacity in GBM (Hussain *et al*, 2007; Quail & Joyce, 2017). TAM can be classified into tumour‐associated microglia (TAM‐MG), endogenous to central nervous system (CNS) tissue and tumour‐associated macrophages (TAM‐BMDM), originating from bone marrow‐derived monocytes that infiltrate the tumour from the periphery (Muller *et al*, 2015; Bowman *et al*, 2016; Haage *et al*, 2019). The functional contribution of TAM to GBM pathogenesis is well documented; however, it is unclear how each of these two ontogenetically distinct populations differentially contribute to the GBM phenotype.

Efforts are being invested in therapeutically depleting immune cells from the TME as well as altering cytotoxic potential with immunomodulation (Seoane, 2016). Targeting chemokines and their receptors such as the CCR2/CCL2 axes has been explored as a therapeutic strategy to inhibit infiltration of TAM (Ruffell & Coussens, 2015; Vakilian *et al*, 2017). For the re‐education of TAM immune activity, inhibition of colony‐stimulating factor 1 receptor (CSF1R) has shown promising result in preclinical GBM models by blocking tumour growth and progression (Pyonteck *et al*, 2013; Yan *et al*, 2017). However, acquired resistance and tumour relapse emerge following long‐term exposure to these therapies (Quail *et al*, 2016). To design successful re‐education strategies targeting TAM, a better characterisation of their signalling mechanisms is essential.

The mTOR pathway has been extensively studied in the context of cell growth, proliferation and survival in many cancers, including GBM (Li *et al*, 2016; Jhanwar‐Uniyal *et al*, 2019). The central component of the pathway, the mTOR protein kinase, forms the catalytic subunit of the protein complexes known as mTOR complex 1 (mTORC1) and mTOR complex 2 (mTORC2), which regulate different branches of the mTOR network (Shimobayashi & Hall, 2014; Yuan & Guan, 2016). mTORC1 signalling integrates inputs from inflammatory and growth factors as well as amino acids, energy status, oxygen levels and cellular stress pathways. The two major substrates of mTORC1 are p70 ribosomal protein S6 Kinase 1 (p70S6K1) and the eukaryotic translation initiation factor (eIF)‐binding protein 1 (4EBP1; LoRusso, 2016). These signalling molecules impact on cell growth and metabolism, in part by increasing the biosynthesis of the cellular translational apparatus (Thoreen *et al*, 2012). The small GTPase Ras homolog enriched in brain (Rheb) is the only known direct activator of mTORC1. Conversely, the signalling pathways that lead to mTORC2 activation are not characterised in such detail. mTORC2 is known to regulate cell cycle entry, cell survival and actin cytoskeleton polarisation through its most common downstream substrates: AKT, SGK and PKC (Yang *et al*, 2013). Despite their biochemical and functional differences, crosstalk has been reported between the two complexes, which contributes to the modulation of their activity (Xie & Proud, 2014). In GBM, altered mTORC1 signalling activity correlates with increased tumour grade and is associated with poor prognosis (Duzgun *et al*, 2016). Consequently, mTOR kinase inhibitors targeting both mTORC1 and mTORC2 are considered promising anti‐cancer therapies and are being tested in clinical trials, in combination with radiation and chemotherapy (Zhao *et al*, 2017; Mecca *et al*, 2018).

In the last decade, extensive work has been carried out to characterise mTOR‐dependent signalling in innate immune cells and its role in regulating the expression of inflammatory factors, antigen presentation, phagocytic activity, cell migration and proliferation (Weichhart *et al*, 2008; Jones and Pearce, 2017). mTOR signalling is known to regulate the balance between pro‐ and anti‐inflammatory responses and may be responsible for the dysregulated inflammatory response in TAM, which display a shift towards anti‐inflammatory activity. Interestingly, increased mTOR phosphorylation at Ser‐2448 is present in nearly 40% of TAM in human GBM (Lisi *et al*, 2019); however, the functional impact of this mTOR deregulation and its molecular mechanism have never been characterised.

Here, we have used GBM orthotopic allografts in genetically engineered mice in which mTORC1 signalling has been silenced in TAM‐MG, as well as human expanded‐potential stem cells (EPSC)‐derived microglial‐like cells and matched GBM cells to study the role of the mTOR pathway in TAM‐MG in the GBM microenvironment.

## Results

### mTOR signalling is upregulated in TAM‐MG but not TAM‐BMDM in GBM mouse models

To determine whether mTOR signalling was deregulated in TAM, we assessed the activity of the pathway in GBM mouse models that recapitulate the genetic signatures of human GBM: GL261 allograft model, Ntv‐a;PDGFB + Shp53 (Bowman *et al*, 2016), *Pten* ^−/−^ *; p53* ^−/−^ (Jacques *et al*, 2010), *Pten* ^−/−^ *; p53* ^−/−^ *; Idh1* ^*R132H*^ and PDGFB genetic model (Zhang *et al*, 2019). Tumours were stained for ionised calcium binding adaptor molecule 1 (Iba1, a marker of TAM) and for phosphorylated S6 (p‐S6; S240/244, a downstream marker of mTORC1 activity). Co‐expression of these markers, as defined by the fraction of Iba1^+^ cells expressing p‐S6, was quantified. Three regions—non‐tumour brain tissue, tumour edge and tumour core—were defined and analysed separately, to account for potentially different functional properties of TAM within the tumour as compared to the surrounding brain, as previously reported (Darmanis *et al*, 2017; Fig 1A). Tumour core regions were defined as highly cellular areas composed almost entirely of tumour cells (cells with marked pleomorphism and nuclear atypia—increased nuclear size and hyperchromasia—as well as mitotic activity on the haematoxylin and eosin (H&E) staining). The tumour edge refers to the infiltration zone, while areas without tumour infiltration were defined as non‐tumour brain tissue (Fig 1A). As expected, Iba1^+^ cells showed a ramified morphology with long, thin cellular processes and small cell bodies in non‐tumour areas, while they displayed shorter and fewer processes, with rounder cell bodies at the tumour edge. In the tumour core, they acquired an amoeboid shape, without branched processes and large round cell bodies (Fig 1B). Quantification showed that p‐S6^+^ Iba1^+^ cells were extremely low in the non‐tumour tissue (ranging from 1% (± 0.2 SEM) in the GL261 model to 13.9% (± 7.4 SEM) in the PDGFB model), whereas co‐expression was more frequent in the tumour core (between 50% and 83%, with the PDGFB model at 83% (± 9.9 SEM) closely followed by the GL261 model at 71% (± 8 SEM); Fig 1B). In the tumour edge regions, all models except Ntv‐aPDGFB + Shp53 showed significant difference in the fraction of Iba1^+^ cells co‐expressing p‐S6 as compared to non‐tumour tissue (between 31% (± 4 SEM) the GL261 model and 72% (± 14 SEM) in the *Pten* ^−/−^ *; p53* ^−/−^ model; Fig 1B). We conclude that increased mTOR activity was consistently observed in TAM across tumour models, and it was predominantly independent of intratumour location.

**Figure 1:**
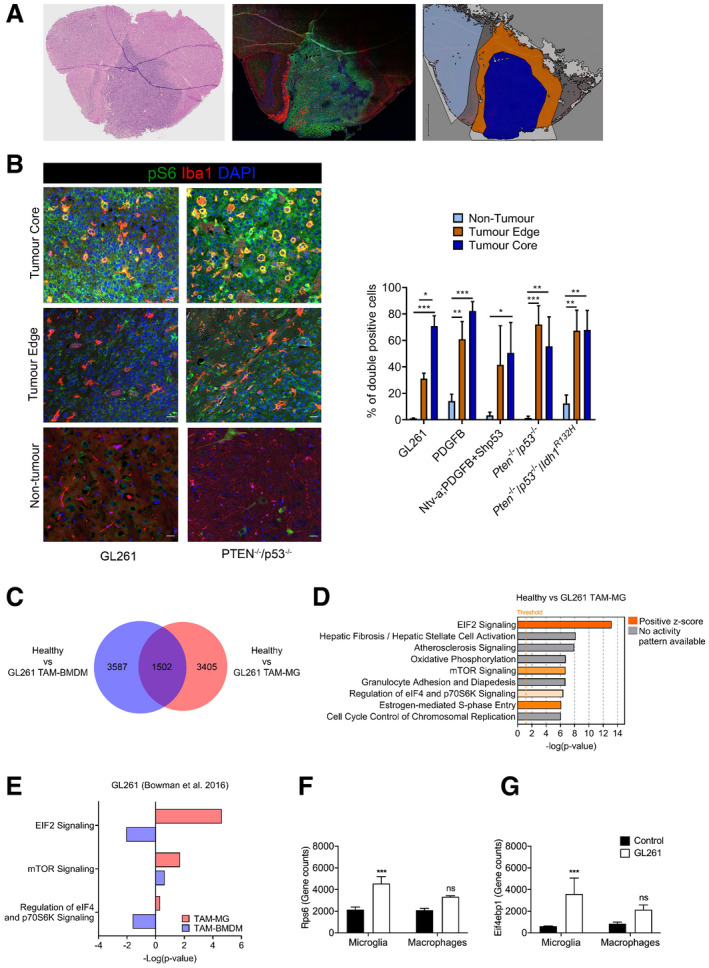
Upregulation of mTOR signalling in TAM‐MG but not TAM‐BMDM in GBM mouse models ARepresentative images of a PDGFB tumour: H&E on the right to identify the tumour, an adjacent section stained for Iba1 (red), p‐S6 (green) and DAPI (blue) at the centre and the region selection for quantification on the left (non‐tumour in light blue, tumour edge in orange and tumour core in dark blue).BRepresentative images of core, edge and adjacent non‐tumour brain tissue for Iba1, p‐S6 and DAPI staining in *Pten* ^−/−^ *p53* ^−/−^ (right) and GL261 (left) tumours. Percentage of Iba1^+^ cells co‐expressing p‐S6 in the three defined regions. Five high‐grade glioma models were analysed—GL261 (*n *= 3), PDGFB (*n *= 3), Ntv‐a;PDGFB+shp53 (*n *= 2), *Pten* ^−/−^ *p53* ^−/−^ (*n *= 3) and *Pten* ^−/−^ *p53* ^−/−^ *Idh1* ^*mut*^ (*n *= 3) (mean ± SEM; two‐way ANOVA Tukey test).CVenn diagram identifying significantly deregulated genes in healthy versus GL261 TAM‐MG and/or TAM‐BMDM (GSE68376 dataset).DTop‐most deregulated canonical pathways in GL261 TAM‐MG, as identified by the IPA software. Threshold indicates *P *≤ 0.05. Z‐score indicates the orientation of the deregulation. Ratio indicates the number of deregulated genes in the pathway.EmTOR‐related deregulated canonical pathways in GL261 TAM‐MG and TAM‐BMDM, as identified by the IPA software.F, GExpression levels of (F) Rps6 and (G) Eif4ebp1 in healthy versus GL261 microglia and macrophage (*n *= 3; mean ± SEM, likelihood ratio test in edgeR).Data information: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

Taking advantage of transcriptomic data from TAM‐MG and TAM‐BMDM isolated from GL261 tumours (Bowman *et al*, 2016), deregulation of the mTOR pathway was further investigated in these two cell populations. 4,907 and 5,089 deregulated genes were identified in the comparison between healthy microglia and TAM‐MG, and between blood monocytes and TAM‐BMDM, respectively. Amongst these deregulated genes, the majority were unique to TAM‐MG and TAM‐BMDM (3,405 and 3,687, respectively), in keeping with the different ontogeny of these cells (Fig 1C). The most significantly deregulated pathways identified by ingenuity pathway analysis (IPA; Kramer *et al*, 2014) in TAM‐MG included mTOR signalling and mTOR‐related signalling pathways: EIF2 signalling, regulation of eIF4 and p70S6K signalling, and mTOR signalling (Fig 1D). These pathways, as indicated by positive Z‐score, were predicted to be activated (Fig 1D, Appendix Fig S1A and Dataset EV1). Importantly, these pathways were not detected as enriched when looking at the 5,189 deregulated genes in TAM‐BMDM (Fig 1E, Appendix Fig S1B), and upregulation of RPS6 and EI4EBP1 was detected in TAM‐MG but not in TAM‐BMDM compared to controls (Fig 1F and G).

These results show an increase in mTOR activity in TAM in several mouse models of GBM, which is specific to TAM‐MG and not observed in TAM‐BMDM in the GL261 model.

### Glioblastoma initiating cells increase mTOR signalling via PI3K/AKT axis in tumour‐conditioned microglia but not BMDM

Next, we asked how mTOR deregulation occurred in TAM‐MG and whether glioblastoma initiating cells (GIC) could play a role, considering that they secrete growth and inflammatory factors that could potentially stimulate mTOR signalling in microglia (Okawa *et al*, 2017). We tested this hypothesis in an *in vitro* setting, where primary microglia and bone marrow‐derived macrophages (BMDM), harvested from neonatal and 3‐month‐old C57BL/6 mice, were conditioned with the supernatant from different primary patient‐derived GIC lines. Conditioned media was obtained from GL261 (GL261‐CM) and primary *Pten* ^−/−^ *;p53* ^−/−^ mGIC cultures (mGIC^*Pten*−/−*;p53*−/−^‐CM), two models with increased mTOR signalling in TAM‐MG *in vivo* (Fig 1B–G). The secretome of mouse neural stem cells (mNSC‐CM) derived from syngeneic mice was used as a control (Fig 2A). Unconditioned microglia and BMDM cultures were also used as controls (Fig 2A).

**Figure 2:**
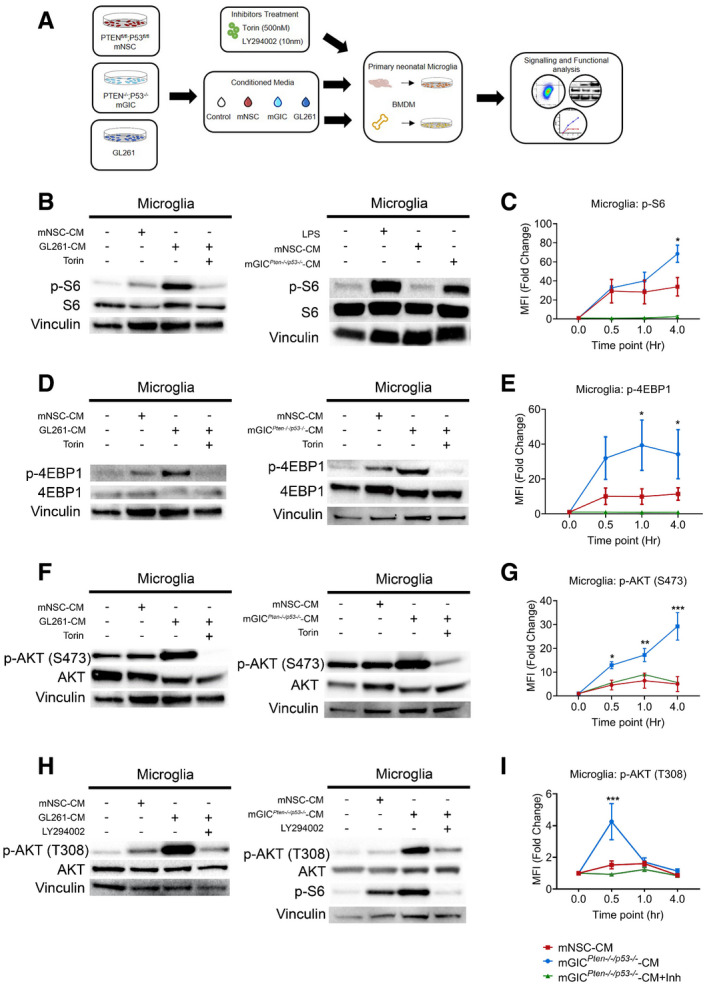
Microglia and BMDM are differently conditioned by mGIC ASchematic of the *in vitro* model whereby microglia and BMDM were pretreated with Torin, LY294002 as indicated and stimulated with mGL261, mGIC^*Pten*−/−*;p53*−/−^‐CM or mNSC‐CM.B–ISignalling was analysed in microglia by immunoblotting of whole cell lysates collected at 4 h (B, D and F) and 0.5 h (H) and normalised against non‐phosphorylated protein and vinculin analysed on the same blot. Flow cytometry analysis was carried out in microglia for (C) p‐S6 S240/244; (E) p‐4EBP1 T37/46; (G) p‐AKT S473; and (I) p‐AKT T308. Each treatment (mNSC‐CM, *Pten* ^−/−^ *p53* ^−/−^ mGIC‐CM, *Pten* ^−/−^ *p53* ^−/−^ mGIC‐CM+Torin, mGIC‐CM+LY) was normalised to unconditioned control (*n *= 3; mean ± SEM, two‐way ANOVA Tukey test). *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 comparing mGIC^*Pten*−/−*;p53*−/−^‐CM versus mGIC^*Pten*−/−*;p53*−/−^‐CM +inhibitor. Source data are available online for this figure.

mTORC1 specifically phosphorylates S6 at S240/244 and 4EBP1 at T37/46. Microglia conditioned with mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM showed a significant increase in phosphorylation at both of these sites (Figs 2B and D, and EV1A), when compared to cultures treated with mNSC‐CM or unconditioned media, supporting the notion that the phenotype is consistent across glioblastoma models. Conversely, BMDM displayed no difference in p‐S6 or p‐4EBP1 levels in cultures treated with mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM, compared to mNSC‐CM or unconditioned media (Fig EV1C and E). Flow cytometry analysis of these cultures confirmed the increase in p‐S6 (Figs 2C and EV1B) and p‐4EBP1 (Figs 2E and EV1B) levels in mGIC^*Pten*−/−*;p53*−/−^‐CM*‐*treated microglia but not BMDM (Fig EV1F) compared to the mNSC‐CM treatment (normalised to unconditioned cultures). Increased phosphorylation of the upstream regulator AKT at S473 sites in microglia (Figs 2F and EV1A) but not BMDM (Fig EV1C and E) treated with mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM demonstrated increased activity of mTORC2 signalling. Treatment with Torin (inhibitor of mTORC1 and mTORC2) resulted in significant reduction p‐AKT (S473) in tumour‐conditioned microglia (Figs 2F and EV1A), a finding which was validated by FACS (Figs 2G and EV1B and F). Increased phosphorylation of AKT at T308 site was also detected (Fig 2H). Treatment with the PI3K inhibitor (LY294002) resulted in significant reduction in p‐AKT (T308) and p‐S6 (S240/244) in mGIC^*Pten*−/−*;p53*−/−^‐CM and GL261‐conditioned microglia (Figs 2H and I, and EV1A and B) but not in BMDM (Fig EV1D–F), thereby confirming activation of mTOR signalling via PI3K/AKT in tumour‐conditioned microglia.

**Figure EV1:**
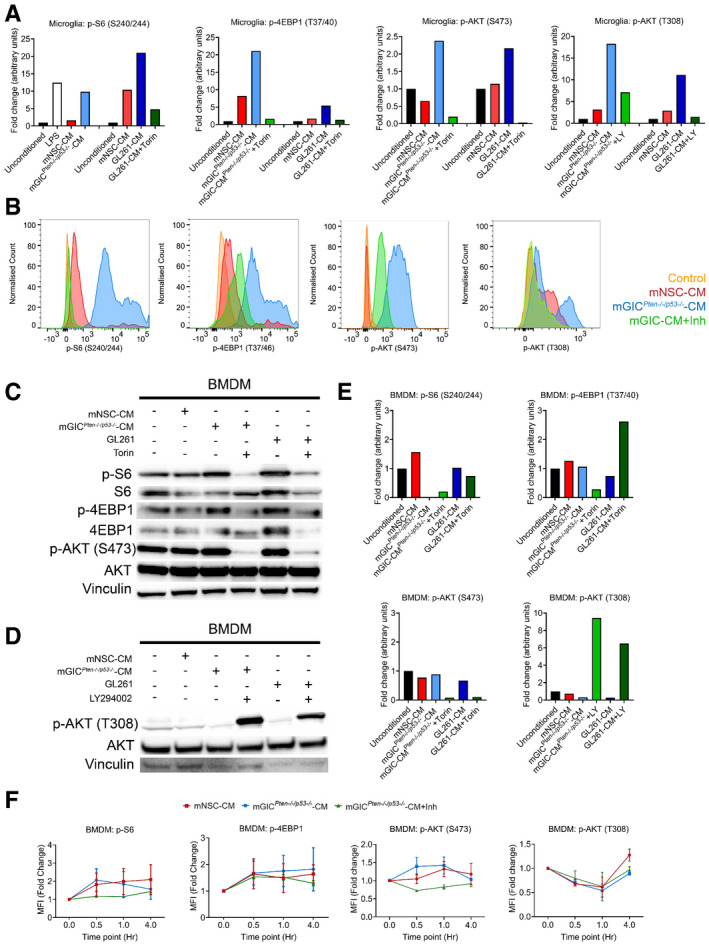
Microglia and BMDM are differently conditioned by mGIC‐secreted factors *in vitro* AQuantification of immunoblotting analysis from conditioned microglia whole cell lysates at 4 h incubation for p‐S6, p‐4EBP1 and p‐AKT S473 and at 0.5 h incubation for p‐AKT T308. Data normalised to non‐phosphorylated protein and to vinculin.BRepresentative flow cytometry plots of microglia under different culture condition at 4 h incubation for p‐S6, p‐4EBP1 and p‐AKT S473 and at 0.5 h incubation for p‐AKT T308.C–ESignalling was analysed in conditioned BMDM by immunoblotting of whole cell lysate collected at 4 h for p‐S6, p‐4EBP1 and p‐AKT S473 (C) and at 0.5 h incubation for p‐AKT T308 (D), which was quantified by normalisation with non‐phosphorylated protein and vinculin (E).FFlow cytometry analysis was carried out in BMDM for p‐S6, p‐4EBP1, p‐AKT S473 and p‐AKT T308. Each treatment was normalised to unconditioned control (*n *= 3; mean ± SEM; two‐way ANOVA Tukey test). Source data are available online for this figure.

These results show that factors secreted by mGIC^*Pten*−/−*;p53*−/−^ and GL261 cultures upregulate mTORC1 and mTORC2 signalling via the PI3K/AKT axes in microglia but not in BMDM.

### Genetic inhibition of mTORC1 signalling in Cx3cr1^+^ TAM reduces tumour growth and increases survival

To investigate the functional role of activated mTOR signalling in TAM‐MG, genetic inhibition was established in these cells in mice recipient of GL261 GBM allografts (Fig 3A). The GL261 cell line was chosen to generate fast‐growing orthotopic syngeneic GBM models in immunocompetent mice. A mouse line with a floxed exon 3 of the *Rheb1* gene (*Rheb1* ^fl/fl^), a key effector of mTOR, was chosen to inactivate the pathway in TAM. 

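Rheb1 is annotated as Rheb (ENSMUSG00000028945), which encodes the small GTPase that switches on mTOR complex 1 at the lysosome. The gene lies on the minus strand of chromosome 5 of GRCm38, from 24802823 to 24842624. Its protein-coding transcript, Rheb-201, has 8 exons. Exon 3 of this transcript runs from 24813798 to 24813865. Its 68 bases are all coding, and this length is not a multiple of 3. Gene counts from RNA-seq are summed over the whole gene and so also take in reads from the exons that stay in place when exon 3 is deleted.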

Genetic modulation of mTOR signalling *in vivo* was achieved by crossing the *Rheb1* ^fl/fl^ mice with *Cx3cr1*‐Cre^ERT2^ knock‐in mice, resulting in deletion of *Rheb1* in microglia upon tamoxifen‐induced Cre expression. Three weeks after tamoxifen injection, GL261 tumour cells were injected intracerebrally in mutant animals as well as in controls lacking the Cre construct but which also had received tamoxifen treatment (Fig 3A). Mice were culled when symptomatic and a longer survival was observed for the *Cx3cr1*‐ *Rheb1* ^Δ/Δ^ mice as compared to the *Rheb1* ^fl/fl^ mice (Fig 3B). An independent cohort of allografted mice was generated and imaged 20 days post‐tumour initiation by MRI. In this cohort, measurement of tumour volume confirmed that tumours were significantly smaller in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ compared to *Rheb1* ^fl/fl^ mice (Fig 3C). The experiment was terminated 25 days post‐tumour initiation and the brains either processed for histology (*n *= 5) or analysed by flow cytometry (*n *= 6). Histological features were those of a highly cellular glial tumour with prominent nuclear pleomorphism, brisk mitotic activity and multifocal microvascular proliferations (Fig 3D). While no histological differences were noted between the two genotypes (Fig 3D), the numbers of GL261 GFP^+^ tumour cells were lower in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours (Fig 3E), consistent with the reduced tumour volume observed by MRI.

**Figure 3:**
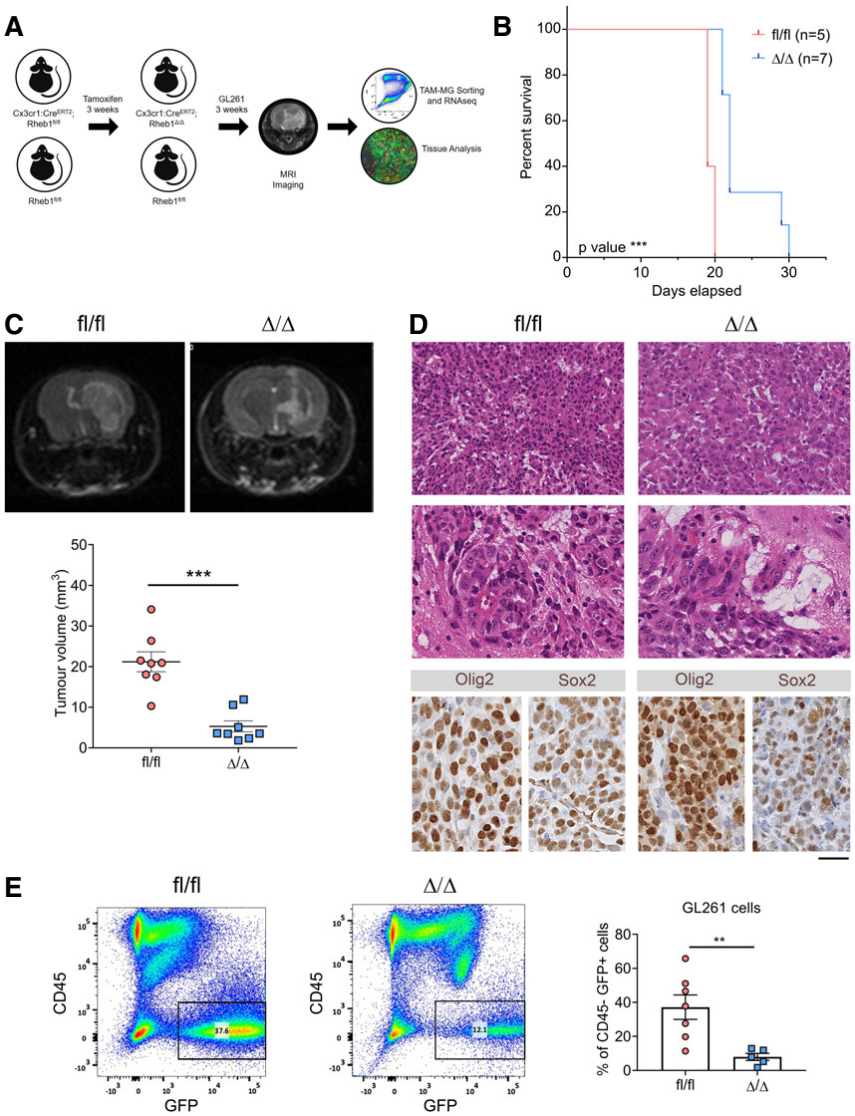
Genetic inhibition of mTORC1 signalling in Cx3cr1^+^ TAM impacts tumour growth and survival Schematic of the generation and analysis of the *Cx3cr1*‐Cre;*Rheb1*‐loxp GL261 model.Survival analysis for *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 7) and *Rheb1* ^fl/fl^ (*n *= 7) mice. Chi‐square test.Representative images and quantification of the tumour volume with MRI of *Rheb1* ^fl/fl^ (*n *= 8) compared to *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 8) mice (mean ± SEM; unpaired parametric *t*‐test).H&E staining showing representative histological features (overview and high magnification of microvascular proliferation) of *Rheb1* ^fl/fl^ and *Cx3cr1*‐*Rheb1* ^Δ/Δ^ GL261 tumours. Scale bar is 125 μm (top, H&E) and 80 μm (all other images)Percentage of GFP^+^ CD45^−^ GL261 tumour cells in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 5) and *Rheb1* ^fl/fl^ (*n *= 7) tumours, with representative FACS plot (mean ± SEM; unpaired parametric *t*‐test).Data information: **P ≤ 0.01, and ***P ≤ 0.001.

Overall 98% of TAM‐MG were positive for YFP, the expression of which was dependent on Cre expression in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ mice (Fig EV2A–C). Additionally, 35% of TAM‐BMDM expressed YFP (Fig EV2A–C), in accordance with the known expression pattern of the *Cx3cr1* promoter in these tumours (Bowman *et al*, 2016). mTOR inhibition was confirmed in the tumours by assessing the expression levels of p‐S6 in P2RY12^+^ CD49d^−^ TAM‐MG and P2RY12^−^ CD49d^+^ TAM‐BMDM by flow cytometry. We observed that p‐S6 baseline levels in *Rheb1* ^fl/fl^ tumours were higher in TAM‐MG than TAM‐BMDM, and these were significantly reduced in TAM‐MG but not in TAM‐BMDM in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours (Fig EV2A–C). A clear reduction in the number of Iba1^+^ p‐S6^+^ cells was also seen in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ versus *Rheb1* ^fl/fl^ tumour tissues (Fig EV2D and E).

**Figure EV2:**
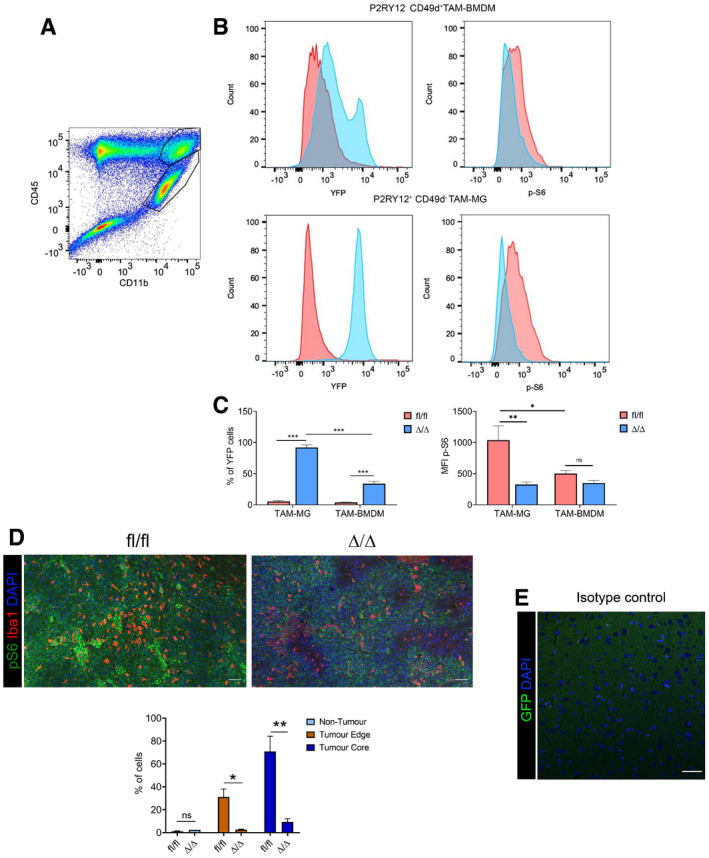
*Cx3cr1*‐*Rheb1* ^Δ/Δ^ mice display inhibition of mTORC1 signalling in GL261 TAM Representative flow cytometry plot for the expression of CD45 and CD11b in GL261 tumour, with CD45^high^ CD11b^+^ TAM‐BMDM (top gate) and CD45^low^ CD11b^+^ TAM‐MG (lower gate).Representative flow cytometry plot of YFP (left) and p‐S6 (right) levels in TAM‐BMDM (top) and TAM‐MG (bottom) in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (blue) versus *Rheb1* ^fl/fl^ (red) GL261 tumours.Percentage of TAM‐MG and TAM‐BMDM expressing YFP in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 6) and *Rheb1* ^fl/fl^ (*n *= 6) mice. MFI levels of p‐S6 in P2RY12^+^ CD49d^−^ TAM‐MG and P2RY12^−^ CD49d^+^ TAM‐BMDM in *Rheb1* ^fl/fl^ (*n *= 6) compared to *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 6) GL261 tumours (mean ± SEM; two‐way ANOVA Tukey test).Staining for Iba1, p‐S6 and DAPI in *Rheb1* ^fl/fl^ (*n *= 3) and *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 2) tumour tissue (top) and percentage of Iba1^+^ cells co‐expressing p‐S6 in the three defined regions (bottom) (mean ± SEM; two‐way ANOVA Tukey test). Scale bar is 100 μm.Isotype control stain demonstrating quenching of fluorescence from reporter gene (scale bar 50 μm).Data information: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ns non‐significant.

The above data show that inactivation of mTORC1 in TAM reduces tumour growth and increases survival in a GBM mouse model.

### Genetic inhibition of mTORC1 signalling in TAM affects the innate/adaptive immune system crosstalk in GL261 tumours

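Bulk RNA-seq was made from GL261 tumours, grown from a mouse glioma cell line injected into the brain. There were 3 tumours from Rheb1 fl/fl mice, which carry the floxed gene and no Cre (replicates 35, 38 and 110), and 3 from Cx3cr1-Rheb1 Δ/Δ mice, in which Cre deletes Rheb1 in Cx3cr1-expressing cells (replicates 26, 36 and 37). The labels of the libraries give an age of 6 weeks at injection and collection 3 weeks after tumour initiation. According to the methods, RNA came from formalin-fixed, paraffin-embedded tissue and libraries were made with SmartSeq2 and Nextera XT. The authors counted reads per gene after alignment with STAR, and estimated transcript abundance as TPM with Salmon, on an Ensembl annotation of GRCm38. The deposited counts hold 50686 genes, and total counts ran from 15606224 to 21991348 (median 17315999) in Rheb1 fl/fl and from 14940787 to 19798998 (median 15936381) in Cx3cr1-Rheb1 Δ/Δ tumours. The deposited TPM values cover part of the genes and sum to between 617081 and 642370 per library. Fold changes compare Cx3cr1-Rheb1 Δ/Δ with Rheb1 fl/fl and come from edgeR's quasi-likelihood test on the counts, normalized by TMM, over the 17028 genes that passed edgeR's filter on low counts. Values of single genes are CPM on the TMM scale. Adjusted p values are those of Benjamini and Hochberg, and a gene was called at an adjusted p under 0.05 with a change of at least 1.5-fold. Gene lists were compared with all other genes by camera, with a preset correlation of 0.01 between genes and again with an estimated correlation, adjusted over 35 lists. In counts simulated from these libraries, the test called 48% of genes changed 4-fold and 94% of genes changed 16-fold, of 50 each. These shares were not split by abundance, so they do not give the power for genes at low counts.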

To further characterise the phenotype observed in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ GL261 model, we analysed the transcriptome of these tumours. Principal component analysis revealed distinct clustering of *Cx3cr1*‐*Rheb1* ^Δ/Δ^ GL261 allografts (*n *= 3) from *Rheb1* ^fl/fl^ tumours (*n *= 3) (Fig EV3A). 

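In the principal component analysis of log2(TPM + 1) over 12666 genes, the first component held 28.3% of the variance. The 3 Rheb1 fl/fl tumours had scores of -50.6, -26.9 and -66.3 on it, and the 3 Cx3cr1-Rheb1 Δ/Δ tumours had scores of 76.5, 49.4 and 18.0, so that the genotypes were on opposite sides. The second component held 21.4%. Of the total variance, 26.4% lay between the genotypes (exact permutation test, two-sided, p = 0.1, the smallest that 3 tumours against 3 allow). Pearson correlations across genes ran from 0.789 to 0.819 between tumours of the same genotype and from 0.753 to 0.833 between genotypes, with means of 0.807 and 0.780. Genes are not independent replicates, and these ranges overlap.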

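Rheb, the targeted gene, was measured at 304 ± 60.9 CPM (SD, n = 3) in Rheb1 fl/fl tumours and at 165 ± 52.7 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. This is a log2 fold change of -0.88 (standard error 0.32, adjusted p = 0.426 from edgeR's quasi-likelihood test), and no Cx3cr1-Rheb1 Δ/Δ tumour reached the level of a Rheb1 fl/fl tumour. Whole tumours also hold cells without Cre, such as the injected GL261 cells. The fall of Rheb in bulk tumours is therefore not a measure of its deletion, and the cause of this fall was not tested. Lower values outnumbered higher ones: at an unadjusted p of at most 0.02 and a change of at least 1.5-fold, 510 genes were lower and 289 were higher in Cx3cr1-Rheb1 Δ/Δ tumours. This balance depends on scaling, with 408 lower and 412 higher when all libraries were given the same mean of log CPM over all tested genes, and 463 lower and 335 higher over genes with at least 10 counts in every library. A correction for transcript length and GC content gave 503 lower and 323 higher with each library's mean kept, and 398 lower and 438 higher with the first of these means. Genes with the smallest p, named here after their values were seen, include the interferon-inducible GTPases Gbp4, Gbp5 and Iigp1, with log2 fold changes of -3.30, -2.91 and -2.91. Others were the myeloid genes Fcgr2b, an inhibitory Fc receptor (-2.58), Lyz2, a lysozyme (-3.64), and C3ar1, the receptor of complement C3a (-4.83). Ms4a4c, a membrane protein of myeloid cells, had no counts in Cx3cr1-Rheb1 Δ/Δ tumours and was at least 599.6-fold lower, with a floor of 3 counts over the group. Its bound ran from 365.6-fold (without Cx3cr1-Rheb1 Δ/Δ replicate 37) to 810.7-fold (without Rheb1 fl/fl replicate 38) when single libraries were left out. Higher values were seen for Per1, a gene of the circadian clock (3.18), and Cirbp, an RNA-binding protein induced by cold (2.63). The smallest adjusted p was 0.0805, for Gbp4. Markers of neurons, such as Rbfox3 (log2 fold change 0.84), Snap25 (0.33), Syt1 (0.49) and Syn1 (0.27), were on the higher side in 15 of 19 tested genes (median 0.38, adjusted p = 0.0334 from camera, adjusted p = 0.584 with an estimated correlation), a call that ended with at least 10 counts in every library, with library size only (adjusted p = 0.0531 from camera), with limma on either pseudocount or without a filter (adjusted p from 0.141 to 0.16, median 0.17) and without replicate 35, 38, 26 or 36. Transcripts of the mitochondrial genome, such as mt-Atp6 (0.85), mt-Co1 (0.41), mt-Co2 (0.62) and mt-Co3 (1.20), were on the higher side in 25 of 27 (median 0.66, adjusted p = 0.000511 from camera, adjusted p = 0.465 with an estimated correlation). Snap25, Syn1 and mt-Co2 changed sign when single libraries were left out. Rheb1 fl/fl replicate 35 had 10643 counts of Xist and none of the Y-linked gene Ddx3y, while Ddx3y was counted in the 5 other bulk libraries. No gene was called by edgeR's quasi-likelihood test (0 higher and 0 lower), with 650 genes higher and 883 lower at an unadjusted p under 0.05. The likelihood ratio test called 123 higher and 260 lower, DESeq2 140 and 334, and limma on log2(TPM + 1) 0 and 1. Without a filter on low counts 17 genes were called higher and 85 lower, with at least 10 counts in every library 8 and 54, and without Cx3cr1-Rheb1 Δ/Δ replicate 37 1 and 7 (515 and 712 at an unadjusted p of at most 0.02).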

425 genes were identified as differentially expressed between the two genotypes, the majority of which (302) were downregulated in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours, with only 123 upregulated (Fig EV3B). 

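Genes of the machinery that presents antigen were lower in Cx3cr1-Rheb1 Δ/Δ tumours. Of 12 tested genes of MHC class II, which presents peptides to CD4 T cells, all 12 had negative fold changes, and the list fell (median log2 fold change -1.54, adjusted p = 1.23e-12 from camera, adjusted p = 0.122 with an estimated correlation). H2-Aa was measured at 1453 ± 300 CPM (SD, n = 3) in Rheb1 fl/fl and 357 ± 182 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours, and H2-Ab1 at 1463 ± 425 and 282 ± 179 CPM (SD, n = 3 each). H2-Eb1 had a log2 fold change of -1.82, and Cd74, the invariant chain that guides class II molecules to the endosome, of -1.27. Of 16 tested genes of MHC class I, which presents peptides to CD8 T cells, 15 had negative fold changes, and this list also fell (median -0.79, adjusted p = 3.53e-09 from camera, adjusted p = 0.168 with an estimated correlation). Among these, H2-K1 (log2 fold change -0.40), H2-D1 (-0.70), B2m, the light chain of class I molecules (-0.96), and Tap1, the peptide transporter (-0.85), were measured. When adjusted over the list alone, 8 of 12 class II genes and 5 of 16 class I genes were lower and none was higher, and 0 of either list were called over all genes by edgeR's quasi-likelihood test, with 8 and 9 at an unadjusted p under 0.05 and 4 and 2 called by the likelihood ratio test. Markers of B cells, natural killer cells and dendritic cells were negative in 8 of 10 tested genes (median -1.39, adjusted p = 0.0579 from camera). The paper's Dataset EV2 lists molecules for its pathways, chosen on these tumours and so not independent evidence of direction. Fold changes were negative for all 12 tested molecules of dendritic cell maturation, all 5 of the antigen presentation pathway and all 7 of communication between innate and adaptive immune cells. They were also negative for all 8 of iCOS-iCOSL signalling, all 6 of OX40 signalling, all 6 of CD28 signalling and all 4 of the crosstalk between dendritic and natural killer cells. In this order, the likelihood ratio test called 10, 5, 6, 7, 5, 5 and 3 lower, and the quasi-likelihood test called none. Markers of neurons and mitochondrial transcripts ran the other way in the same tumours.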

IPA analysis identified pathways associated with antigen presentation and innate to adaptive immune cell communication as enriched, including dendritic cell maturation, antigen presentation pathway, communication between innate and adaptive immune cells, iCOS‐iCOSL signalling, OX40 signalling, CD28 signalling and crosstalk between dendritic cells and natural killer cells (Fig 4A). Csf1r and Csf1 were amongst the downregulated genes, as well as markers of TAM including Aif1 (Iba1) and Itgam (Cd11b), suggesting a change in the activity profile of TAM as a result of mTOR inhibition or a change in the immune composition of infiltrating immune cells (Fig EV3C). Moreover, pathways associated with cytokine signalling were also detected, including IL‐4, IL‐10, IL‐6, IL‐2, IL12 signalling, STAT3 pathway, NF‐κB signalling, iNOS signalling, interferon signalling and Toll‐like receptor (TLR) signalling (Fig 4A). 

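Csf1r, the receptor through which CSF-1 keeps microglia and macrophages alive, was measured at 253 ± 58.5 CPM (SD, n = 3) in Rheb1 fl/fl tumours and at 84.5 ± 52.6 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. Its ligand Csf1 was at 52.2 ± 18.2 and 13.3 ± 6.30 CPM (SD, n = 3 each). Aif1, the cytoplasmic marker of microglia and macrophages, was at 47.2 ± 6.89 and 9.63 ± 5.85 CPM, and Itgam, the integrin chain of the complement receptor CD11b, at 89.0 ± 37.5 and 8.67 ± 6.33 CPM (SD, n = 3 each). For all 4 genes, every Cx3cr1-Rheb1 Δ/Δ tumour lay below every Rheb1 fl/fl tumour, which chance gives in either direction for 10% of genes. The log2 fold changes were -1.58 for Csf1r (standard error 0.46, adjusted p = 0.263), -1.98 for Csf1 (0.56, 0.245), -2.29 for Aif1 (0.64, 0.241) and -3.35 for Itgam (0.72, 0.154), from edgeR's quasi-likelihood test. The adjusted p from the likelihood ratio test was 0.0520, 0.0479, 0.0362 and 0.00108, so that this test called 3 of the 4 genes. In TPM, Csf1r was at 22.1 ± 8.81 and 18.75 ± 13.6 (SD, n = 3 each), a smaller difference than in CPM, Csf1 at means of 14.30 and 3.63, Aif1 at 103.3 and 21.3 and Itgam at 12.4 and 2.41. Csf1r (ENSMUSG00000024621) lies on chromosome 18 of GRCm38 from 61100598 to 61132149, where Hmgxb3 overlaps it on the other strand, and reads of both may be counted together. Csf1 (ENSMUSG00000014599) lies on chromosome 3 from 107741048 to 107760469, Aif1 (ENSMUSG00000024397) on chromosome 17 from 35170991 to 35176068, and Itgam (ENSMUSG00000030786) on chromosome 7 from 128062640 to 128118491. All 24 tested markers shared by microglia and macrophages had negative fold changes, and the list fell (median -1.42, adjusted p = 1.58e-19 from camera, adjusted p = 0.131 with an estimated correlation). When adjusted over the list alone, 13 of the 24 were lower, 7 were called by the likelihood ratio test, and Cd68, a lysosomal marker of macrophages, had a log2 fold change of -0.96. Of 18 markers of resting microglia, 14 had negative fold changes, and this list fell too (median -1.09, adjusted p = 0.000292 from camera, adjusted p = 0.169 with an estimated correlation). The purinergic receptor gene P2ry12 (log2 fold change -1.68), Tmem119 (-1.80), the fractalkine receptor gene Cx3cr1 (-3.37) and the transcription factor gene Sall1 (-2.55) are among them. Cx3cr1 is also the gene into which the Cre was inserted, so its dose differs between the genotypes by design. P2ry12 was higher by 1.02 with limma on log2(TPM + 1).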

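Target genes of interferon-γ, the cytokine of activated T and natural killer cells, fell in Cx3cr1-Rheb1 Δ/Δ tumours. All 22 tested genes of this list had negative fold changes (median log2 fold change -2.39, adjusted p = 3.77e-39 from camera, adjusted p = 0.0969 with an estimated correlation). When adjusted over the list alone 20 of the 22 were lower, and 17 were called by the likelihood ratio test. The T-cell-attracting chemokine gene Cxcl9 was at 48.3 ± 5.83 CPM (SD, n = 3) in Rheb1 fl/fl and 3.61 ± 2.28 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours, and Irf1, a transcription factor induced by interferon-γ, at 255 ± 47.7 and 71.1 ± 11.3 CPM (SD, n = 3 each). Cxcl10 and Cxcl11, of the same chemokine family, had log2 fold changes of -1.64 and -3.32. Target genes of type I interferon fell as well, with 31 of 33 negative (median -1.04, adjusted p = 9.71e-17 from camera, adjusted p = 0.148 with an estimated correlation), among them Isg15 (-0.63), Usp18 (-1.41), Ifit1 (-0.96) and Ifit2 (-0.57). Adjusted over the list alone, 14 of these 33 were lower. The list of interferon receptors and their regulators fell (20 of 22 negative, median -0.93, adjusted p = 2.86e-10 from camera, adjusted p = 0.106 with an estimated correlation). All 21 tested cytokine receptor genes were negative, and the list fell (median -1.80, adjusted p = 7.92e-12 from camera, adjusted p = 0.106 with an estimated correlation, 7 lower when adjusted over the list alone). It holds the shared interleukin receptor chains Il2rg (log2 fold change -3.57), Il2rb (-1.81) and Il4ra (-1.03). The lists of chemokines with their receptors (21 of 25 negative, median -2.58, adjusted p = 5.54e-15, 12 lower over the list alone), of cytokines (8 of 12, median -0.62, adjusted p = 0.00245) and of Toll-like and other pattern receptors (14 of 17, median -1.42, adjusted p = 2.81e-06) fell by the same test, with adjusted p of 0.106, 0.136 and 0.136 with an estimated correlation. The chemokine genes Ccl2, Ccl3, Ccl4 and Ccl5 had log2 fold changes of -1.13, -1.90, -2.83 and -1.99, and the receptor genes Tlr1, Tlr2, Tlr3 and Tlr4 of -6.14, -1.83, -1.10 and -0.65. STAT3 target genes (12 of 16 negative, median -0.46, adjusted p = 0.00724) and NF-κB target genes (13 of 21, median -1.14, adjusted p = 0.0223) fell by camera, with adjusted p of 0.143 and 0.218 with an estimated correlation. Genes of the NF-κB pathway itself were negative in 14 and positive in 14 of 28 (median -0.05, adjusted p = 0.299 from camera), with Nfkb1 at -1.01, Nfkb2 at -1.09, Rela at 0.47 and Relb at -0.17 (0.0859 without Cx3cr1-Rheb1 Δ/Δ replicate 36). The molecules in Dataset EV2 were chosen on these tumours. Fold changes were negative for all 6 tested ones of IL-10 signalling, all 4 of Toll-like receptor signalling, all 3 of interferon signalling and all 3 of iNOS signalling. They were negative for 6 of 7 of NF-κB signalling, 6 of 7 of the STAT3 pathway and 5 of 6 of IL-6 signalling. In this order, the likelihood ratio test called 5, 3, 3, 2, 4, 5 and 3 lower. It called 1 higher in each of the last 3 pathways, and the quasi-likelihood test called none. With limma on log2(TPM + 1), Tlr1 was higher by 0.09 and the call of the pattern receptor list ended (adjusted p = 0.111, and 0.141 on log2(TPM + 0.1)).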

Amongst the top scoring pathways, several were associated with regulation of T‐cell signalling, differentiation and activation—including T helper cell differentiation, Th1 and Th2 activation pathway, T‐cell exhaustion signalling, PD‐1 and PD‐L1 cancer immunotherapy pathway (Fig 4A, Dataset EV2). 

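Genes of regulatory T cells and of immune checkpoints fell in Cx3cr1-Rheb1 Δ/Δ tumours, with 10 of 14 tested genes negative (median log2 fold change -1.34, adjusted p = 0.000335 from camera, adjusted p = 0.106 with an estimated correlation). Adjusted over the list alone, 3 of the 14 were lower and none was higher. Il2ra, the high-affinity chain of the IL-2 receptor, had no counts in Cx3cr1-Rheb1 Δ/Δ tumours and was at least 136-fold lower, with a floor of 3 counts over the group, or 45.7-fold without Rheb1 fl/fl replicate 110. Ikzf2, the transcription factor Helios of regulatory T cells, was at 26.4 ± 5.85 CPM (SD, n = 3) in Rheb1 fl/fl and 7.93 ± 2.11 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. Foxp3, the lineage factor of regulatory T cells, was at 1.42 ± 1.35 and 1.43 ± 2.25 CPM (SD, n = 3 each), and the checkpoint receptor gene Ctla4 at 2.89 ± 3.65 and 2.36 ± 2.06 CPM (SD, n = 3 each), levels at which a difference could not be detected. Foxp3 overlaps other genes, so its counts are uncertain. The signs of Foxp3 and Ctla4 each changed when single tumours were left out. Dataset EV2 lists molecules chosen on these tumours, which are not independent evidence of direction. Of those tested, all 13 of the Th1 and Th2 activation pathway and all 9 of T helper cell differentiation had negative fold changes. So had all 7 of the PD-1 and PD-L1 pathway and 8 of 9 of the T-cell exhaustion pathway. In this order, the likelihood ratio test called 13, 8, 6 and 8 lower, and 1 higher in the last. The quasi-likelihood test called none. The call of the list ended with limma on log2(TPM + 1) and log2(TPM + 0.1) (adjusted p = 0.142 and 0.0832). Over all pathways listed for bulk tumours, 72 of 81 tested molecules were lower and 9 were higher, of which the likelihood ratio test called 57 lower and 8 higher.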

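Cd274 encodes PD-L1, the ligand that inhibits T cells through the receptor PD-1. It was measured at 118 ± 32.1 CPM (SD, n = 3) in Rheb1 fl/fl tumours and at 39.4 ± 16.3 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. Each of the 3 Cx3cr1-Rheb1 Δ/Δ tumours lay below each Rheb1 fl/fl tumour. The log2 fold change was -1.59 (standard error 0.41, adjusted p = 0.207 from edgeR's quasi-likelihood test), and the likelihood ratio test gave an adjusted p of 0.0282. In TPM, the means were 20.98 and 7.71. Cd274 (ENSMUSG00000016496) lies on chromosome 19 of GRCm38 from 29367455 to 29388095.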

Amongst the differentially expressed genes, CD274 (PD‐L1) was downregulated in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ compared to *Rheb1* ^fl/fl^ GL261 tumours, further highlighting a reduced level of T‐cell inhibition via checkpoint inhibitors in the TME (Fig EV3C). These data show that mTOR inhibition in Cx3cr1^+^ TAM reshapes the immune landscape of the TME by influencing the expression of inflammatory mediators as well as the crosstalk between the innate and adaptive immune system.

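Across the 35 gene lists, camera called 19 lower and 5 higher in Cx3cr1-Rheb1 Δ/Δ tumours. The lower lists cover microglia and macrophages, T cells, antigen presentation, interferon signalling, cytokines and chemokines with their receptors, pattern receptors, targets of NF-κB and STAT3, granulocytes and, outside the immune system, oligodendrocytes. With an estimated correlation between genes, 0 lists were called lower and 0 higher at an adjusted p under 0.05, while fry, a rotation test of whether a list's genes move the same way, called 14 lower and 0 higher. Beside the neuron and mitochondrial lists, the higher lists were those of sterol synthesis, of dissociation stress and of other tissues. Without Rheb1 fl/fl replicate 35, Rheb1 fl/fl replicate 110 or Cx3cr1-Rheb1 Δ/Δ replicate 37, the number of lists called higher was 3. From the enriched pathways and from the lower expression of Csf1r, Csf1, Aif1, Itgam and Cd274, the paper concludes that inhibition of mTOR in Cx3cr1-expressing tumour-associated microglia and macrophages reshapes the immune landscape of the tumour, through inflammatory mediators and the crosstalk between innate and adaptive immunity.

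**Figure D1:**
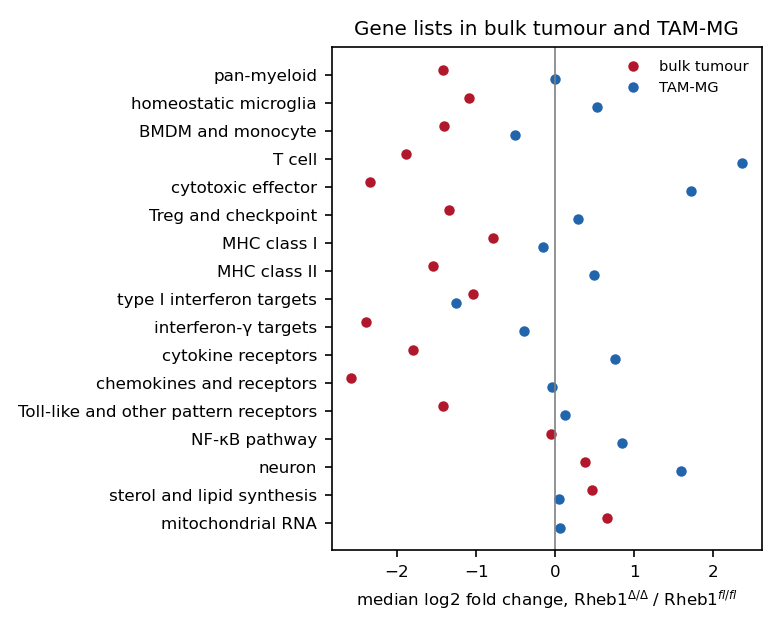
Median log2 fold change of the tested genes of 17 lists (vertical axis), Rheb1 Δ/Δ against Rheb1 fl/fl, in bulk tumours (red) and in sorted TAM-MG (blue). Genes without counts in a group are set at the bound given by 3 counts. The interferon-γ target genes lie at -2.39 in bulk tumours and the type I interferon target genes at -1.04.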

**Figure EV3:**
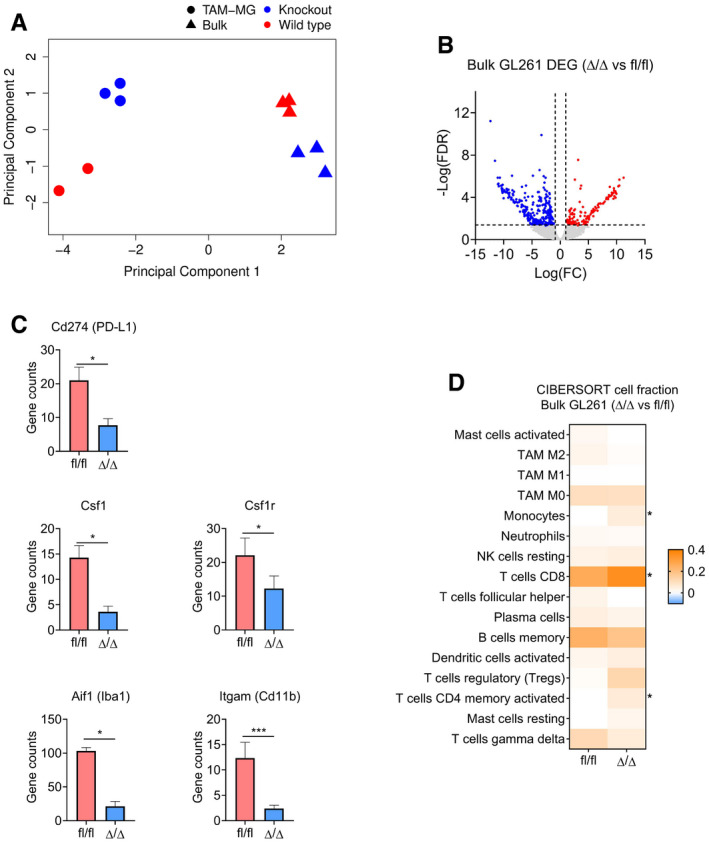
Genetic inhibition of mTORC1 signalling in TAM affects the immune landscape of GL261 tumours Principal component analysis of bulk (triangle) and TAM‐MG (circle) RNA‐Seq samples from *Rheb1* ^fl/fl^ (red) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (blue) Gl261 tumours.Volcano plot of differentially expressed genes between *Rheb1* ^fl/fl^ (*n *= 3) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) GL261 tumours. Red and blue points mark genes with significantly increased or decreased expression, respectively (FDR ≤ 0.05). The *x*‐axis shows expression log fold changes (FC), and the *y*‐axis shows the –log of the false discovery rate (FDR).Expression levels (TPM) of Csf1r, Csf1, Aif1 (Iba1), Itgam (Cd11b) and Cd274 (PD‐L1) in *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) versus *Rheb1* ^fl/fl^ (*n *= 3) (mean ± SEM, likelihood ratio test in edgeR). *FDR ≤ 0.05, ***FDR ≤ 0.001.CIBERSORT cell fractions calculated from the TPM of *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) versus *Rheb1* ^fl/fl^ (*n *= 3; mean ± SEM; two‐way ANOVA Tukey test). *P ≤ 0.05.

**Figure 4:**
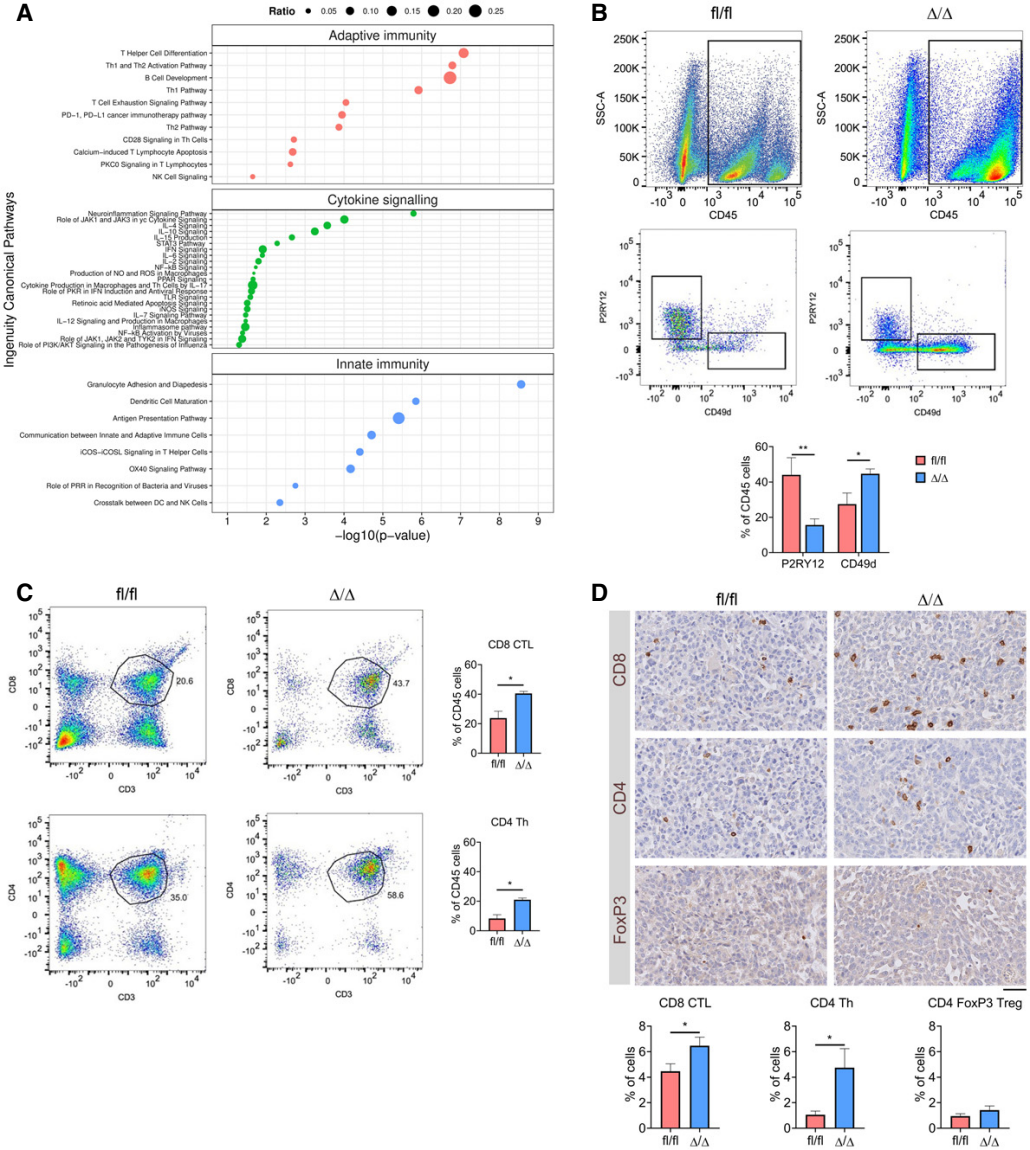
Genetic inhibition of mTORC1 signalling in TAM affects the immune profile of GL261 tumours Significantly deregulated canonical pathways in *Cx3cr1‐Rheb1* ^Δ/Δ^ versus *Rheb1* ^fl/fl^ GL261 tumours, as identified by the IPA software from differentially regulated genes and divided into three categories: adaptive immunity, cytokine signalling and innate immunity. Size of bubbles is indicative of ratio of differentially regulated genes. The *x*‐axis represents −log_10_ (*P*‐value) with a threshold of *P *≤ 0.05 applied.Levels of TAM‐MG (P2RY12^+^ CD49d^−^) and TAM‐BMDM (P2RY12^−^ CD49d^+^) gated from CD45^+^ population in GL261 tumours from *Rheb1* ^fl/fl^ (*n *= 4) and *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 5) mice by flow cytometry (representative flow cytometry plots on top and quantification at the bottom; mean ± SEM; two‐way ANOVA Tukey test).Percentage of CD8 CTL (top) and CD4 Th (CD4) cells in GL261 tumours from *Rheb1* ^fl/fl^ (*n *= 4) and *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 5) mice assessed by flow cytometry (representative flow cytometry plots, left and quantification, right; mean ± SEM; unpaired *t*‐test).Tumour tissues from *Rheb1* ^fl/fl^ (*n *= 4) and *Cx3cr1*‐*Rheb1* ^Δ/Δ^ (*n *= 4) were stained for CD8, CD4 and FoxP3. DAB staining was quantified as % of positive cells using Definiens software. Representative images of the stained tissues are shown (mean ± SEM; unpaired parametric *t*‐test). Scale bar is 100 μm.Data information: *P ≤ 0.05 and **P ≤ 0.01.

The deregulation of these immune‐related pathways prompted us to further study the composition of the immune infiltrates in the TME of *Cx3cr1*‐*Rheb1* ^Δ/Δ^ GL261 allografted tumours. We performed cell‐type identification by estimating relative subsets of RNA transcripts (CIBERSORT) (Newman *et al*, 2015), a computational approach which accurately predicts the relative fraction of different cell subsets from gene expression profiles of complex tissues (cibersort.stanford.edu). 

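Marker genes of T cells were at low counts in bulk tumours, and 14 of 17 tested ones had negative fold changes in Cx3cr1-Rheb1 Δ/Δ tumours. The list fell (median log2 fold change -1.89, adjusted p = 0.00038 from camera, adjusted p = 0.168 with an estimated correlation), with 1 gene lower when adjusted over the list alone. Cd3e, a chain of the T-cell receptor complex, was at 8.10 ± 6.76 CPM (SD, n = 3) in Rheb1 fl/fl and 0.380 ± 0.613 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. The related chains Cd3d and Cd3g had log2 fold changes of -1.56 and -0.68, and Cd4, the co-receptor of helper T cells, of -0.92. Genes of cytotoxic effector cells fell, with 10 of 11 negative (median -2.34, adjusted p = 8.22e-06 from camera, adjusted p = 0.122 with an estimated correlation, 5 lower and 1 higher when adjusted over the list alone). The granzyme genes Gzma and Gzmb had log2 fold changes of -2.34 and -4.42, and Nkg7, a protein of cytotoxic granules, of -0.48. Gzmm, a further granzyme, went the other way, at 0.0579 ± 0.0557 CPM in Rheb1 fl/fl and 8.21 ± 11.8 CPM in Cx3cr1-Rheb1 Δ/Δ tumours (SD, n = 3 each). The sign of Cd4 changed without Rheb1 fl/fl replicate 35, that of Nkg7 without Rheb1 fl/fl replicate 38 or Cx3cr1-Rheb1 Δ/Δ replicate 26, and the call of the T-cell list ended with at least 10 counts in every library (median -0.48, adjusted p = 0.774 from camera). These are changes of single genes in whole tissue, and cell fractions were not estimated here.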

When comparing the cellular fractions between the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ and *Rheb1* ^fl/fl^ GL261 tumours, a significant increase in CD8 cytotoxic T lymphocytes (CTL) and CD4 helper T (Th) cells was detected, with no changes in regulatory T (Treg) cells (Fig EV3D). 

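Markers of monocytes and of macrophages derived from bone marrow were lower in Cx3cr1-Rheb1 Δ/Δ tumours. Of 20 tested genes, 17 had negative fold changes, and the list fell (median log2 fold change -1.40, adjusted p = 1.19e-07 from camera, adjusted p = 0.168 with an estimated correlation). When adjusted over the list alone, 4 of the 20 were lower and none was higher. Ccr2, the chemokine receptor of circulating monocytes, was at 11.2 ± 8.03 CPM (SD, n = 3) in Rheb1 fl/fl and 0.797 ± 0.732 CPM (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours. Ly6c2, a surface antigen of inflammatory monocytes, had a log2 fold change of -3.07, Vim, an intermediate filament that tumour cells also express, of -0.23, and the integrin gene Itga4 of 0.42. Granulocyte markers were negative in all 4 tested genes (median -2.32, adjusted p = 0.0311 from camera, adjusted p = 0.168 with an estimated correlation).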

The monocyte cell fraction was also significantly increased. However, the analysis did not allow us to differentiate between monocytes, TAM‐BMDM and TAM‐MG. To validate the CIBERSORT findings and further characterise the TAM population, the immune composition of *Cx3cr1*‐*Rheb1* ^Δ/Δ^ *Rheb1* ^fl/fl^ GL261 tumours was analysed by flow cytometry. This revealed a shift in the TAM population in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours, with a significant decrease in TAM‐MG (CD45^+^ P2RY12^+^ CD49d^−^), while significantly higher numbers of TAM‐BMDM (CD45^+^ P2RY12^−^ CD49d^+^) were observed (Fig 4B). The lymphocyte fraction showed an increase in CD8 CTL (CD45^+^ CD3^+^ CD8^+^) and CD4 Th cells (CD45^+^ CD3^+^ CD4^+^) in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours (Fig 4C). Quantification of immunolabelled cells *in situ* confirmed increased CD8^+^ CTLs and CD4^+^ Th cells, with FoxP3^+^ Treg cell numbers remaining unchanged in the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours (Fig 4D).

Taken together, these data raise the possibility that downregulation of mTOR signalling in TAM‐MG impairs proliferation or recruitment of these cells while increasing that of peripheral immune infiltrates, including both monocyte‐derived macrophages and effector T cells.

### Genetic inhibition of mTORC1 signalling in TAM increases proliferation and effector function of CD4 and CD8 T cells in GL261 tumours

Having identified changes in the tumour immune landscape, we next characterised the activity profile of the infiltrating lymphocytes. To this end, we comparatively analysed immune cell fractions, as determined by CIBERSORT, with the enrichment score of specific immune pathways identified in bulk tumour tissue (Fig 5A, Table EV1). 

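The signatures of Table EV1 were scored in each bulk tumour by ssGSEA, which ranks the genes of a library by TPM and gives the position of a signature's genes as a score. The interferon-γ signature scored 0.530 ± 0.0207 (SD, n = 3) in Rheb1 fl/fl and 0.309 ± 0.0240 (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours, and the T-cell chemotaxis signature 0.164 ± 0.0353 and -0.152 ± 0.0792 (SD, n = 3 each). The NF-κB signature scored 0.102 ± 0.0716 and -0.0573 ± 0.0337 (SD, n = 3 each), and the STAT3 signature 0.276 ± 0.138 and 0.225 ± 0.0746. The signature of bone-marrow-derived macrophages scored -0.142 ± 0.0541 and -0.230 ± 0.0257 (SD, n = 3 each), and that of microglia 0.0401 ± 0.0170 and 0.0333 ± 0.0281. The genotypes were fully apart for interferon-γ, chemotaxis, NF-κB and bone-marrow-derived macrophages, with an exact permutation p of 0.1 for each (two-sided, the smallest that 3 tumours against 3 allow). The exact permutation p was 0.6 for STAT3 and 0.8 for microglia, in a family of 10 signatures, and none can pass a threshold of 0.05 in this design. In the counts, camera over the 10 signatures called interferon-γ lower (102 of 139 genes negative, median log2 fold change -0.61, adjusted p = 4.65e-13, adjusted p = 0.0227 with an estimated correlation) and T-cell chemotaxis lower (28 of 36, median -1.27, adjusted p = 2.92e-09, adjusted p = 0.0302 with an estimated correlation). It also called the signature of bone-marrow-derived macrophages lower (162 of 262 negative, median -0.29, adjusted p = 0.000311, adjusted p = 0.0558 with an estimated correlation), and that of NF-κB (45 of 82, median -0.18, adjusted p = 0.0215, adjusted p = 0.152 with an estimated correlation). The microglial signature had a median of 0.00 over 273 genes (adjusted p = 0.915), and that of STAT3 one of -0.22 over 8 (adjusted p = 0.526). The human symbols of the table were matched to mouse genes of the same symbol, with a short map for others, which covered 159 of 196 symbols for interferon-γ, 47 of 62 for chemotaxis, 92 of 101 for NF-κB, 9 of 11 for STAT3, 341 of 376 for bone-marrow-derived macrophages and 308 of 339 for microglia, and the scores rest on 119 genes for interferon-γ, 31 for chemotaxis, 75 for NF-κB, 8 for STAT3, 230 for bone-marrow-derived macrophages and 253 for microglia. The sign of the microglial median and score changed when single tumours were left out, and the call for bone-marrow-derived macrophages ended with at least 10 counts in every library (median -0.18, adjusted p = 0.076 from camera) and with limma on log2(TPM + 1) without a filter (adjusted p = 0.0505). The call for NF-κB ended with the likelihood ratio test (adjusted p = 0.078 from camera), with DESeq2 (0.0684), with at least 10 counts in every library (0.0682) and without Rheb1 fl/fl replicate 110 (0.0811) or Cx3cr1-Rheb1 Δ/Δ replicate 36 (0.16).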

A differential correlation score was calculated between the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ and *Rheb1* ^fl/fl^ GL261 tumours (Fig 5A). As expected, mTOR signalling negatively correlated with TAM with the *Cx3cr1*‐*Rheb1* ^Δ/Δ^ background (Appendix Fig S2). Moreover, the negative regulation of lymphocytes pathway, which also negatively correlated with neutrophils and TAM, clustered with mTOR signalling and not with other pathways. This suggests a shift in the regulation of T‐cell activity by TAM with an increased stimulatory capacity driven by mTOR inhibition. 

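The mTOR signature, 48 genes of the kinase's complexes and the pathways that feed into it, scored 0.175 ± 0.0404 (SD, n = 3) in Rheb1 fl/fl and 0.206 ± 0.0221 (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours (exact permutation test, two-sided, p = 0.5). Of its 49 genes tested on counts, 22 were positive and 27 negative (median log2 fold change -0.06, adjusted p = 0.526 from camera). The kinase genes Akt1 and Akt2, which act upstream of mTOR, had log2 fold changes of 0.37 and -0.30, and Braf, a kinase of the MAPK pathway, of 0.72. A separate list of mTOR components was positive in 15 and negative in 14 of 29 genes (median 0.06, adjusted p = 0.674 from camera). Akt1 had a negative value with limma on log2(TPM + 1), -0.01. Correlations of the scores with cell fractions were not analysed here.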

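The signature of negative regulation of lymphocytes scored 0.0890 ± 0.0307 (SD, n = 3) in Rheb1 fl/fl and 0.0994 ± 0.0450 (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours (exact permutation test, two-sided, p = 0.8). Of its 1220 symbols in the paper's table, 808 matched a mouse gene and the others are not covered. Of its 752 genes tested on counts, 397 were positive and 355 negative (median log2 fold change 0.05, adjusted p = 0.717 from camera). The first of them in the table, Itga2, an integrin that binds collagen, Chst2, a sulfotransferase, and Celsr3, a cadherin of neurons, had log2 fold changes of 0.68, 0.64 and 0.91. The sign of the score's difference changed without Rheb1 fl/fl replicate 38 or Cx3cr1-Rheb1 Δ/Δ replicate 26, to -0.00554 and -0.0113.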

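The antigen presentation signature scored 0.694 ± 0.0489 (SD, n = 3) in Rheb1 fl/fl tumours and 0.342 ± 0.140 (SD, n = 3) in Cx3cr1-Rheb1 Δ/Δ tumours, with the genotypes fully apart (exact permutation test, two-sided, p = 0.1, the smallest possible). Of its 157 symbols in the paper's table, 86 matched a mouse gene, and the others are not covered. Of its 79 genes tested on counts, 77 had negative fold changes, and the signature fell (median log2 fold change -0.96, adjusted p = 2.53e-27 from camera, adjusted p = 0.0604 with an estimated correlation). Adjusted over the signature alone, 27 of the 79 were lower. Psmb9 and Psmb8, subunits of the immunoproteasome, had log2 fold changes of -0.99 and -0.84, and the antiviral genes Ddx60 and Trim5 of -1.06 and -0.96. The signature of Th1 and Th2 differentiation scored 0.0284 ± 0.0614 and -0.0455 ± 0.0374 (SD, n = 3 each; exact permutation p = 0.2), and its genes fell (44 of 68 negative, median -0.31, adjusted p = 0.00262 from camera, adjusted p = 0.0604 with an estimated correlation), a call that ended with limma on log2(TPM + 1), with and without a filter (adjusted p = 0.0792 and 0.0781).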

Additional support for this interpretation is provided by the observation that the negative regulation of lymphocytes pathway negatively correlated with the CD8 CTL, Tregs and CD4 lymphocyte fractions (Fig 5B, Pearson correlation scores can be found in Table EV2), while the antigen presentation pathway correlated positively. These findings suggest a change in the regulation of T‐cell activity in the TME upon downregulation of mTOR in TAM from an immunosuppressive to increased effector function.

**Figure 5:**
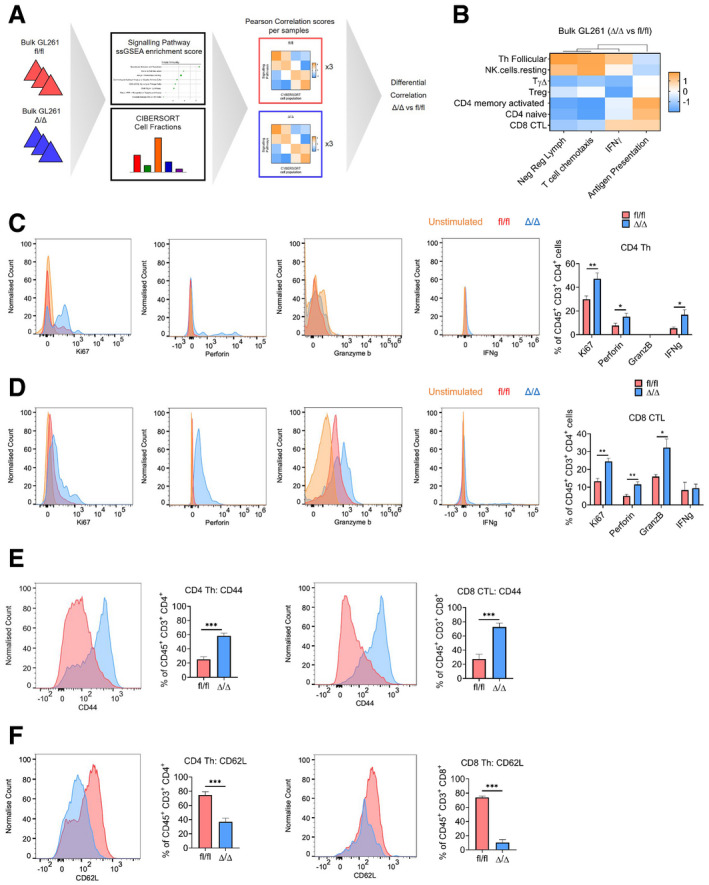
Genetic inhibition of mTORC1 signalling in TAM affects the immune reactivity of T cells ASchematic of the analysis of bulk GL261 RNA‐Seq data from *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) and *Rheb1* ^fl/fl^ (*n *= 3) mice. ssGSEA enrichment scores for signalling pathway signatures and CIBERSORT cell fractions were calculated for each sample. Pearson correlation score was then calculated comparing signalling pathway enrichment scores and CIBERSORT cell fractions. Finally, a differential correlation analysis was run between the *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) and *Rheb1* ^fl/fl^ (*n *= 3) samples.BHeatmap of the differential correlation analysis between CIBERSORT cell fractions and signatures enrichment scores (ssGSEA) for lymphocytes in the *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) vs. *Rheb1* ^fl/fl^ (*n *= 3) GL261 tumours.C, DCD4 Th cells (C) and CD8 CTL cells (D) expression of Ki67, perforin, granzyme b and IFNγ, in *Cx3cr1‐Rheb1* ^fl/fl^ (*n *= 5) and *Rheb1* ^Δ/Δ^ (*n *= 5) GL261 tumours. Representative FACS plots show control samples (tumour‐derived cells stimulated in culture in the absence of protein inhibitor cocktail—in orange) compared to stimulated cells derived from *Rheb1* ^fl/fl^ (fl/fl, red) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (Δ/Δ, blue) GL261 tumours (cells stimulated in culture with protein inhibitor cocktail) (mean ± SEM; two‐way ANOVA Tukey test).E, FExpression of CD44 (E) and CD62L (F) by CD4 Th and CD8 CTL in *Cx3cr1‐Rheb1* ^fl/fl^ (*n *= 5; fl/fl, red) and *Rheb1* ^Δ/Δ^ (*n *= 5; Δ/Δ, blue) GL261 tumours with representative FACS plots show control samples (mean ± SEM; two‐way ANOVA Tukey test).Data information: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

To validate the CD4/CD8 T‐cell enhanced effector function, as suggested by the *in silico* analysis, we analysed the expression of IFNγ, perforin and granzyme b in the tumour‐infiltrating lymphocyte populations by flow cytometry. An increased expression of perforin and IFNγ was detected in CD4 Th cells (Fig 5C), and an increase of perforin and granzyme b was detected in CD8 CTL (Fig 5D). Furthermore, to assess whether changes in T‐cell levels in TME of *Cx3cr1*‐*Rheb1* ^Δ/Δ^ tumours were due to infiltration and/or proliferation, we examined the expression of Ki67 and of adhesion molecules CD44 and CD62L. CD8 CTL and CD4 Th cells displayed increased proliferation with significantly higher Ki67 levels (Fig 5C and D). Moreover, both T‐cell populations displayed an increase in CD44 expression (Fig 5E) that correlated with a decreased CD62L expression (Fig 5F) in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ compared to *Rheb1* ^fl/fl^ tumours. This indicates an increase in infiltration as well as antigenic stimulation of T cells, with an increase in memory/effector versus naïve T cells, which results from mTOR inhibition in Cx3cr1^+^ TAM.

These data are in keeping with TAM inhibiting infiltration, proliferation and function of effector T cells via the mTOR pathway, in a GBM mouse model.

### mTORC1 inhibition in TAM‐MG induces a pro‐inflammatory tumour microenvironment in GL261 allografts

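Microglia were sorted from GL261 tumours of 2 Rheb1 fl/fl mice (replicates 74 and 78) and 3 Rheb1 Δ/Δ mice (replicates 54, 63 and 65). The paper calls these cells TAM-MG, for tumour-associated microglia, and its methods give the gate as single live cells with CD11b and low CD45, sorted directly into a reagent that preserves RNA. The labels of the libraries again give 3 weeks after tumour initiation. Library preparation, sequencing and the authors' counts and TPM values were made as for the bulk tumours. Total counts were 20765767 and 29947977 in Rheb1 fl/fl and ran from 22132236 to 25945816 (median 25066607) in Rheb1 Δ/Δ libraries. Genes with at least 1 count numbered 15012 and 15453 in Rheb1 fl/fl and 16383 to 16961 in Rheb1 Δ/Δ libraries. The deposited TPM values cover 34839 genes. Tests were those used for the bulk tumours, over 14872 genes, and fold changes compare Rheb1 Δ/Δ with Rheb1 fl/fl. In counts simulated from these libraries, the quasi-likelihood test called 10% of genes changed 4-fold and 60% of genes changed 16-fold, of 50 each, so that changes below this size are mostly missed. Again the shares do not give the power for genes at low counts. With 2 libraries against 3, no exact permutation test can give a p under 0.1.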

To understand the molecular mechanism underpinning the change in T‐cell infiltration, proliferation and effector activity observed in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ GL261 allografted tumours, we analysed the transcriptomic profile of *Rheb1* ^Δ/Δ^ TAM‐MG (*n *= 3) as compared to *Rheb1* ^fl/fl^ TAM‐MG (*n *= 2). TAM‐MG were isolated from the tumour bulk as the CD45^LOW^ CD11b^+^ population by FACS (Fig EV2A). 

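Markers shared by microglia and macrophages were abundant in the sorted cells of both genotypes. Csf1r was at 2339 ± 254 CPM (SD, n = 2) in Rheb1 fl/fl and 3967 ± 1015 CPM (SD, n = 3) in Rheb1 Δ/Δ TAM-MG, and Cd68, the lysosomal marker, at 1787 ± 539 and 1894 ± 360 CPM. Aif1 and Itgam had log2 fold changes of -0.01 and 0.40. This list had 12 positive and 12 negative genes (median log2 fold change 0.00, adjusted p = 0.59 from camera). All 18 tested markers of resting microglia were positive, and the list rose in Rheb1 Δ/Δ TAM-MG (median 0.52, adjusted p = 0.000236 from camera, adjusted p = 0.643 with an estimated correlation). In the same libraries, genes of dissociation stress rose (median 0.49, adjusted p = 0.000571 from camera, adjusted p = 0.669 with an estimated correlation). P2ry12, a purinergic receptor of microglia, was at 1454 ± 178 CPM (SD, n = 2) in Rheb1 fl/fl and 3149 ± 1509 CPM (SD, n = 3) in Rheb1 Δ/Δ, Tmem119, a further surface marker, at 1543 ± 270 and 2729 ± 782 CPM, and Sall1, the transcription factor of microglial identity, at 75.5 ± 13.3 and 227 ± 28.4 CPM. Cx3cr1, whose dose differs by design, had a log2 fold change of 0.39. Markers of monocytes and bone-marrow-derived macrophages were negative in 15 of 20 genes (median -0.51, adjusted p = 0.096 from camera), with Itga4 at -0.54, Ccr2 at -0.03, Ly6c2 at 0.02 and Vim at -0.47. Cd68, Aif1, Itgam, Cx3cr1, Ccr2 and Ly6c2 changed sign when single libraries were left out. By ssGSEA, the TAM-MG signature scored 0.569 ± 0.0584 (SD, n = 2) in Rheb1 fl/fl and 0.663 ± 0.0477 (SD, n = 3) in Rheb1 Δ/Δ cells, and the signature of bone-marrow-derived macrophages 0.153 ± 0.0490 and 0.184 ± 0.0300, each library higher for microglia. The exact permutation p between genotypes was 0.2 and 0.5. On counts, the TAM-MG signature rose (202 of 292 genes positive, median 0.52, adjusted p = 0.00195 from camera, adjusted p = 0.375 with an estimated correlation), and the median of the other signature was 0.15 over 252 genes (adjusted p = 0.506). The call of the TAM-MG signature ended without Rheb1 fl/fl replicate 74 (adjusted p = 0.138 from camera), and that of the list of resting microglia without Rheb1 fl/fl replicate 78 (adjusted p = 0.0569 from camera).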

As expected, a high enrichment score for the TAM‐MG signature (Bowman *et al*, 2016) was detected in these cells, confirming the purity of the sorted TAM‐MG population (Fig EV4A). Principal component analysis revealed distinct clustering of *Rheb1* ^Δ/Δ^ from *Rheb1* ^fl/fl^ TAM‐MG (Fig EV3A) with 988 genes differentially expressed between the two genotypes: 823 genes were upregulated in *Rheb1* ^Δ/Δ^ TAM‐MG, and only 165 were downregulated (Fig EV4B). 

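Rheb was at 125 ± 55.0 CPM (SD, n = 2) in Rheb1 fl/fl and at 69.6 ± 1.72 CPM (SD, n = 3) in Rheb1 Δ/Δ TAM-MG. This is a log2 fold change of -0.85 (standard error 0.34, adjusted p = 0.552 from edgeR's quasi-likelihood test), with every Rheb1 Δ/Δ library below both Rheb1 fl/fl libraries. It was -1.22 without Rheb1 fl/fl replicate 74 and -0.30 without replicate 78. At an unadjusted p of at most 0.02 and a change of at least 1.5-fold, 431 genes were higher and 149 lower in Rheb1 Δ/Δ TAM-MG. Of the 431 higher genes, 238 had no counts in either Rheb1 fl/fl library, while 39 of the 149 lower genes had none in Rheb1 Δ/Δ libraries. Among all genes tested, 784 had no counts in Rheb1 fl/fl and 39 none in Rheb1 Δ/Δ libraries. Genes with the smallest p, named here after their values were seen, were Mlkl, the effector of necroptosis, with a log2 fold change of -3.19, and Rgl2, an exchange factor of the Ral GTPases (4.75). Rtel1, a helicase that protects telomeres, and Tspan18, a tetraspanin, had no counts in Rheb1 fl/fl libraries and were at least 350-fold and 332-fold higher, with a floor of 3 counts over the group. When single libraries were left out, the bounds ran from 131.8-fold to 401.4-fold and from 124.9-fold to 366.5-fold, lowest without Rheb1 fl/fl replicate 74. The first principal component of log2(TPM + 1) over 12223 genes held 35.5% of the variance and the second 29.1%. Scores on the first were -97.1 and -12.6 for Rheb1 fl/fl and 14.3, 44.9 and 50.5 for Rheb1 Δ/Δ TAM-MG. Of the variance, 32.3% lay between genotypes (exact permutation test, p = 0.1, the smallest possible). In all 11 libraries together, bulk tumours and TAM-MG differed most: 59.2% of the variance lay between them (exact permutation test over 462 splits, p = 0.00216, the smallest they can give). No gene was called by the quasi-likelihood test (0 higher and 0 lower, smallest adjusted p = 0.502), with 813 higher and 342 lower at an unadjusted p under 0.05. The likelihood ratio test called 175 higher and 70 lower, DESeq2 387 and 90, and limma on log2(TPM + 1) 0 and 0. At an unadjusted p of at most 0.02, the likelihood ratio test gave 874 higher and 216 lower, DESeq2 925 and 262, a minimum of 10 counts in every library 234 higher, the test without Rheb1 fl/fl replicate 78 810 higher, the test without Rheb1 Δ/Δ replicate 54 291 lower, and a correction for transcript length and GC content 418 higher and 168 lower. With each library's mean removed too, that correction gave 283 higher and 585 lower. An equal mean of log CPM alone gave 282 higher and 579 lower, or 393 and 183 over genes with at least 10 counts in every library. RLE factors gave 427 and 152, and library size only 415 and 148. The excess of higher genes thus reversed only where each library's mean was set without a minimum count. Genes without counts, such as the 784 in Rheb1 fl/fl libraries, enter that mean.

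**Figure D2:**
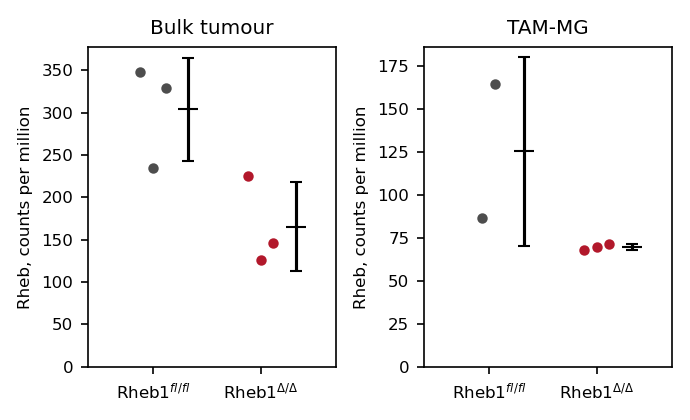
Rheb in CPM (vertical axes, from 0) in each library of bulk tumours (left) and TAM-MG (right). Points are libraries, and lines with bars give the mean and SD. The means are 304 and 165 CPM in bulk tumours and 125 and 69.6 CPM in TAM-MG.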

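Pattern receptors of the Toll-like and related families were mixed in TAM-MG, with 11 positive and 10 negative of 21 tested genes (median log2 fold change 0.12, adjusted p = 0.691 from camera). Tlr1 and Tlr2, which recognise bacterial lipoproteins, had log2 fold changes of -0.20 and -0.68, and Tlr3, a sensor of double-stranded RNA, of 0.33. Tlr1 was higher by 0.18 with limma on log2(TPM + 1). Cytokine receptor genes rose as a list, with 13 of 19 positive (median 0.76, adjusted p = 0.0277 from camera, adjusted p = 0.643 with an estimated correlation). Il4ra and Il6ra, the receptors of IL-4 and IL-6, had log2 fold changes of 1.34 and 1.00, Il2rg, the chain shared by several interleukin receptors, of -1.60, and Il2ra was close to absent from Rheb1 fl/fl cells, at 0.0156 ± 0.0220 CPM (SD, n = 2) against 2.04 ± 1.78 CPM (SD, n = 3). Chemokines with their receptors had 12 positive and 13 negative genes (median -0.03, adjusted p = 0.096), with Ccl2, Ccl3 and Ccl4 at 0.71, 0.49 and 0.54, and cytokines 8 and 7 (median 0.09, adjusted p = 0.637). The molecules of Dataset EV2 were chosen on these libraries and are not independent evidence. Fold changes were positive for all 11 tested of IL-6 signalling, 11 of 12 of IL-12 signalling and 13 of 15 of IL-8 signalling. They were positive for 17 of 18 of nitric oxide and reactive oxygen species, 6 of 7 of Toll-like receptor signalling and 9 of 12 of pattern receptors. The same held for 10 of 14 of granulocyte adhesion and diapedesis, 11 of 13 of dendritic cell maturation and 2 of 3 of granzyme A signalling. In this order, the likelihood ratio test called 3, 2, 4, 4, 3, 3, 4, 2 and 0 higher. It called 0, 0, 2, 1, 0, 2, 3, 0 and 0 lower, and the quasi-likelihood test called none. Genes of MHC class I were positive in 6 and negative in 10 of 16 (median -0.16, adjusted p = 0.442), with H2-K1 at -0.10, H2-D1 at 0.31, B2m at -0.27 and Tap1 at 0.28. Those of MHC class II were positive in 11 of 12 (median 0.49, adjusted p = 0.238), with H2-Aa at 1.44, H2-Ab1 at 0.93, H2-Eb1 at -1.11 and Cd74 at 0.63. Without Rheb1 fl/fl replicate 78 the signs of Tlr1, H2-K1, B2m and H2-Eb1 changed, and without Rheb1 Δ/Δ replicate 65 that of Cd74. Dissociation stress genes rose in the same libraries (18 of 21 positive, median 0.49, adjusted p = 0.000571 from camera, adjusted p = 0.669 with an estimated correlation), with a median of -0.27 without Rheb1 fl/fl replicate 78. The call of the cytokine receptor list ended with limma on log2(TPM + 1), on log2(TPM + 0.1) and without a filter (adjusted p = 0.151, 0.2 and 0.133 from camera), and without replicate 74, 78, 54 or 65.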

IPA analysis identified enriched pathways associated with inflammatory signalling, including cytokine signalling pathways, such as IL‐12, IL‐6 and IL‐8 signalling; pathways linked to production of nitric oxide (NO) and reactive oxygen species (ROS); receptor signalling pathways, such as pattern recognition receptors (PRR) and Toll‐like receptors (TLR); and pathways linked to signalling in granulocytes and antigen‐presenting cells (APCs), including granulocyte adhesion and diapedesis, dendritic cell maturation and granzyme A signalling (Fig 6A, Dataset EV2). 

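Dataset EV2 lists molecules for pathways of T-cell signalling and differentiation in TAM-MG. Fold changes were positive for 13 of 15 tested ones of the Th1 and Th2 activation pathway and 7 of 9 of T helper cell differentiation. They were positive for 11 of 12 of the T-cell exhaustion pathway and 12 of 13 of the role of NFAT in the immune response. In this order, the likelihood ratio test called 4, 1, 1 and 1 higher and 0 lower in each, and the quasi-likelihood test called none. These molecules were chosen on the same libraries, so the counts are not independent evidence of direction. Genes of cytotoxic effector cells were near the limit of detection, with 5 positive and 5 negative of 10 tested (median log2 fold change 2.87, or 1.72 with genes without counts at their bound, adjusted p = 0.639 from camera, whose direction was down). The sign of the median is not stable: it was -1.75 over genes with at least 10 counts in every library (adjusted p = 0.00104 from camera), -0.60 with limma on log2(TPM + 1), and -0.70, -1.21 and -0.84 without Rheb1 Δ/Δ replicates 54, 63 and 65. The granzyme genes Gzma, Gzmb and Gzmm had no counts in Rheb1 fl/fl cells and were at 2.62 ± 2.404, 2.73 ± 2.53 and 1.10 ± 1.12 CPM (SD, n = 3) in Rheb1 Δ/Δ cells, and Nkg7 had a log2 fold change of -1.76, which became 7.05 without Rheb1 fl/fl replicate 78. Genes of regulatory T cells and checkpoints had 9 positive and 6 negative of 15 (median 0.29, adjusted p = 0.59).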

Amongst the top scoring pathways, several were associated with the regulation of T‐cell signalling and differentiation, in agreement with our observations from the bulk tissue transcriptome. When examining the differentially deregulated genes identified in these pathways, the majority of genes across all pathways were found to be upregulated (Fig 6A), raising the possibility that these pathways could be under co‐ordinated regulation.

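Over all pathways that Dataset EV2 lists for TAM-MG, 132 of 138 molecules matched a tested gene. Of these, 101 were higher and 31 lower in Rheb1 Δ/Δ cells. At an unadjusted p of at most 0.02 and a change of at least 1.5-fold, 47 were higher and 25 lower. The quasi-likelihood test called 0 of them, and the likelihood ratio test 17 higher and 13 lower. The molecules were picked from these libraries, so the tally is not independent evidence of direction. Some of these genes appear in many of the pathways. Among them, Irs2, the adaptor that links the insulin receptor to PI3K, was at 1.57 ± 0.168 CPM (SD, n = 2) in Rheb1 fl/fl and 16.9 ± 6.37 CPM (SD, n = 3) in Rheb1 Δ/Δ cells, a log2 fold change of 3.43 (standard error 0.94, adjusted p = 0.502 from edgeR's quasi-likelihood test). Egf, the epidermal growth factor, had no counts in Rheb1 fl/fl cells and was at 8.29 ± 8.02 CPM (SD, n = 3) in Rheb1 Δ/Δ cells, at least 142-fold higher with a floor of 3 counts over the group (adjusted p = 0.0488 from the likelihood ratio test). This rests on Rheb1 Δ/Δ replicates 54 and 65, with 190 and 397 counts against 5 in replicate 63, and without either of them Egf no longer passed the low-count filter. The bound for Egf was 53.5-fold without Rheb1 fl/fl replicate 74, 88.7-fold without replicate 78 and 211.6-fold without Rheb1 Δ/Δ replicate 63. H2-DMb1, which loads peptides onto class II molecules, had a log2 fold change of 0.35 (standard error 0.36, adjusted p = 0.9 from edgeR's quasi-likelihood test), with 0.014 without Rheb1 fl/fl replicate 74 and 0.84 without replicate 78. Irs2 (ENSMUSG00000038894) lies on chromosome 8 of GRCm38 from 10984681 to 11008458, and Egf (ENSMUSG00000028017) on chromosome 3 from 129677565 to 129755316.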

**Figure EV4:**
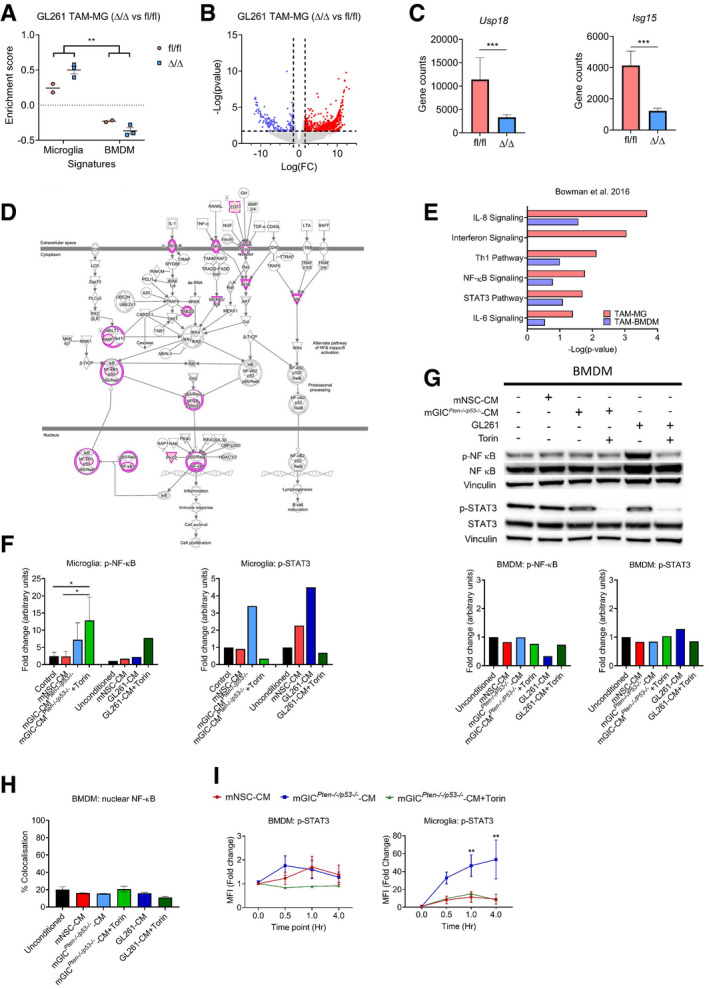
Tumour‐conditioned microglia but not BMDM display mTOR‐dependent increased STAT3 and decreased NF‐ĸB signalling ssGSEA enrichment scores from TAM‐MG and TAM‐BMDM signature in *Rheb1* ^fl/fl^ (*n *= 2) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) RNA‐Seq from TAM‐MG of GL261 tumours (mean ± SEM; two‐way ANOVA Tukey tests).Volcano plot of differential expression analysis of genes between *Rheb1* ^fl/fl^ (*n *= 2) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) TAM‐MG. Red and blue points mark genes with significantly increased or decreased expression, respectively (*P* ≤ 0.02). The *x*‐axis shows expression log fold changes (FC), and the *y*‐axis shows the –log of the false discovery rate (*P*‐value).Expression levels of Isg15 and Usp18 in *Cx3cr1‐Rheb1* ^Δ/Δ^ (*n *= 3) versus *Rheb1* ^fl/fl^ TAM‐MG (*n *= 2) as calculated from the DEG analysis (mean ± SEM, likelihood ratio test in edgeR).Schematic representation of the NF‐ĸB pathway with genes deregulated in *Cx3cr1‐Rheb1* ^Δ/Δ^ versus *Rheb1* ^fl/fl^ TAM‐MG. Pink circles indicate deregulated expression of the protein, which when coloured in pink upregulated.Deregulated canonical pathways in GL261 TAM‐MG and TAM‐BMDM, as identified by the IPA software between *Cx3cr1‐Rheb1* ^Δ/Δ^ and *Rheb1* ^fl/fl^ TAM‐MG.Quantification of immunoblotting analysis from conditioned microglia whole cell lysates at 4 h incubation for p‐NF‐κB (p‐P65) (*n *= 3) and p‐STAT3 (*n *= 1), normalised to non‐phosphorylated protein and vinculin (mean ± SEM; one‐way ANOVA Tukey tests).Signalling was analysed in conditioned BMDM by immunoblotting of whole cell lysates collected at 4 h for p‐NF‐κB (p‐P65) and p‐STAT3, which was normalised to non‐phosphorylated protein and vinculin.Quantification of nuclear translocation of NF‐κB (P65) from immunofluorescence staining. Unit represent the % of voxels in the NF‐κB channel colocalised with DAPI (*n *= 3; mean ± SEM; one‐way ANOVA Tukey tests).Flow cytometry analysis of p‐STAT3 in conditioned microglia and BMDM (*n *= 3; mean ± SEM; two‐way ANOVA Tukey tests).Data information: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

**Figure 6:**
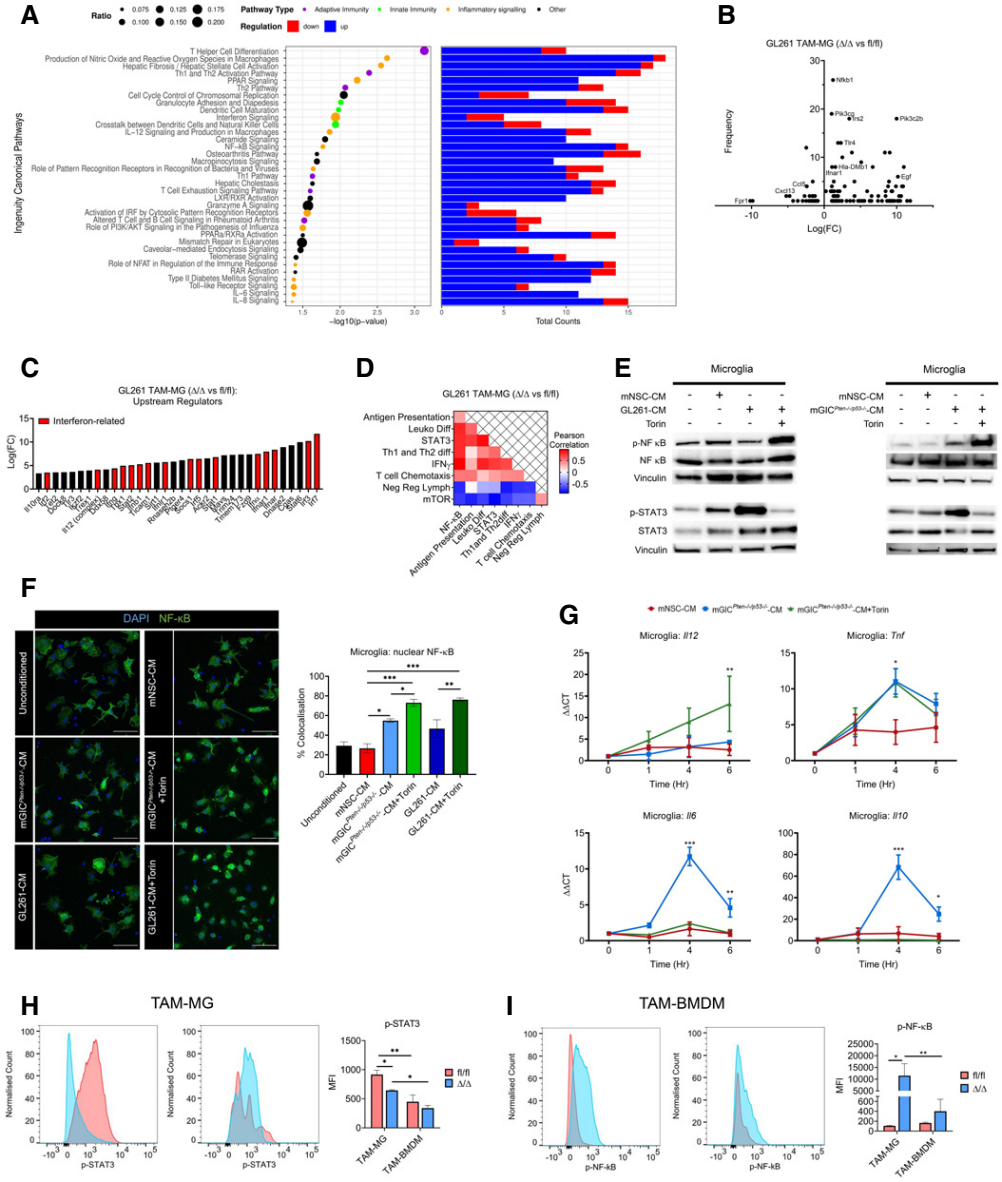
mTOR inhibition in TAM‐MG induces a pro‐inflammatory tumour microenvironment via the regulation of STAT3 and NF‐κB transcription factors ASignificantly deregulated canonical pathways in GL261 *Rheb1* ^fl/fl^ versus *Rheb1* ^Δ/Δ^ TAM‐MG, as identified by the IPA software from differentially regulated genes. Size of bubbles is indicative of ratio of differentially regulated genes. The *x*‐axis represents −log_10_ (*P*‐value) with a threshold of *P *≤ 0.05 applied. On the right, number of up and down regulated genes in each identified pathway is indicated in blue and red respectively.BFrequency of occurrence of differentially regulated genes across significantly deregulated canonical pathways compared to the log fold change (Log(FC)).CUpstream regulators as identified by the IPA software from differentially regulated genes.DHeatmap of Pearson correlation analysis between ssGSEA signatures enrichment scores in the *Rheb1* ^fl/fl^ versus *Cx3cr1‐Rheb1* ^Δ/Δ^ GL261 tumours.EMicroglia were pretreated with Torin or medium as indicated and then stimulated with mNSC‐CM, mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM. p‐NF‐κB (p‐P65) and p‐STAT3 were analysed by immunoblotting of whole cell lysates collected at 4 h.FImmunofluorescence images of NF‐κB (P65) in conditioned microglia. Quantification of nuclear translocation of NF‐κB from staining. Units represent the % of voxels in the NF‐κB channel colocalised with DAPI (*n *= 3; mean ± SEM; one‐way ANOVA Tukey test—right). Scale bar is 50 μm.GProduction of Il‐12 (Il‐12p40), Tnf, Il6 and Il10 by conditioned microglia was determined by qPCR. Each treatment was normalised to housekeeping gene and the unconditioned control (*n *= 3; mean ± SEM; two‐way ANOVA Tukey test).H, IMFI levels of pSTAT3 in TAM‐MG (CD45^+^ P2RY12^+^ CD49d^−^) (H) and p‐NF‐κB (p‐P65) in TAM‐BMDM (CD45^+^ P2RY12^−^ CD49d^+^) (I) from *Rheb1* ^fl/fl^ (fl/fl, blue, *n *= 4) and *Cx3cr1‐Rheb1* ^Δ/Δ^ (Δ/Δ, red, *n *= 5) GL261 tumours. Representative FACS plots are displayed for each cell type (mean ± SEM, two‐way ANOVA Tukey test).Data information: *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

To characterise the mechanistic basis for the increased number of T effector cells, we looked more closely at the differentially regulated genes in *Rheb1* ^Δ/Δ^ TAM‐MG. Amongst downregulated genes, the chemokines Ccl5 and Cxcl13 were most frequently associated with the enriched canonical pathways. 

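Ccl5, a chemokine that attracts T cells and monocytes, was at 179 ± 129 CPM (SD, n = 2) in Rheb1 fl/fl and 33.6 ± 12.3 CPM (SD, n = 3) in Rheb1 Δ/Δ TAM-MG. Cxcl13, a chemokine that attracts B cells, was at 2344 ± 1554 and 85.1 ± 48.3 CPM. The log2 fold changes were -2.41 (standard error 0.56) and -4.78 (standard error 0.73), each with an adjusted p of 0.502 from edgeR's quasi-likelihood test, while the likelihood ratio test gave adjusted p of 0.0135 and 9.14e-07. Without Rheb1 fl/fl replicate 74 or 78 the log2 fold change of Ccl5 was -2.99 and -1.37, and that of Cxcl13 -5.33 and -3.86. Fpr1, a receptor of formylated peptides on phagocytes, was at 5.95 ± 0.569 CPM in Rheb1 fl/fl cells and had no counts in Rheb1 Δ/Δ cells, at least 145-fold lower with a floor of 3 counts over the group. Its bound ran from 93.06-fold (without Rheb1 Δ/Δ replicate 63) to 154.5-fold (without Rheb1 fl/fl replicate 74) when single libraries were left out. Ccl5 (ENSMUSG00000035042) lies on chromosome 11 of GRCm38 from 83525778 to 83530518, Cxcl13 (ENSMUSG00000023078) on chromosome 5 from 95956951 to 95961068, and Fpr1 (ENSMUSG00000045551) on chromosome 17 from 17876471 to 17883940. The SD of Rheb1 fl/fl values rests on 2 libraries.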

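Nfkb1, which encodes the p105 precursor of the p50 subunit of NF-κB, was at 64.0 ± 0.0675 CPM (SD, n = 2) in Rheb1 fl/fl and 147 ± 51.4 CPM (SD, n = 3) in Rheb1 Δ/Δ TAM-MG. Pik3cg, the catalytic subunit of PI3K-γ in leucocytes, was at 94.9 ± 20.0 and 191 ± 12.7 CPM, and Pik3c2b, a PI3K of class II, had no counts in Rheb1 fl/fl cells and was at 5.04 ± 4.90 CPM in Rheb1 Δ/Δ cells, at least 86.4-fold higher with a floor of 3 counts over the group. Its counts in Rheb1 Δ/Δ replicates 54, 63 and 65 were 235, 25 and 90, and the bound was 39.7-fold without replicate 54. When single libraries were left out, the bound ran from 32.5-fold (without Rheb1 fl/fl replicate 74) to 121.3-fold (without Rheb1 Δ/Δ replicate 63). Ifnar1, a chain of the type I interferon receptor, was at 36.3 ± 3.23 and 75.8 ± 13.4 CPM, and Tlr4, the receptor of lipopolysaccharide, at 15.5 ± 12.6 and 75.2 ± 40.6 CPM (SD, n = 2 and n = 3). The log2 fold changes were 1.20 for Nfkb1 (standard error 0.39, adjusted p = 0.519), 1.01 for Pik3cg (0.27, 0.502), 1.06 for Ifnar1 (0.33, 0.506) and 2.28 for Tlr4 (0.81, 0.552), from edgeR's quasi-likelihood test. That of Tlr4 was 1.64 without Rheb1 fl/fl replicate 74 and 3.53 without replicate 78. By the likelihood ratio test, the adjusted p was 0.0445 for Pik3c2b and 0.200 for Nfkb1. Genes of PI3K and Akt signalling rose as a list in Rheb1 Δ/Δ TAM-MG, with 16 of 19 positive (median log2 fold change 0.82, adjusted p = 0.00374 from camera, adjusted p = 0.41 with an estimated correlation), and the catalytic subunits Pik3ca, Pik3cb and Pik3cd had log2 fold changes of 1.07, 0.62 and 0.91. In the same libraries, genes of dissociation stress rose (median 0.49, adjusted p = 0.000571 from camera, adjusted p = 0.669 with an estimated correlation). Their median was -0.27 without Rheb1 fl/fl replicate 78. Components of mTOR complexes had 13 positive and 13 negative genes (median -0.01, adjusted p = 0.782, with camera's direction up), among them Mtor at 0.58, Rptor, the scaffold of complex 1, at 1.04 and Mlst8 at 0.01. When single libraries were left out, Mtor ran from -0.197 (without Rheb1 fl/fl replicate 74) to 2.48 and Mlst8 from -0.616 to 0.758, and Pik3cb fell to -0.305 without Rheb1 Δ/Δ replicate 63. Nfkb1 (ENSMUSG00000028163) lies on chromosome 3 of GRCm38 from 135584655 to 135691547, Pik3cg (ENSMUSG00000020573) on chromosome 12 from 32173473 to 32208659, Pik3c2b (ENSMUSG00000026447) on chromosome 1 from 133045667 to 133108687, Ifnar1 (ENSMUSG00000022967) on chromosome 16 from 91485238 to 91507441, and Tlr4 (ENSMUSG00000039005) on chromosome 4 from 66827584 to 66930284.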

Amongst upregulated genes, NF‐κB signalling (Nf‐κb1), PI3K class I and II signalling (Pik3cg, Pik3c2b) and type I interferon signalling (Ifnar1, Tlr4) were identified as most frequently deregulated (Fig 6B). When looking at upstream regulators (predicted by IPA as potentially responsible for the observed transcriptomic profile), the majority were associated with interferon signalling (Fig 6C). These included interferon‐regulatory factors (Irf), members of the Stat family of transcription factors and interferon receptors. Furthermore, Isg15 and Usp18, inhibitors of type I interferon signalling, were amongst the few significantly downregulated genes (Fig EV4C). 

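Receptors of interferon and their regulators, a list that holds the Irf and Stat factors, had 16 positive and 6 negative of 22 tested genes in Rheb1 Δ/Δ TAM-MG (median log2 fold change 0.36, adjusted p = 0.244 from camera). The receptor genes Ifnar2, Ifngr1 and Ifngr2 had log2 fold changes of 0.51, 0.12 and 0.30, of which Ifngr1 changed sign without Rheb1 fl/fl replicate 78 or Rheb1 Δ/Δ replicate 54. Target genes of interferon-γ fell as a list, with 15 of 22 negative (median -0.40, adjusted p = 0.0222 from camera, adjusted p = 0.669 with an estimated correlation). Among them, the chemokine genes Cxcl9, Cxcl10 and Cxcl11 had log2 fold changes of -1.95, -0.34 and -2.66, and the transcription factor gene Irf1 one of 0.61. Cxcl10 was at 0.586 without Rheb1 fl/fl replicate 74. None of the 22 was called when adjusted over the list alone, and the call of the list ended with at least 10 counts in every library (adjusted p = 0.0505 from camera), with limma on log2(TPM + 1) and log2(TPM + 0.1) (0.062 and 0.0703), and without replicate 74, 78 or 54. Of 4 tested molecules that Dataset EV2 gives for interferon signalling, chosen on these libraries, 3 had negative fold changes and 1 a positive one. The likelihood ratio test called 3 lower and 0 higher, and the quasi-likelihood test called none.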

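Isg15, a ubiquitin-like protein induced by interferon, was at 156 ± 32.4 CPM (SD, n = 2) in Rheb1 fl/fl and 50.4 ± 13.2 CPM (SD, n = 3) in Rheb1 Δ/Δ TAM-MG. Usp18, the protease that removes Isg15 and blocks the type I interferon receptor, was at 457 ± 257 and 138 ± 48.7 CPM. The log2 fold changes were -1.63 (standard error 0.34) and -1.72 (standard error 0.47), each with an adjusted p of 0.502 from edgeR's quasi-likelihood test and of 0.0183 and 0.0476 from the likelihood ratio test. Without Rheb1 fl/fl replicate 74 or 78 the log2 fold change of Isg15 was -1.38 and -1.81, and that of Usp18 -0.97 and -2.20. Both genes are themselves targets of type I interferon, and the targets fell together: 31 of 33 tested genes were negative (median log2 fold change -1.25, adjusted p = 1.07e-24 from camera, adjusted p = 0.0457 with an estimated correlation). When adjusted over the list alone, 18 of the 33 were lower and none was higher, and 0 were called over all genes by the quasi-likelihood test, with 19 at an unadjusted p under 0.05 and 12 called by the likelihood ratio test. Ifit1 and Ifit2, which bind viral RNA, had log2 fold changes of -1.78 and -2.13. Isg15 (ENSMUSG00000035692) lies on chromosome 4 of GRCm38 from 156199424 to 156200818, and Usp18 (ENSMUSG00000030107) on chromosome 6 from 121245906 to 121270917.

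**Figure D3:**
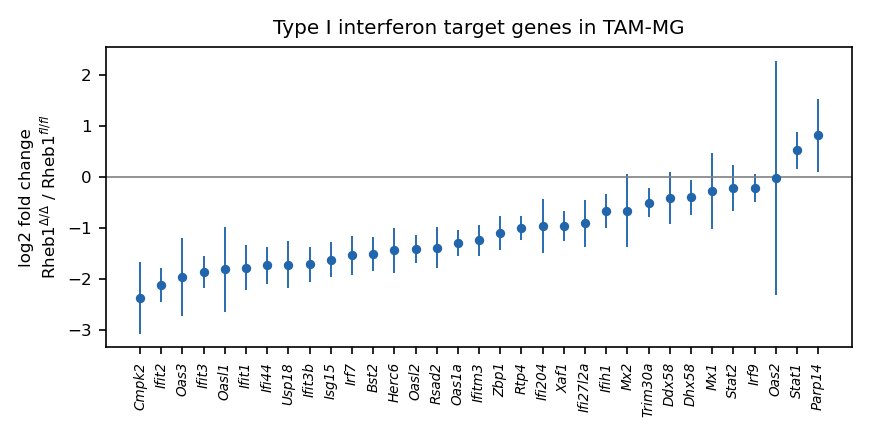
Log2 fold change of the 33 tested type I interferon target genes in TAM-MG (vertical axis), Rheb1 Δ/Δ against Rheb1 fl/fl, ordered by value. Points are edgeR's estimates and bars their standard errors. All but 2 of the 33 genes lie below 0.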

Importantly, a predicted upregulation of NF‐ĸB signalling was detectable (Fig EV4D). 

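Genes of the NF-κB pathway rose as a list in Rheb1 Δ/Δ TAM-MG. Of 29 tested genes, 24 were positive, 8 of them at an unadjusted p under 0.05 (median log2 fold change 0.84, adjusted p = 0.000571 from camera, adjusted p = 0.375 with an estimated correlation). Beside Nfkb1, the subunit gene Rela had a log2 fold change of 0.84, Nfkb2 of 0.19 and Relb of -0.65. None of the 29 was called when adjusted over the list alone. Target genes of NF-κB had 12 positive and 10 negative of 22 (median 0.42, adjusted p = 0.59 from camera), with the inhibitor genes Nfkbia at -0.20, Nfkbib at 0.44, Nfkbie at 0.85 and Nfkbiz at 0.43. Nfkbia was higher by 1.72 without Rheb1 fl/fl replicate 74, Nfkb2 and Nfkbiz were lower without Rheb1 fl/fl replicate 78, and the call of the pathway list ended without Rheb1 fl/fl replicate 78 (adjusted p = 0.0501 from camera) and with limma on log2(TPM + 0.1) (0.0722). Dissociation stress genes rose in these libraries too (median 0.49, adjusted p = 0.000571 from camera, adjusted p = 0.669 with an estimated correlation), with a median of -0.27 without Rheb1 fl/fl replicate 78. Of 15 molecules of NF-κB signalling in Dataset EV2, chosen on these libraries, 14 had positive fold changes. The likelihood ratio test called 6 of them higher, and the quasi-likelihood test called none.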

Interestingly, several of the signalling pathways identified as deregulated in *Rheb1* ^Δ/Δ^ TAM‐MG were found to be significantly deregulated in GL261 TAM‐MG but not in TAM‐BMDM, including IFN signalling, NF‐ĸB and STAT3 signalling (Fig EV4E).

To gain further support for a regulatory role of mTOR signalling on these signalling pathways, a Pearson correlation analysis was run between the ssGSEA enrichment score of deregulated pathways in the *Rheb1* ^Δ/Δ^ TAM‐MG. The enrichment of mTOR signalling positively correlated with the enrichment of the negative regulation of lymphocytes signature, while they both negatively correlated with NF‐κB and IFNγ signalling as well as leucocyte differentiation, Th1 and Th2 differentiation and T‐cell chemotaxis signatures (Fig 6D).

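In TAM-MG, the STAT3 signature scored 0.347 ± 0.0517 (SD, n = 2) in Rheb1 fl/fl and 0.631 ± 0.0283 (SD, n = 3) in Rheb1 Δ/Δ cells, and the NF-κB signature 0.682 ± 0.0263 and 0.765 ± 0.0155. The antigen presentation signature went down, from 1.11 ± 0.0115 to 1.02 ± 0.0146. For these 3 signatures the genotypes were fully apart, with an exact permutation p of 0.1 each (two-sided, the smallest that 2 libraries against 3 allow). The mTOR signature scored 0.6398 ± 0.0197 and 0.685 ± 0.0555 (exact permutation p = 0.4), the interferon-γ signature 0.863 ± 0.0199 and 0.887 ± 0.0163 (p = 0.3), and negative regulation of lymphocytes 0.246 ± 0.0281 and 0.241 ± 0.0448 (p = 0.9, exact permutation). T-cell chemotaxis scored 0.698 ± 0.0576 and 0.682 ± 0.0567 (p = 0.7), and Th1 and Th2 differentiation 0.569 ± 0.0186 and 0.566 ± 0.0586 (p = 1, exact permutation). On counts, the antigen presentation signature fell (57 of 78 genes negative, median log2 fold change -0.41, adjusted p = 3.73e-11 from camera, adjusted p = 0.0268 with an estimated correlation, 12 lower when adjusted over the signature alone). The lists of MHC genes were not called in these cells. Class II was positive in 11 of 12 genes (median 0.49, adjusted p = 0.238 from camera). Class I was negative in 10 of 16 (median -0.16, adjusted p = 0.442 from camera). Whether the fall of the signature is that of the interferon targets it may share was not tested. NF-κB (53 of 82 positive, median 0.28, adjusted p = 0.0693), STAT3 (7 of 8, median 1.18, adjusted p = 0.157), mTOR (27 of 46, median 0.23, adjusted p = 0.579), interferon-γ (74 of 132, median 0.13, adjusted p = 0.756, with camera's direction down), chemotaxis (23 of 35, median 0.54, adjusted p = 0.756), Th1 and Th2 differentiation (39 of 60, median 0.26, adjusted p = 0.435) and negative regulation (295 of 530, median 0.16, adjusted p = 0.979) did not pass. In the NF-κB signature, the kinase genes Lck, Prkcq and Syk, which act downstream of antigen receptors, had log2 fold changes of -1.63, -2.12 and 1.25, and the phospholipase gene Plcg1 of -0.06. In the STAT3 signature, Il6, the cytokine that activates STAT3, had a log2 fold change of 1.74, the kinase genes Jak1 and Jak2 of 0.07 and 2.22, and Cish, a feedback inhibitor, of 2.42. The paper, by contrast, finds lower phosphorylated STAT3 in Rheb1 Δ/Δ TAM-MG by flow cytometry. The score rests on the mRNA of 9 genes and does not measure the activity of STAT3. Lck and Jak1 changed sign without Rheb1 fl/fl replicate 74, and Plcg1 without Rheb1 Δ/Δ replicate 54. Correlations between signatures were not analysed here. The differences for Th1 and Th2 differentiation and for chemotaxis changed sign when only genes with a TPM of at least 1 in at least 2 libraries were scored, to 0.0283 and 0.0286.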

Therefore, our data suggest that inhibition of mTOR in TAM‐MG remodels the immune composition of the microenvironment and increases the presence of effector T cells through the upregulation of pro‐inflammatory pathways, including IFNγ and NF‐κB signalling.

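Across the 35 gene lists, camera called 5 higher and 4 lower in Rheb1 Δ/Δ TAM-MG. The higher lists were those of resting microglia, the NF-κB pathway, PI3K and Akt signalling, cytokine receptors and dissociation stress, and the lower ones those of type I interferon targets, interferon-γ targets, proliferation and ribosomal proteins. With an estimated correlation between genes, 0 were called higher and only the type I interferon targets lower, and fry called 2 higher and 1 lower. Without Rheb1 fl/fl replicate 78, 1 list was called higher, and without Rheb1 fl/fl replicate 74, 7 were called lower. From the pathways and upstream regulators of these genes, and from the correlations between the signatures, the paper proposes that inhibition of mTOR in TAM-MG remodels the immune composition of the tumour and brings in more effector T cells, through inflammatory pathways that include interferon-γ and NF-κB signalling.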

### mTOR‐dependent expression of inflammatory cytokines in tumour‐conditioned microglia promotes an anti‐inflammatory phenotype via the regulation of STAT3 and NF‐κB transcription factors

Next, we set out to validate the *in silico* prediction from the *in vivo* transcriptomic profile of *Rheb1* ^Δ/Δ^ TAM‐MG that mTOR signalling negatively regulates NF‐κB in TAM‐MG and is responsible for the immunosuppressed phenotype in GBM. In addition, to test for a possible contribution of the STAT family of transcription factors, we assessed STAT3 activity. STAT3 has been previously reported as deregulated in GBM TAM and associated with expression of anti‐inflammatory cytokines, contributing to an immunosuppressed TME (Wu *et al*, 2010; West *et al*, 2018). Moreover, it has been shown to regulate the inflammatory activity of monocytes in response to infection in an mTOR‐dependent manner (Weichhart *et al*, 2008).

We used our *in vitro* experimental system (Fig 2A) to assess whether the mTOR‐dependent activity of these transcription factors was responsible for the pro‐inflammatory profile of TAM‐MG. While no changes in p‐NF‐κB (p‐P65) levels were detected in tumour‐conditioned BMDM (using mGIC^*Pten*−/−*;p53*−/−^‐CM and GL261‐CM) (Fig EV4G), we observed a slight increase phosphorylation of NF‐κB (p‐P65) in tumour‐conditioned microglia, an effect enhanced by mTOR inhibition (Figs 6E and EV4F). To further validate the mTOR‐dependent regulation of NF‐κB (P65), nuclear localisation of this transcription factor was assessed in tumour‐conditioned microglia and BMDM. While mGIC^*Pten*−/−*;p53*−/−^‐CM increased nuclear localisation of NF‐κB (P65) in microglia, mGL261‐CM had no effect compared to mNSC‐CM (Fig 6F). However, mTOR inhibition (using Torin) combined with tumour conditioning (mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM) significantly increased the nuclear translocation of NF‐κB (P65), compared to NSC‐CM and tumour‐conditioning alone (Fig 6F). BMDM displayed no difference in nuclear localisation of NF‐κB (P65), under any condition (Fig EV4H). In keeping with this finding, IL‐12 expression was increased only upon treatment with Torin. Moreover, TNF, another cytokine regulated by NF‐κB, was upregulated by mGIC‐CM in an mTOR‐independent fashion (Fig 6G). We also observed increased phosphorylation of STAT3 in microglia treated with mGIC‐CM and GL261‐CM, an effect which was lost upon inhibition of mTOR signalling by Torin, as assessed by Western blotting (Figs 6E and EV4F) and flow cytometry (Fig EV4I). Once again, this effect was not observed in tumour‐conditioned BMDM with mGIC^*Pten*−/−*;p53*−/−^‐CM or GL261‐CM (Fig EV4G). Importantly, upregulation of IL‐10 and IL‐6 was observed in microglia treated with mGIC‐CM, as predicted given the increased p‐STAT3. However, it was not observed under mTOR inhibition (Fig 6G), in accordance with the expression of anti‐inflammatory cytokines IL‐10 and IL‐6 being mediated by mTOR‐dependent regulation of STAT3 activity. Moreover, P2RY12^+^ CD49d^−^ TAM‐MG but not P2RY12^−^ CD49d^+^ TAM‐BMDM expressed significantly lower levels of p‐STAT3 (Fig 6H) and higher levels of p‐NF‐κB (p‐P65) in *Cx3cr1*‐*Rheb1* ^Δ/Δ^ allografts (Fig 6I), validating our *in vitro* findings.

In conclusion, increased phosphorylation of STAT3 in tumour‐conditioned microglia upregulates the expression of IL‐10 and IL‐6 in an mTOR‐dependent fashion with a concomitant reduction in expression of IL‐12 mediated by reduced phosphorylation and nuclear translocation of NF‐κB.

### Enrichment of mTOR signalling correlates with TAM‐MG and a negative regulation of T cells in TCGA‐GBM samples

In order to assess the translational value of our findings in human glioblastoma, we took advantage of the TCGA dataset, a publicly available database with transcriptomic data for tissue bulk from 138 IDH‐wild‐type GBM. To extract information specific to TAM from bulk sequencing, we carried out a correlation analysis between the mTOR pathway and TAM‐MG or TAM‐BMDM gene expression signatures. Using single sample gene set enrichment analysis (ssGSEA; Barbie *et al*, 2009), enrichment scores were calculated for each patient for predefined signatures of mTOR signalling, as well as TAM‐MG and TAM‐BMDM. TAM‐MG and TAM‐BMDM signatures have been previously characterised (Bowman *et al*, 2016), and the mTOR signature was obtained from the mSigDB database (Table EV1). A significant positive linear correlation was found between the enrichment score for the mTOR signature and the TAM‐MG signature but not for the TAM‐BMDM signature (Fig 7A, Table EV3). IDH‐wild‐type GBM were then further grouped according to their molecular profiles using the transcriptional classification of Wang *et al* (2017). The positive correlation between mTOR and TAM‐MG signatures was most significant in the mesenchymal subgroup and not present in the pro‐neural subgroup (Fig 7A, Table EV3). These results were replicated in an additional dataset (Fig EV5A).

**Figure 7:**
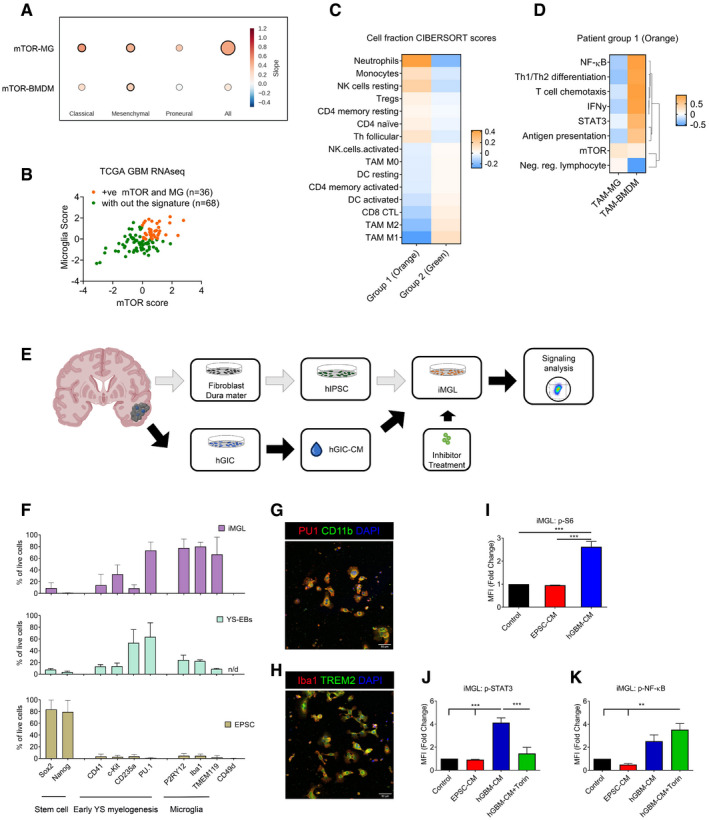
mTOR signalling in TAM‐MG promotes immune evasion mechanisms in human glioblastoma ACorrelation between ssGSEA enrichment scores for the mTOR signature versus TAM‐MG or TAM‐BMDM signatures in TCGA‐GBM transcriptomic data. Comparison carried out on all IDH‐wild‐type samples and in a subgroup‐specific manner according to Wang's classifier. Size of circle is indicative of R‐square value, and bold outline represents a *P* ≤ 0.05.BSeparation of IDH‐wild‐type GBM samples between those displaying high mTOR and microglia enrichment (+ve correlation, group 1 in orange) and those without this signature (group 2 in green).CCIBERSORT cell fractions calculated from the TPM of TCGA IDH‐wild‐type GBM samples from group 1 compared to those from group 2.DHeatmap of Pearson correlation analysis comparing ssGSEA enrichment scores of TAM‐MG and TAM‐BMDM signatures versus signalling pathway signatures, calculated from the TPM of IDH‐wild‐type GBM samples with the signature from group 1.ESchematic of the experimental setup to derive patient‐matched EPSC and GIC lines.FStaining by flow cytometry of EPSC, YS‐EBs and matched‐iMGL with indicated markers (*n *= 3; mean ± SEM).G, HMature iMGL were immunostained for (G) PU1 and CD11b and (H) Iba1 and TREM2. Scale bar 20 μm.I–K(I) P‐S6, (J) p‐STAT3 and (K) p‐NF‐κB (p‐P65) were analysed by flow cytometry in iMGL, pretreated with Torin, as indicated and then stimulated with matched patient EPSC‐ or hGIC‐CM. (*n *= 3; mean ± SEM, two‐way ANOVA Tukey test).Data information: **P ≤ 0.01, ***P ≤ 0.001.

**Figure EV5:**
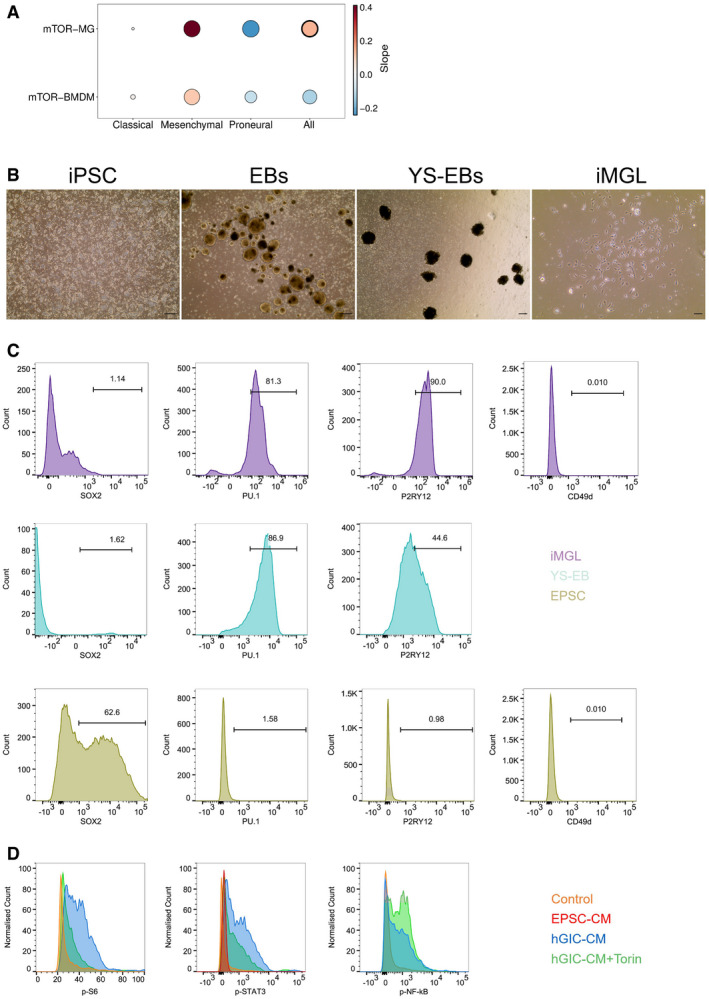
STAT3 and NF‐ĸB signalling are regulated by mTOR activity in TAM‐MG in human glioblastoma Correlation between ssGSEA enrichment scores for the mTOR signature versus TAM‐MG or TAM‐BMDM signatures in Gravendeel‐GBM transcriptomic data. Comparison carried out on all IDH‐wild‐type samples and in a subgroup‐specific manner according to Wang's classifier. Size of circle is indicative of R‐square value and bold outline represents a *P* ≤ 0.05.Representative images of differentiation protocol of EPSC into EBS, YS‐EBs and iMGL. Scale bar is 50 μm.Representative flow cytometry plots for changes in expression of surface markers during differentiation of EPSC to iMGL. Histogram of expression of SOX2 (stem cell marker), PU.1 (early yolk sac marker), P2RY12 (microglia‐specific marker) and CD49d (macrophage specific marker) by EPSC, YS‐EBs and iMGL are shown.Representative flow cytometry plots of expression of p‐S6, p‐STAT3 and p‐NF‐κB (p‐P65) in iMGL following 4 h of incubation with different culture conditions.

Next, we used the TCGA dataset to assess the impact of this mTOR signature on TAM‐MG phenotype and on the immune composition of the tumours. We separated tumours into those with the signature (group 1: positive mTOR and microglia enrichment, displayed in orange) and those without the signature (group 2: displayed in green; Fig 7B). A CIBERSORT analysis was run on these two groups to identify any differences in their immune composition. The first striking result was that the two groups displayed contrary immune composition (Fig 7C), with GBM in group 1 showing more Tregs, CD4 naïve and memory resting cells and less CD8 CTL and CD4 memory‐activated cells, while GBM in group 2 displayed the opposite pattern (Fig 7C). Importantly, the low level of CD8 CTL and CD4 memory‐activated cells in GBM with the mTOR signature is reminiscent of our findings in GBM mouse models with the signature.

To gain additional evidence for the observed difference in immune cell composition between the tumour groups being driven by mTOR signalling in TAM‐MG, we looked at the signalling activity of TAM‐MG compared to TAM‐BMDM in GBM from group 1. We correlated the enrichment of TAM‐MG and TAM‐BMDM (using the Bowman *et al* gene signature) with that of signalling pathways identified as mTOR‐dependent in the mouse model, including NF‐κB, STAT3, IFNγ, Th1/Th2 differentiation, T‐cell chemotaxis, antigen presentation and the negative regulation of lymphocytes (Fig 7D). The mTOR pathway and the negative regulation of lymphocytes emerged as a separate cluster. In TAM‐MG, the mTOR pathway and the negative regulation of lymphocytes were positively correlated, while the other pathways were negatively correlated, in accordance with our findings in mouse models (Fig 7D). While TAM‐BMDM enrichment positively correlated with mTOR as well, correlation with the rest of the signatures did not follow the same pattern as observed in the mouse model, for example a negative correlation was found with the negative regulation of lymphocytes (Fig 7D).

These data confirm that a positive correlation between deregulation of mTOR signalling and TAM‐MG but not TAM‐BMDM is also found in human GBM. These data also show that GBM with the signature (high mTOR and microglia enrichment) display stronger depletion of activated lymphocytes compared to GBM without the signature, a phenotype potentially driven by mTOR‐dependent TAM‐MG activity.

### mTOR signalling is deregulated in iMGL treated with syngeneic human GIC‐CM

To assess the functional relevance in human GBM of the findings in mouse models and of the *in silico* TCGA data, a GBM syngeneic‐induced EPSC‐derived microglia‐like (iMGL) cell model was established (Fig 7E).

Two human GIC lines (hGIC) were used. They were both derived from IDH‐wild‐type GBM tissue according to standard protocols (Pollard *et al*, 2009) and confirmed to belong to the mesenchymal subgroup by DNA methylation array (Illumina 450 K) on bulk tumour as well as on GIC, followed by classification on the Heidelberg classifier (Capper *et al*, 2018) (Table EV4). Patient‐matched fibroblasts derived from the dura mater of the same patients were reprogrammed to EPSC (Yang *et al*, 2017, 2019), and iMGL was generated according to published protocols (Muffat *et al*, 2016; Fig EV5B). To confirm the progression of the differentiation process, cells were analysed by flow cytometry at different stages for markers of stemness, early yolk sac myelogenesis and mature microglia (Muffat *et al*, 2016; Abud *et al*, 2017; Douvaras *et al*, 2017; Pandya *et al*, 2017). Expression of Sox2 and NANOG was confirmed in EPSC, while all other markers were negative (Fig 7F, and Fig EV5C). Yolk sac embryoid bodies (YS‐EBs) no longer expressed these stemness markers while gaining expression of CD41, c‐kit, CD235a and PU.1, previously described as expressed before definitive haematopoiesis or the establishment of embryonic circulation (< E8.5) (Figs 7F and EV5C). Markers specific to microglia, P2RY12, Iba1 and TMEM119 were upregulated in mature iMGL (Figs 7F and EV5B and C), and complete differentiation was confirmed by immunocytochemistry for PU.1 and CD11b (Fig 7G) and double‐labelling immunofluorescence for Iba1 and TREM2 (Fig 7H). Moreover, CD49d expression, specific to monocyte‐derived macrophage, was not detected in the differentiated iMGL (Figs 7F and EV5C).

Next, hGIC‐conditioned media was applied to the syngeneic EPSC‐iMGL. Conditioned media from the syngeneic EPSC (from which the iMGL were differentiated; EPSC‐CM) was used as a control. Similar to our findings in the mouse setting, p‐S6 (S240/244) was upregulated by hGIC‐secreted factors (Figs 7I and EV5D). Furthermore, increased p‐STAT3 levels were detected in iMGL upon treatment with hGIC‐CM and the effect was mTOR‐dependent, as shown by p‐STAT3 levels returning to basal levels upon Torin treatment (Figs 7J and EV5D). A trend towards an increase in p‐NF‐κB (p‐P65) was also observed under hGIC‐CM treatment, although not significant. Importantly, levels of p‐NF‐κB (p‐P65) were significantly increased under hGIC‐CM and Torin treatment (Figs 7K and EV5D). Treatment with EPSC‐CM had no effect on the phosphorylation levels of these markers.

To validate in a human *in vitro* setting that this phenotype is microglia‐specific and not observed in peripheral macrophages, we analysed mTOR signalling in tumour‐conditioned peripheral blood monocytes/macrophages, obtained from healthy donor (Appendix Fig S3A). The phosphorylation levels of S6 (Appendix Fig S3B), STAT3 (Appendix Fig S3C) and NF‐κB (Appendix Fig S3D) remained unchanged in CD49d^+^ human monocytes/macrophages treated with EPSC‐CM or hGIC‐CM, validating the microglia‐specific effect of GIC‐secreted factors on mTOR signalling.

We show in a novel syngeneic *in vitro* model that iMGL conditioned with hGIC‐CM upregulate mTOR and that this impacts STAT3 and NF‐κB activity in a similar fashion to that found in murine models.

## Discussion

We show that GIC induce mTOR signalling in TAM‐MG but not TAM‐BMDM in *in vivo* and *in vitro* mouse models of GBM as well as in a human GIC/iMGL *in vitro* assay. The mTOR‐dependent regulation of STAT3 and NF‐κB activity promotes an immunosuppressed phenotype in TAM‐MG, which hinders effector T‐cell proliferation and immune reactivity and contributes to tumour immune evasion.

We describe increased mTOR signalling in TAM‐MG but not in TAM‐BMDM in mouse models of GBM. mTOR signalling positively correlates with TAM‐MG enrichment in human GBM samples but not with TAM‐BMDM at the transcriptomic level, supporting the translational relevance of our findings in mouse models. Our data imply that ontogeny affects the way microglia and monocyte‐derived macrophages respond to GIC‐secreted factors, which extends previous work showing that the transcriptomic profiles of TAM‐MG and TAM‐BMDM differ when exposed to the same tumour microenvironment (Bowman *et al*, 2016; Muller *et al*, 2017). Recent reports have identified mixed transcriptional states in the TAM population in glioma patients (Szulzewsky *et al*, 2015, 2016; Gabrusiewicz *et al*, 2016), and here, we identify mTOR signalling as a key driver of this intratumoral TAM heterogeneity.

We demonstrate that the pro‐tumourigenic role of TAM‐MG in GBM is mediated by mTOR, as reduced tumour growth and increased survival were observed upon genetic silencing of the pathway in these cells in GL261 allografts. Although a contribution to the observed phenotype by the small proportion of TAM‐BMDM also targeted by the *Cx3cr1*‐Cre driver cannot be entirely excluded, it seems unlikely as both the transcriptomic analysis in the *in vivo* model and the signalling analysis in the *in vitro* model highlight the lack of significant mTOR activity in TAM‐BMDM. The transcriptomic profile of *Cx3cr1‐Rheb1* ^Δ/Δ^ tumours demonstrated a shift in the immune landscape with an overall decrease in the negative regulation of T cells in the TME and a change in T‐cell state from an exhausted to an active profile, suggesting a capacity to mount an anti‐tumour adaptive immune response. This is further demonstrated by a change in the immune composition of *Cx3cr1‐Rheb1* ^Δ/Δ^ tumours, defined by reduced numbers of microglia, while immune cells that have infiltrated from the peripheral circulation are more numerous, including effector T cells and TAM‐BMDM. Transcriptomic analysis of *Rheb1* ^Δ/Δ^ GL261 TAM‐MG revealed a re‐education of these cells to an immune reactive and anti‐tumour profile, with an enrichment for pathways linked to the regulation of Th1, Th2 and IFN signalling as well as pathways linked to recruitment, proliferation and priming of APC and cytokine signalling pathways. The predicted impact of this transcriptional deregulation is an increase in the stimulation of the adaptive immune system by innate immune cells and consequently an increase in effector and cytotoxic T cells within the tumour; an effect which was confirmed by tissue and flow cytometry analyses, which revealed an increase in CD4^+^ and CD8^+^ T cells, and no significant changes in FoxP3^+^ cells in the *Cx3cr1‐Rheb1* ^Δ/Δ^ TME as well as an increase in infiltration, proliferation and effector function of CD4^+^ and CD8^+^ T cells.

Glioblastoma multiforme are lymphocyte depleted with a high infiltration of TAM (Mirzaei *et al*, 2017; Thorsson *et al*, 2018; Woroniecka *et al*, 2018). Within the tumour‐infiltrating lymphocytes, Tregs are the most numerous population and can suppress T helper cell and CTL responses (El Andaloussi and Lesniak, 2006; Mirzaei *et al*, 2017), while CD8^+^ and CD4^+^ T cells are exhausted (Thorsson *et al*, 2018; Woroniecka *et al*, 2018). Moreover, CD8^+^ and CD4^+^ T cells which do infiltrate the tumour seem unable to mount an anti‐tumour effector response in GBM (Learn *et al*, 2006). T‐cell exhaustion is known to result from an excessive and continuous stimulation by APC and cytokines, resulting in sustained expression of inhibitory receptors and the lack of a productive anti‐tumour effector response (Mirzaei *et al*, 2017). TAM contribute to T‐cell dysfunction in GBM via their immunosuppressed phenotype, characterised by reduced expression of pro‐inflammatory factors, antigen‐presenting machinery and T‐cell activation factors (Poon *et al*, 2017). In our *Cx3cr1‐Rheb1* ^Δ/Δ^ model, T‐cell effector profiles were stimulated, as shown by the increased proliferation and expression of cytotoxic factors such as IFNγ, granzyme b and perforin, in keeping with a scenario where mTOR significantly contributes to TAM‐mediated T‐cell dysfunction in GBM. Moreover, a distinct deregulation of cytokine signalling pathways was identified in our *Cx3cr1‐Rheb1* ^Δ/Δ^ model, most notably those regulated by STAT3 (anti‐inflammatory cytokines) and NF‐κB (pro‐inflammatory cytokines). The survival benefits of STAT3 inhibition have been shown in a GL261 model, where the expression of cytokines promoting tumour growth, such as IL‐10 and IL‐6, was blocked (Zhang *et al*, 2009). Further work by Hussain *et al* (2007) illustrates the potential effect of these STAT3‐regulated cytokines, expressed by TAM, on the proliferation of effector T cells and TCR‐mediated signalling. Importantly, STAT3 is upregulated in TAM in human GBM and considered an attractive therapeutic candidate (Heimberger and Sampson, 2011; Wei, Gabrusiewicz and Heimberger, 2013; Chang *et al*, 2017; Poon *et al*, 2017). We show here that mTOR signalling increases STAT3 activity and inhibits NF‐κB in TAM‐MG in different GBM models, therefore hampering APC immune reactivity as well as effector T‐cell proliferation and immune response via the expression of anti‐inflammatory cytokines.

In our study, we have taken advantage of methodologies to derive induced microglia (iMGL) from EPSC (Muffat *et al*, 2016) to develop a new *in vitro* assay. GIC were established from human GBM, and hGIC‐CM obtained therefrom were incubated with the syngeneic iMGL to assess the relevance of the results of our mouse models in humans on a patient‐specific basis. mTOR signalling positively correlated with TAM‐MG enrichment but not with TAM‐BMDM at transcriptomic level in the TCGA samples, a finding that was most prevalent in mesenchymal tumours, and thus, we applied the assay to hGIC/iMGL derived from GBM classified as belonging to the mesenchymal subtype. We reason that as no significant differences in the levels of TAM‐MG were previously observed across the molecular subgroups (Bowman *et al*, 2016), the strong correlation we observed in mesenchymal GBM was not due to a higher number of TAM‐MG in this subgroup. We showed that hGIC derived from mesenchymal GBM triggered activation of mTOR signalling in iMGL and mTOR‐dependent regulation of STAT3 and inhibition of NF‐κB signalling, in line with our findings in mouse models. Interestingly, a key characteristic of the mesenchymal subgroup of GBM is its strong association with immune‐related genes and an enrichment of infiltrating immune cells (Chen & Hambardzumyan, 2018; Behnan *et al*, 2019), thereby raising the possibility that mesenchymal‐specific features of the hGIC phenotype might be responsible for inducing mTOR signalling in TAM‐MG.

We demonstrate that GIC‐secreted factors are sufficient to increase mTOR activity in microglia, although this does not exclude the possibility that factors secreted by other cells, including non‐GIC tumour cells, may contribute to this phenotype. The secretome of GIC has been characterised (Formolo *et al*, 2011; Polisetty *et al*, 2011), but only little is known on the functional impact of specific secreted factors on TAM phenotypes. We show here that GIC‐CM contains factors capable of inducing mTOR pathway activation in TAM‐MG in both humans and mice. A study comparing conditioned media of GIC and healthy NSC identified several inflammatory and growth factors, including potential mTOR stimuli (Okawa *et al*, 2017). While it is likely that a combination of these factors is responsible for the phenotype, osteopontin and lactate emerge as strong candidates (Lamour *et al*, 2010; Okawa *et al*, 2017). Osteopontin acts via several integrins known to influence PI3K/AKT/mTOR signalling (Ahmed & Kundu, 2010). It regulates migration, phagocytosis and the expression of inflammatory factors in microglia (Yu *et al*, 2017), including in a GBM context (Ellert‐Miklaszewska *et al*, 2016; Wei *et al*, 2019). Osteopontin expression correlates with poorer survival in GBM (Atai *et al*, 2011; Wei *et al*, 2019), and its expression is enriched in mesenchymal as compared to classical and pro‐neural tumours (Wei *et al*, 2019). Strikingly, remarkably similar findings to those seen in our mouse model were described in the TME of a GL261 allograft GBM model upon depletion of osteopontin (Wei *et al*, 2019). Lactate was also shown to be highly expressed by GIC and has been proposed as a prognostic marker for GBM (Marchiq & Pouyssegur, 2016). It contributes to acidification of the TME, which polarises TAM (Colegio *et al*, 2014; Romero‐Garcia *et al*, 2016; Mu *et al*, 2018) therefore promoting immune evasion and tumour growth (Lui & Davis, 2018), possibly via interaction of lactate with the GPR65 receptor on TAM (Lailler *et al*, 2019). A study examining the effect of lactate and hypoxia on macrophages demonstrated an increase in mTOR signalling, which is suggested to be responsible for acquired M2‐like phenotype with the inhibition of pro‐inflammatory cytokines production (Zhao *et al*, 2019). It is therefore conceivable that differences in the threshold of lactate‐ and/or osteopontin‐dependent mTOR activation in TAM‐MG and TAM‐BMDM may explain the different phenotype and function of these two populations in the TME.

Despite the importance of the deregulation of mTOR signalling in driving GBM growth, drugs aimed at targeting this pathway have so far failed in clinical trials (Jhanwar‐Uniyal *et al*, 2019). Our results raise the possibility that tumour cells should not be the primary target of mTOR inhibition. Infiltration of CD8^+^ and CD4^+^ T cells but not FoxP3^+^ Treg cells, as observed in our *Cx3cr1‐Rheb1* ^Δ/Δ^ tumours, correlates with long‐term survival in GBM patients (Heimberger *et al*, 2008; Yang *et al*, 2010; Abedalthagafi *et al*, 2018), hence providing the rationale for immunotherapies aimed at modifying the infiltration or immune reactivity of the T‐cell population, such as drugs targeting inhibitory checkpoints. However, immune checkpoint inhibitors such as anti‐CTLA‐4 and anti‐PD‐1 antibodies have had little success as monotherapies in the treatment of GBM (Chen & Hambardzumyan, 2018), suggesting that blockade of immune checkpoints alone is not sufficient to restore anti‐tumour immune functions in the GBM TME. Our observation that increased CD8^+^ and CD4^+^ tumour‐infiltrating lymphocytes, induced by mTOR inhibition in Cx3cr1^+^ TAM, correlates with reduced tumour growth supports further exploration of this approach and raises the possibility that precision targeting of the mTOR pathway, for example by nanoparticle‐based drug delivery, the efficacy of which have already been demonstrated in liver and breast cancer (Huang *et al*, 2012; Singh *et al*, 2017), could be a viable approach in combination with existing T cell‐targeted immunotherapies to condition the TME towards a pro‐inflammatory state, which is potently anti‐tumourigenic.

## Materials and Methods

### *In vitro* cell culture

#### Mouse cell cultures

mNSC were previously derived from the subventricular zone of *Pten* ^fl/fl^;*p53* ^fl/fl^ C57BL/6 mice. The *Pten* ^−/−^;*p53* ^−/−^ mGIC were previously generated by *in vitro* recombination of these *Pten* ^fl/fl^;*p53* ^fl/fl^ mNSC using adenovirus expressing Cre recombinase and confirmed as GIC following intracranial injection of these cells into the striatum of non‐recombined mice of similar genetic background, which led to the development of malignant tumours (Jacques *et al*, 2010). *Pten* ^fl/fl^;*p53* ^fl/fl^ mNSC and *Pten* ^−/−^;*p53* ^−/−^ mGIC were maintained in culture as previously described, in DMEM/F12 medium (Gibco, 31330‐038), supplemented with growth factors (B27 (2%, Gibco, 12587‐010), mEGF (20 ng/ml, Preprotech, 315‐09) and hFGF (20 ng/ml, Preprotech, AF‐100‐18B)). Culture plates were coated with poly‐L‐lysine (Sigma, P1524; 0.01 mg/ml for 30 min at room temperature‐RT) and laminin (Sigma, L2020; 1:160 for 30 min at 37°C) (Zheng *et al*, 2008). The GL261 murine glioma cells were a gift from Dr Jeffrey E. Segall in 2018 (Albert Einstein College of Medicine, USA). The cells were cultured in DMEM supplemented with 10% heat‐inactivated foetal bovine serum, penicillin, streptomycin and glutamine. Conditioned media was collected after 24 h from 80% confluent cultures, filtered through 0.2 μm filter and stored at −80°C. BMDM were differentiated and primary microglia isolated using standard protocols (Weischenfeldt & Porse, 2008; Chen *et al*, 2013). Once established, BMDM and microglia were cultured in the same DMEM media supplemented with 1% penicillin–streptomycin solution.

#### Human fibroblasts cultures from dura mater, establishment and maintenance

Patient consent and ethical approval were available for the study (08/H0716/16 Amendment 1 17/10/2014). Thin strips of dura mater were sliced and triturated with a scalpel. The tissue was then digested with trypsin for 5 min at 37°C. The reaction was stopped with culture media (DMEM, Glutamax, 10% foetal calf serum, 2% l‐glutamine and 1% penicillin–streptomycin). Samples were centrifuged and resuspended in fresh media and plated in 6‐well plates (Corning #BC010). Media was topped up 1 week later and then changed every 48 h. RNA and DNA were extracted from cell pellets using the RNA/DNA/Protein Purification Plus kit (NORGEN, #47700), following the manufacturer's protocol.

#### EPSC generation from fibroblasts cultures

Fibroblasts reprogramming was performed following a previously described protocol (Yang *et al*, 2017, 2019). Briefly, the fibroblasts isolated from dura mater were mixed with episomal vectors expressing Oct4, c‐Myc, Klf4, Sox2 (OCKS 4F, 5 μg) and Rarg, Lfh1 (RL 2F, 5.0 μg), electroporated with Amaxa Nucleofector (Lonza, Germany) and then plated on SNL feeders with M15 media (Knockout DMEM (Invitrogen), 15% foetal bovine serum (Hyclone), 1X glutamine–penicillin–streptomycin (Invitrogen), 1X non‐essential amino acids (Invitrogen)). Upon the appearance of colonies, media was replaced with EPSCM (DMEM/F12 (Invitrogen), 20% knockout serum replacement (Invitrogen), 1X glutamine–penicillin–streptomycin, 1X non‐essential amino acids (Invitrogen), 0.1 mM β‐mercaptoethanol (Sigma), 106 U/ml hLIF (Millipore) supplemented with the following inhibitors: CHI99021 Tocris 1 μM, JNK Inhibitor VIII Tocris 4 μM, SB203580 Tocris 10 μM, A‐419259 Santa Cruz 1 μM and XAV939 Stratech 1 μM). Colonies were isolated and plated in 24‐well SNL feeders’ plates for expansion and characterisation. RNA and DNA were extracted from cell pellets using the RNA/DNA/Protein Purification Plus kit (NORGEN, #47700), following the manufacturer's protocol.

#### GIC isolation

Patient consent and ethical approval were available for the study (08/H0716/16 Amendment 1 17/10/2014). Fresh GBM tissue was sliced and triturated with razor blade, dissociated with Accumax (sigma, A7089) at 37°C for 10 min and then filtered through a 70 μm cell strainer. Dissociated cells were plated on laminin‐coated 6‐well plate in NeuroCult NS‐A Proliferation kit media (STEMCELL, 05751), heparin (2 μg/ml; Gibco 12587‐010), mEGF (20 ng/ml, Preprotech, 315‐09) and hFGF (10 ng/ml; Preprotech, AF‐100‐18B). Established cells were passaged when 70% confluent, frozen in Stem Cell Banker (Ambsio ZENOAQ, 11890) and stored in liquid nitrogen. RNA and DNA were extracted from cell pellets using the RNA/DNA/Protein Purification Plus kit (NORGEN, #47700), following the manufacturer's protocol. Cell lines used in this study are primary lines either derived from mouse brains or human tumours, and they have been characterised by transcriptomic profiling and cultured according to current practice, including contamination screening.

#### EPSC differentiation to iMGL

iMGL cells were generated following Muffat *et al* published protocol (Muffat *et al*, 2016), with some changes including culturing YS‐EBs in oxygen‐deprived environment (5% O_2_) as previously described (Abud *et al*, 2017).

#### In vitro stimulation of tumour‐infiltrating T cells

Following tumour tissues processing, single‐cell suspensions were plated in 24 well plates with DMEM supplemented with 1% of penicillin and streptomycin. The cultures were stimulated with cell stimulation cocktail (eBioscience, 00‐4970) composed of PMA and ionomycin, in combination with the protein transport inhibitor cocktail (eBioscience, 00‐4980). Following overnight incubation, the cells were collected and stained according to the intracellular flow cytometry protocol.

#### Isolation of human blood‐derived monocytes/macrophages

Peripheral blood was collected from healthy volunteers. Monocytes/macrophages were purified from the samples using the RosetteSep Human Monocyte Enrichment Cocktail Kit (StemCell, 15028) and Lymphoprep density gradient medium (StemCell, 07801) following the manufacturer protocol. The highly enriched monocyte population was then cultured using RPMI culture medium and conditioned with conditioned media where specified in figure legends. Conditioned cells were then process by flow cytometry. CD49d expression was assessed for purity of the population.

#### Analysis of signal transduction events

A total of 1 × 10^6^ mouse BMDMs, mouse primary microglia and iMGL per condition were treated and stimulated as indicated. Cells were pretreated for 60 min with 100 nM rapamycin (Calbiochem, 552310), 500 mM Torin (Tocris, 4247) or 10 μM LY294002 and then stimulated with 100 ng/ml of LPS from E. Coli 0111:B4 (Sigma, L4391) or with mNSC‐CM, mGIC^*Pten*−/−*;p53*−/−^‐CM and GL261‐CM. Protein analysis was carried out by Western blot or flow cytometry as described in supplemental experimental procedures. Cytokines were analysed at RNA level. Samples for RNA analysis were extracted and processed following manufacturer's protocol, using the Qiagen RNA extraction microkit (Qiagen, 74004) and KiCqStart SYBR Green Primers (Sigma).

### *In vivo*

#### Mice

All procedures were carried out according to the Home Office Guidelines (Animals Scientific Procedures Act 1986, PPL 70/6452 and P78B6C064). Mouse models have been previously reported (Zou *et al*, 2011; Yona *et al*, 2013; Bowman *et al*, 2016). The Cx3cr1^Tm2.1^Cre^ERT2^ mice, developed in Steffen Jung's lab (Yona *et al*, 2013), were purchased from Jackson Lab (#021160) and bread with Rheb1^fl/fl^ mice, shared with us by Paul Worley, Johns Hopkins Department of Neuroscience (Zou *et al*, 2011). Tamoxifen (T5648, Sigma) was diluted in 100% ethanol at 37°C, then in sunflower seed oil (Sigma, S5007 ‐ 10 mg/ml) and injected i.p. 3 weeks before tumour initiation as previously described (Bowman *et al*, 2016). Two intraperitoneal injections of 1 mg of tamoxifen each were administrated within 48 h.

#### Brain tumour models

Intracranial injections of GL261 cells were performed 3 weeks post‐tamoxifen injections as previously described (Bowman *et al*, 2016). Briefly, the animals were anesthetised using isoflurane and analgesic was injected prior to surgery. Using a stereotactic frame, cells were injected into the right frontal cortex (2 mm posterior and 2 mm lateral from the bregma anteriorly and the lambda at a depth of 2–3 mm). GL261 cells were injected at a concentration of 2 × 10^4^ cells/5 μl in PBS at 6 weeks of age. The animals were scarified around 3 weeks post‐tumour initiation.

#### MRI and quantitative assessment of tumour volume

Tumour imaging was carried out on Bruker ICON 1T preclinical MRI system using a Paravision software. Before the imaging experiments, mice were anaesthetised with isoflurane/O_2_ [4%(v/v)] and maintained on isoflurane/O_2_ [2%(v/v)] throughout the experiment. T2_rare scans were carried out with the following parameters: 2,505 ms repetition time; 85 ms Echo time; 21.25 ms Echo spacing; 11 slices 0.8 mm thick each; 89 × 89 voxels image size; 0.191 × 0.191 mm resolution; and 17 × 17 mm field view, 16 averages. Images were analysed on the VivoQuant software, by manually defining tumour region with 3D ROI tool.

#### Tumour tissue processing

For all tissue analyses, mice were anaesthetised with Euthatal and transcardially perfused with PBS. Tumour tissues were isolated by macrodissection and dissociated using the Brain Tumour Dissociation Kit (BTDK; Miltenyi, 130‐095‐942) and a single‐cell suspension generated using the gentleMACS™ Dissociator. All single‐cell suspensions were filtered through a 40 μm mesh filter. Normal brain and brain tumour tissues were incubated with Myelin Removal Beads (Miltenyi, 130‐096‐733). Cells were then counted and resuspended in flow cytometry buffer. Alternatively, tissues were collected following perfusion and incubated in 4% PFA for 2 days prior paraffin embedding or processed in 30% glucose overnight prior to freezing in OCT. Antibody labelling was carried out using standard protocols.

### Immunoassay techniques

#### Western blotting

For Western blot, lysate preparation and analysis was performed as previously described (Weichhart *et al*, 2008; Badodi *et al*, 2017). Proteins were extracted with RIPA buffer (Santa Cruz, sc 24948A) on ice for 45 min with frequent vortex. Equal amounts of proteins were separated by SDS–PAGE (NUPAGE 4‐12% bisacrylamide NP0335) and incubated with primary antibody. Vinculin was used as housekeeping protein for loading control. Results were visualised using a BIORAD ChemiDoc MP Imaging. Protein quantification was performed using Fiji image analysis software.

#### Flow cytometry

Following tumour tissues processing, single‐cell suspensions were resuspended in FC blocked (CD16/32, BD #553141) on ice and then incubated with antibody master mix. After washing, the cells were stained with a fixable viability dye‐e506 (eBioscience) in PBS. For extracellular staining only, cells were fixed in 2% PFA and resuspended in flow cytometry buffer. For intracellular staining, cells were resuspended in Foxp3 Intracellular staining kit (eBioscience) according to the manufacturer's protocol. All flow cytometric analysis was performed using a BD LSRFortessa device, and sorting was performed on an Aria fusion, with a FACSDiva software version 8. Data were transferred and analysed using the FlowJo software V10 (Tree Star, Oregon, USA).

The gating strategy employed was as followed—cells were first selected based on size using the FSC‐A and SSC‐A. Then, doublets were removed from the analysis using SSC‐A versus SSC‐W and FSC‐A versus FSC‐H. Lastly, live cells were selected for by gating on cells negative for the fixable viability dye‐e506. Gating for T cells employed CD45 and CD3 markers as well as CD4 and CD8 to define subpopulation. Gating for TAM population relied on CD11b^+^ CD45^low^ P2RY12^+^ CD49d^−^ marker expression for TAM‐MG and CD11b^+^ CD45^high^ P2RY12^−^ CD49d^+^ for TAM‐BMDM.

#### Immunohistochemistry and tissue analysis

Frozen and FFPE tumour tissues were obtained for the GL261 allograft model and the genetic models Ntv‐a;PDGFB+Shp53, *Pten* ^−/−^;*p53* ^−/−^, the *Pten* ^−/−^;*p53* ^−/−^;*Idh1* ^R132H^ and PDGFB (Jacques *et al*, 2010; Bowman *et al*, 2016; Zhang *et al*, 2019). The mouse samples were processed at UCL IQpath laboratory. Dewaxing, antigen retrieval and pretreatment with appropriate serum were performed as per published protocols (Badodi *et al*, 2017). One section per biological replicates was analysed and quantified for each mouse model, and the number of biological replicates per mouse model is indicated in the figure legends. Stained cells were cultured and conditioned on coverslips. After incubation time, the cells were fixed and permeabilised with 0.1% triton. Following pretreatment with appropriate serum, cells were incubated with primary and then secondary antibody for 1 h each. Coverslips were mounted on slide using prolong gold anti‐face mounting with DAPI (Life Technology, P36981). An isotype control was performed to validate the quenching of fluorescence from reporter gene. A Leica DM5000 Epi‐Fluorescence microscope was used for analysis of immunocytochemistry and on Zeiss confocal 880 with Zen 2.3 SP1 program for immunohistochemistry. Definiens Tissue Studio Software (Definiens AG) was used for quantification.

#### Antibody list

The following antibodies were used for immunoassays: p‐S6 Ser240/244 (Cell Signalling, 5364 and 6520), S6 (Cell Signalling, 2217), p‐4EBP1 Thr37/46 (Cell Signalling, 2855), 4EBP1 (Cell Signalling, 9644), p‐AKT Ser473 and Thr308 (Cell Signalling, 9271 and 9275), AKT (Cell Signalling, 4691), p‐STAT3 Tyr705 (Cell Signalling, 4113 and BioLegend, 651021), STAT3 (Cell Signalling, 9139), p‐P65 (Cell Signalling, 3031 and 5733), P65 (Cell Signalling, 8242), Vinculin (Sigma, V4505), Iba1 (Wako, 019‐19741), CD11b (eBiosciences, 17‐0112‐82) and (Abcam, ab8878), CD45 (BioLegend, 103105), Ki67 (BioLegend, 652413), Granzyme b (BioLegend, 337221) and Perforin (BioLegend, 154406). IFNʏ (BioLegend, 505826), CD49d (BioLegend, 103618 and 304313), CD44 (BioLegend, 10349), CD62L (BioLegend, 104438), CD3 (BioLegend, 152303), CD4 (BioLegend, 100427), CD8 (BioLegend, 100722 and 100732), PU.1 (Cell Signalling, 2258), c‐kit (Abcam, ab212518), CD41 (BioLegend, 303702), CD235a (Life Technology, 14‐9987‐82), P2RY12 (Atlas, HPA014518 and 848006), TREM2 (Abcam, ab86491),TMEM119 (Sigma, HPA051870), MHCII (BioLegend, 107607), F480 (BioLegend, 123130), Sox2 (Santa cruz, sc‐17320) and NANOG (BioLegend 16H3A38).

#### Quantification of immunocytochemistry and immunohistochemistry

For co‐expression analysis on tissue, a protocol was developed on Definiens software to automatically identify DAPI and the markers of interest. The protocol was composed of the following steps: tissue detection, ROI detection and cellular analysis. In tissue detection, the programme is taught to recognise tissue versus the glass slide. Under ROI detection, the areas of interest were defined manually. Under cellular analysis, DAPI or haematoxylin stain was used to identify nucleated cells and the cell marker was used to define area of nucleated cells. The software was trained on a subset of tissue regions and then automatically applied to entire slides. The number of cells co‐expressing the marker of interest and the number of DAB‐positive cells was then calculated. For co‐expression analysis on stained cells, the colocolisation threshold tool on ImageJ was used to calculate the % of voxels colocalised between channels.

### *In silico* analysis

#### Processing and analysis of RNA‐Seq and DNA methylation data

Total RNA was extracted from sorted cells, cultured cells and FFPE tissue. TAM‐MG were sorted by gating on single live CD11b^+^ CD45^low^ cells. Cells were sorted into TRIzol (Sigma, #93289), and using chloroform (0.2 ml per 1 ml of TRIzol), the aqueous phase was separated by centrifugation, from which RNA was extracted using the RNA extraction Microkit (Qiagen, 74004) following manufacturer's protocol. Human GBM and GL261 bulk tumour RNA was extracted from tumour tissue scrapped off FFPE slides, using the FFPE RNA/DNA Purification Plus Kit (NORGEN, 54300) following manufacturer's protocol. RNA and DNA were extracted from cultured cells using the RNA/DNA/Protein Purification Kit (NORGEN, 47700) following manufacturer's protocol.

Library preparation (SmartSeq2 and NexteraXT) and sequencing (HiSeq4000 75 bp pair end (Illumina) were carried out at Oxford Genomics Centre. RNA‐Seq data were processed using two separate pipelines. For hierarchical clustering and principal component analysis, transcript‐level expression was estimated directly using the pseudoalignment package Salmon (Patro *et al*, 2017). The results were then aggregated to obtain gene‐level expression estimates in units of transcripts per million (TPM), which are normalised for library size and transcript length. For the purpose of identifying deregulated genes, gene counts were first estimated using the gapped alignment software STAR (Dobin *et al*, 2013). The reference genomes used in both pipelines are Ensembl GRCm38 (release 90) for mouse data and Ensembl GRCh38 (release 90) for human data. DE genes are computed using the R package edgeR (Robinson *et al*, 2010), requiring a minimum absolute fold change of 1.5 and a false discovery rate lower than 0.05. Functional analysis of DE gene lists was carried out on the IPA software.

DNA methylation data for GIC lines were assayed on the Illumina Human Methylation EPIC or 450K microarrays. EPIC array data were reduced to include only the same probes as the 450K data (these have the same chemical design and are therefore comparable). Raw array data were first preprocessed using the ChAMP package in R to remove failed detections and probes with known design flaws (Feber *et al*, 2014), before normalisation using the SWAN algorithm (Maksimovic *et al*, 2012).

#### Published transcriptomic dataset used in this study

Preprocessed gene expression data from the TCGA‐GBM RNA‐Seq and the Gravendeel‐GBM Microarray repository were downloaded from the GlioVis data portal (Bowman *et al*, 2017), resulting in 138 samples from the TCGA dataset and 135 samples from the Gravendeel dataset. RNA‐Seq data published by Bowman *et al* (2016) of TAM‐MG, TAM‐BMDM, healthy microglia and healthy monocytes from the GL261 model were obtained from the GEO database (GSE86572).

#### Computing GBM subgroup based on DNA methylation and transcriptomic profile

Subgroups of GBM have previously been described based on analysis of methylome data (Sturm *et al*, 2012). Our bulk FFPE and GIC samples were assigned to subgroups on this basis using a published random forest classifier (Capper *et al*, 2018), which requires raw methylation array data as an input. Using transcriptomic data from the bulk FFPE and GIC samples as well as data from the TCGA cohort, the subgroup were computed according to Wang *et al* (2017) using the provided software tool.

#### Evaluation of immune cell infiltration

Tumour‐infiltrating immune cells were calculated using the CIBERSORT algorithm (Newman *et al*, 2015). CIBERSORT is an analytical tool, with a gene expression signature of 547 marker genes, used for quantifying the infiltrated immune cell composition fractions. LM22 is the annotated gene signature matrix defining 22 immune cell subtypes, including seven types of T cells, naïve B cells, memory B cells, plasma cells, resting and activated NK cells, monocytes, M0‐M2 macrophages, resting and activated dendritic cells, resting and activated mast cells, eosinophils and neutrophils, which were downloaded from the CIBERSORT web portal (http://cibersort.stanford.edu/). Immune cell fraction of all the bulk RNA‐Seq samples was analysed using the CIBERSORT algorithm.

#### Calculation of gene signature enrichment scores with ssGSEA

Gene signatures that discriminate TAM‐MG and TAM‐BMDM in the context of a mouse tumour model were obtained from a study by Bowman *et al* (2016). These were converted into human orthologs using the HomoloGene database provided by NCBI (https://www.ncbi.nlm.nih.gov/homologene, build 68), which resulted in human signatures of 340 genes for TAM‐MG (from 378 mouse genes) and 377 for TAM‐BMDM (from 458) (Table EV1). A human mTOR signature was obtained from the Molecular Signatures Database (mSIGDB, (Subramanian *et al*, 2005) (Table EV1). The NF‐κB (hsa04064) was obtained from the KEGG database, the “negative regulation of lymphocyte” and “T‐cell differentiation” signature were obtained from Luoto *et al* (2018), and the T‐cell chemotaxis, antigen presentation, STAT3 and IFNγ signatures were obtained from the ssGSEA database (Table EV1).

The function gsva in the homonym package from the R Bioconductor repository was used to compute ssGSEA scores, with “method=ssgsea” and default settings. The ssGSEA scores were calculated for each of the signatures (Barbie *et al*, 2009), in the 148 TCGA‐GBM samples as well as the *Rheb1* ^fl/fl^ and *Rheb1* ^Δ/Δ^ bulk GL261 tumours and TAM‐MG RNA‐Seq samples. Scores were standardised using a z transform across samples for each signature.

#### Pearson correlation analysis

For the bulk samples, a correlation analysis between CIBERSORT immune cell fraction values and ssGSEA enrichment scores was performed separately for each group (fl/fl and Δ/Δ) in R, using the CRAN package Hmisc and functions rcorr with default settings, to extract Pearson coefficients. To compare correlation coefficients between the two sample groups, the Pearson scores were subtracted (Δ/Δ−fl/fl) to obtain a differential correlation score.

Similarly, for the TAM‐MG RNA‐Seq samples, Pearson correlation was calculated across signatures ssGSEA enrichment scores. With the TCGA‐GBM samples, the Pearson correlation was computed between mTOR signature scores and both TAM‐MG and TAM‐BMDM separately.

#### Statistical analysis and data visualisation

All statistical analysis was completed using python V2.7 or GraphPad Prism Pro V8. Flow cytometry plots and histogram were plotted in Flow Jo V10. All other scatter plots, boxplots were plotted with python V2.7, R and relevant Bioconductor packages or GraphPad Prism Pro V8 and IPA software (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis).

Parametric data are presented as mean ± standard error of the mean (SEM). *P *< 0.05 was considered statistically significant, with *P* < 0.05, < 0.01 and < 0.001 represented with *, **, ***, respectively. Further information on statistical analysis of specific datasets is indicated in the figure legends.

Schematics were created using bioRENDER (https://biorender.com/) or IPA software.

## Author contributions

AAD and SM conceived the study, designed and interpreted experiments. AAD performed experiments and analysed results. NP and GR performed all computational analyses. LG and CV established the patient‐derived cell lines (GIC and EPSC). TOM assisted with intracranial injection experiments. JR and NA identified and consented the patients for the study. SB obtained ethical approval and supervised human sample collection and pathological analysis. JAJ, RLB, DS, JW, AM, and ABH shared datasets and essential expertise. SM supervised the study. AAD, GR and SM wrote the manuscript with contribution from all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

## Data Availability

RNA‐Seq data: Gene Expression of the GL261 TAM‐MG and the Bulk GL261 from *Cx3cr1‐Rheb1^‐/‐^* and *Rheb1^fl/fl^* samples (Omnibus GSE147329 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147329) Other datasets generated in this study are available at the following databases: RNA‐Seq data: Gene Expression TCGA‐GBM RNA‐Seq normalised count reads, downloaded from http://gliovis.bioinfo.cnio.es/
RNA‐Seq data: Gene Expression TCGA‐Gravendeel RNA‐Seq normalised count reads, downloaded from http://gliovis.bioinfo.cnio.es/
RNA‐Seq data: Gene Expression of Bowman *et al* dataset Omnibus GSE86572 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86572) Methylation Array: Omnibus GSE147329 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147329)

# Supplementary material for: Microglia promote glioblastoma via mTOR‐mediated immunosuppression of the tumour microenvironment
**Source:** EMBO J. 2020 Jun 22;39(15):e103790. doi: 10.15252/embj.2019103790
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

# Expanded View Figures

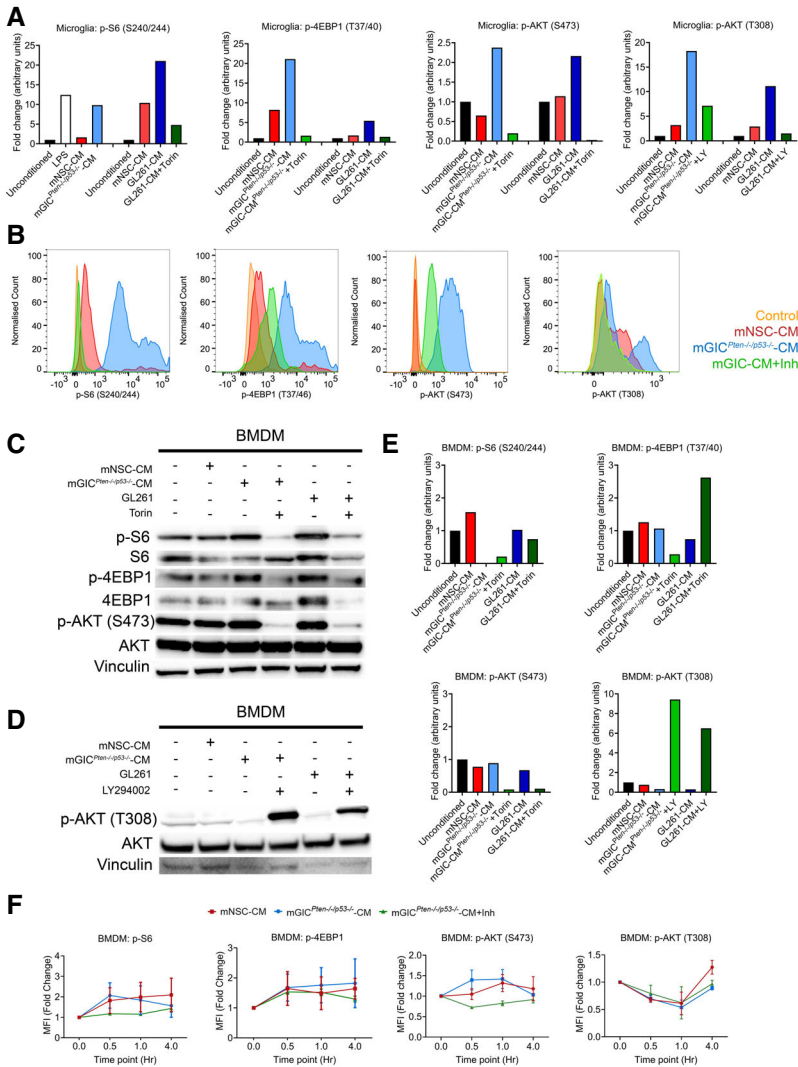

**Figure EV1. Microglia and BMDM are differently conditioned by mGIC-secreted factors *in vitro*.**

- A** Quantification of immunoblotting analysis from conditioned microglia whole cell lysates at 4 h incubation for p-S6, p-4EBP1 and p-AKT S473 and at 0.5 h incubation for p-AKT T308. Data normalised to non-phosphorylated protein and to vinculin.
- B** Representative flow cytometry plots of microglia under different culture condition at 4 h incubation for p-S6, p-4EBP1 and p-AKT S473 and at 0.5 h incubation for p-AKT T308.
- C–E** Signalling was analysed in conditioned BMDM by immunoblotting of whole cell lysate collected at 4 h for p-S6, p-4EBP1 and p-AKT S473 (C) and at 0.5 h incubation for p-AKT T308 (D), which was quantified by normalisation with non-phosphorylated protein and vinculin (E).
- F** Flow cytometry analysis was carried out in BMDM for p-S6, p-4EBP1, p-AKT S473 and p-AKT T308. Each treatment was normalised to unconditioned control ( $n = 3$ ; mean  $\pm$  SEM; two-way ANOVA Tukey test).

Source data are available online for this figure.

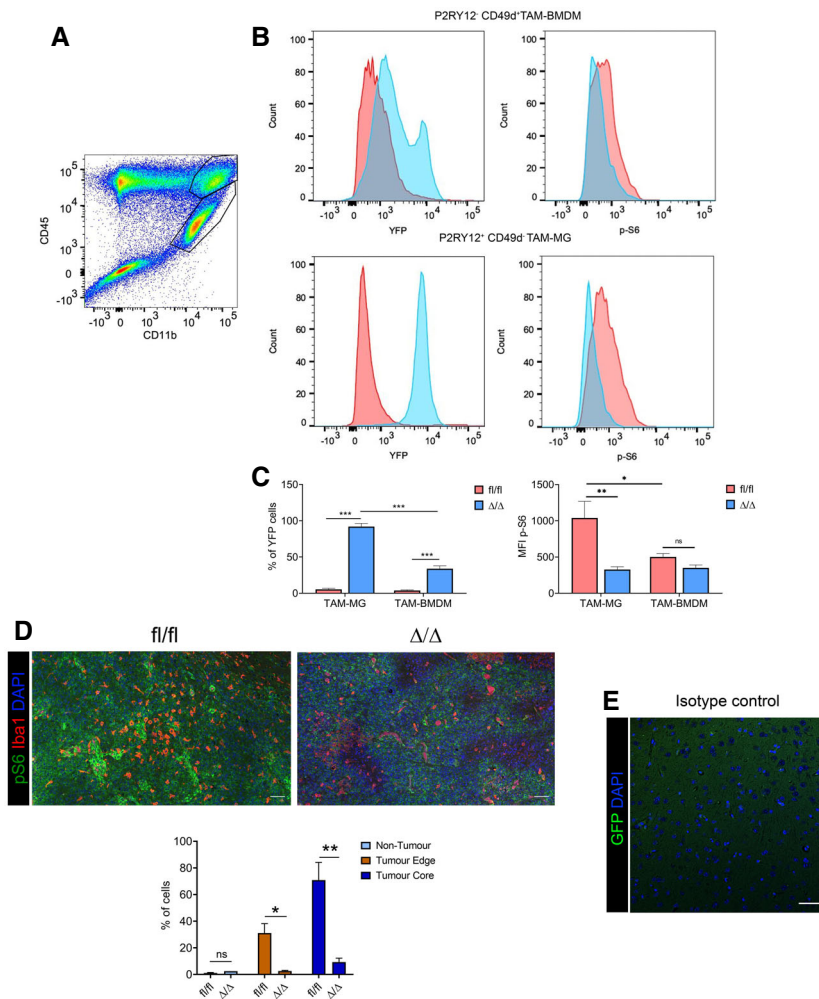

**Figure EV2. *Cx3cr1-Rheb1*<sup>Δ/Δ</sup> mice display inhibition of mTORC1 signalling in GL261 TAM.**

- A** Representative flow cytometry plot for the expression of CD45 and CD11b in GL261 tumour, with CD45<sup>high</sup> CD11b<sup>+</sup> TAM-BMDM (top gate) and CD45<sup>low</sup> CD11b<sup>+</sup> TAM-MG (lower gate).
- B** Representative flow cytometry plot of YFP (left) and p-S6 (right) levels in TAM-BMDM (top) and TAM-MG (bottom) in *Cx3cr1-Rheb1*<sup>Δ/Δ</sup> (blue) versus *Rheb1*<sup>fl/fl</sup> (red) GL261 tumours.
- C** Percentage of TAM-MG and TAM-BMDM expressing YFP in *Cx3cr1-Rheb1*<sup>Δ/Δ</sup> ( $n = 6$ ) and *Rheb1*<sup>fl/fl</sup> ( $n = 6$ ) mice. MFI levels of p-S6 in P2RY12<sup>+</sup> CD49d<sup>-</sup> TAM-MG and P2RY12<sup>-</sup> CD49d<sup>+</sup> TAM-BMDM in *Rheb1*<sup>fl/fl</sup> ( $n = 6$ ) compared to *Cx3cr1-Rheb1*<sup>Δ/Δ</sup> ( $n = 6$ ) GL261 tumours (mean  $\pm$  SEM; two-way ANOVA Tukey test).
- D** Staining for Iba1, p-S6 and DAPI in *Rheb1*<sup>fl/fl</sup> ( $n = 3$ ) and *Cx3cr1-Rheb1*<sup>Δ/Δ</sup> ( $n = 2$ ) tumour tissue (top) and percentage of Iba1<sup>+</sup> cells co-expressing p-S6 in the three defined regions (bottom) (mean  $\pm$  SEM; two-way ANOVA Tukey test). Scale bar is 100  $\mu$ m.
- E** Isotype control stain demonstrating quenching of fluorescence from reporter gene (scale bar 50  $\mu$ m).

Data information: \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ , ns non-significant.

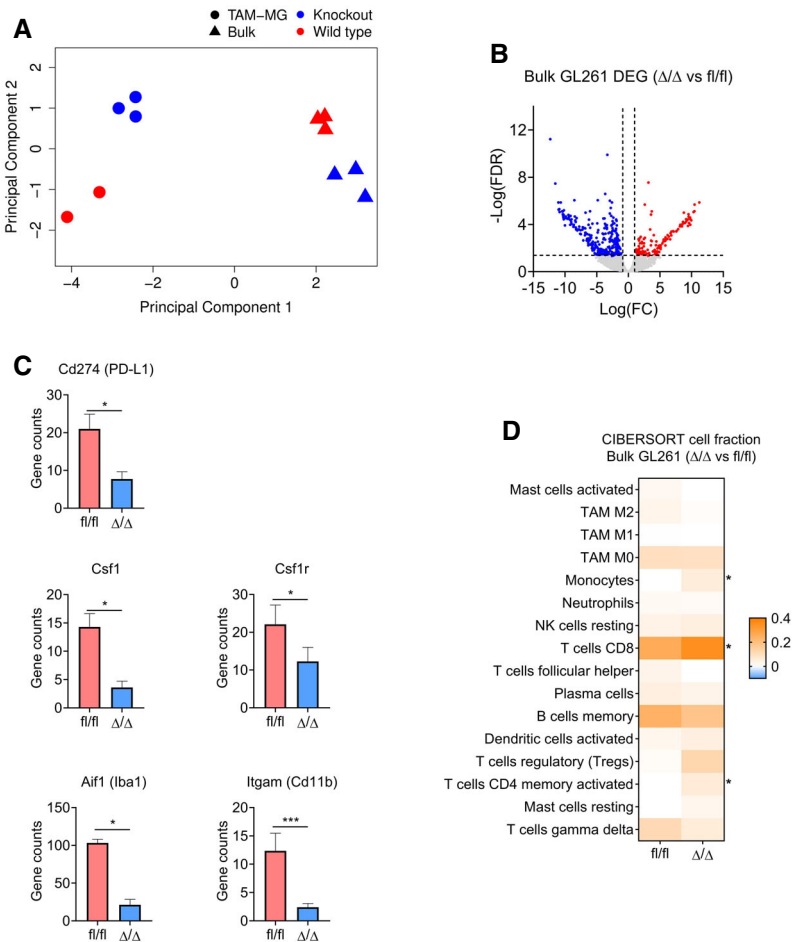

**Figure EV3. Genetic inhibition of mTORC1 signalling in TAM affects the immune landscape of GL261 tumours.**

- A Principal component analysis of bulk (triangle) and TAM-MG (circle) RNA-Seq samples from *Rheb1<sup>fl/fl</sup>* (red) and *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* (blue) GL261 tumours.
- B Volcano plot of differentially expressed genes between *Rheb1<sup>fl/fl</sup>* ( $n = 3$ ) and *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) GL261 tumours. Red and blue points mark genes with significantly increased or decreased expression, respectively ( $FDR \leq 0.05$ ). The x-axis shows expression log fold changes (FC), and the y-axis shows the  $-\log$  of the false discovery rate (FDR).
- C Expression levels (TPM) of *Csf1r*, *Csf1*, *Aif1* (*Iba1*), *Itgam* (*Cd11b*) and *Cd274* (*PD-L1*) in *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) versus *Rheb1<sup>fl/fl</sup>* ( $n = 3$ ) (mean  $\pm$  SEM, likelihood ratio test in edgeR). \* $FDR \leq 0.05$ , \*\*\* $FDR \leq 0.001$ .
- D CIBERSORT cell fractions calculated from the TPM of *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) versus *Rheb1<sup>fl/fl</sup>* ( $n = 3$ ; mean  $\pm$  SEM; two-way ANOVA Tukey test). \* $P \leq 0.05$ .

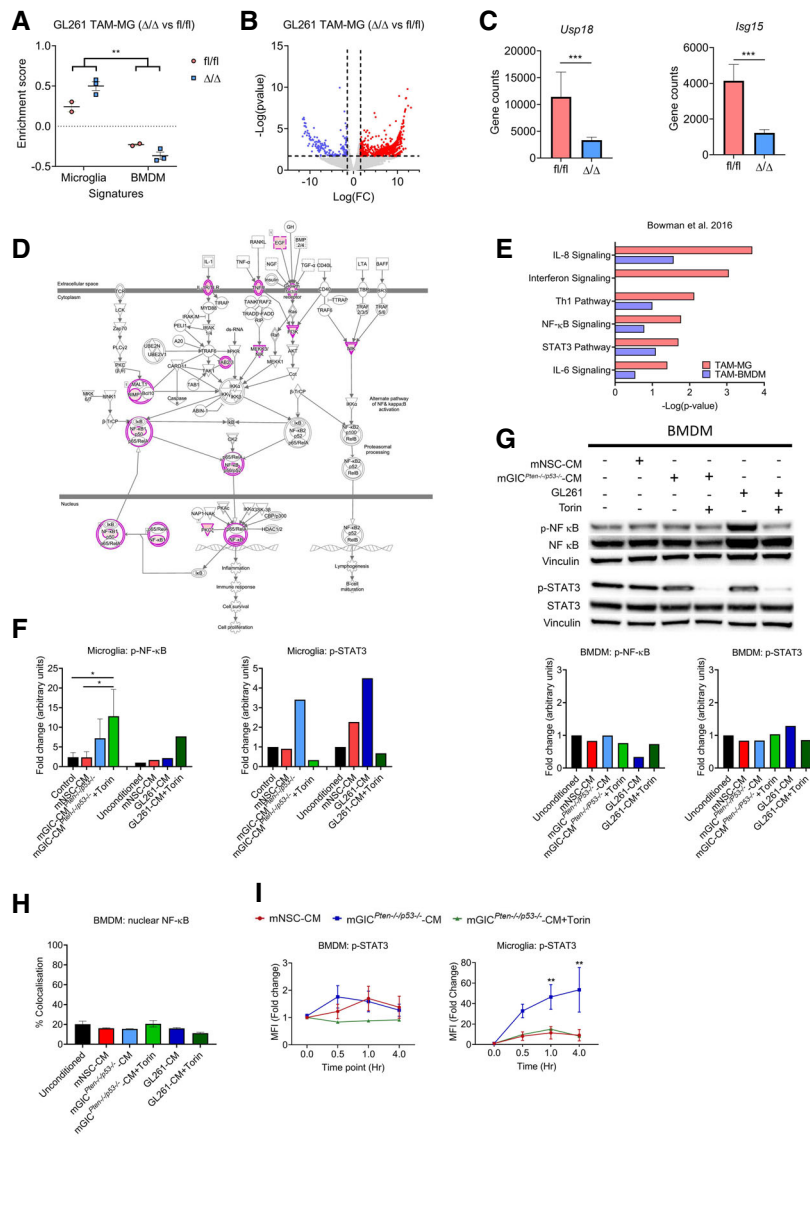

**Figure EV4. Tumour-conditioned microglia but not BMDM display mTOR-dependent increased STAT3 and decreased NF-κB signalling.**

- A** ssGSEA enrichment scores from TAM-MG and TAM-BMDM signature in *Rheb1<sup>fl/fl</sup>* ( $n = 2$ ) and *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) RNA-Seq from TAM-MG of GL261 tumours (mean  $\pm$  SEM; two-way ANOVA Tukey tests).
- B** Volcano plot of differential expression analysis of genes between *Rheb1<sup>fl/fl</sup>* ( $n = 2$ ) and *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) TAM-MG. Red and blue points mark genes with significantly increased or decreased expression, respectively ( $P \leq 0.02$ ). The x-axis shows expression log fold changes (FC), and the y-axis shows the  $-\log$  of the false discovery rate ( $P$ -value).
- C** Expression levels of *Isg15* and *Usp18* in *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* ( $n = 3$ ) versus *Rheb1<sup>fl/fl</sup>* TAM-MG ( $n = 2$ ) as calculated from the DEG analysis (mean  $\pm$  SEM, likelihood ratio test in edgeR).
- D** Schematic representation of the NF-κB pathway with genes deregulated in *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* versus *Rheb1<sup>fl/fl</sup>* TAM-MG. Pink circles indicate deregulated expression of the protein, which when coloured in pink upregulated.
- E** Deregulated canonical pathways in GL261 TAM-MG and TAM-BMDM, as identified by the IPA software between *Cx3cr1-Rheb1<sup>Δ/Δ</sup>* and *Rheb1<sup>fl/fl</sup>* TAM-MG.
- F** Quantification of immunoblotting analysis from conditioned microglia whole cell lysates at 4 h incubation for p-NF-κB (p-P65) ( $n = 3$ ) and p-STAT3 ( $n = 1$ ), normalised to non-phosphorylated protein and vinculin (mean  $\pm$  SEM; one-way ANOVA Tukey tests).
- G** Signalling was analysed in conditioned BMDM by immunoblotting of whole cell lysates collected at 4 h for p-NF-κB (p-P65) and p-STAT3, which was normalised to non-phosphorylated protein and vinculin.
- H** Quantification of nuclear translocation of NF-κB (P65) from immunofluorescence staining. Unit represent the % of voxels in the NF-κB channel colocalised with DAPI ( $n = 3$ ; mean  $\pm$  SEM; one-way ANOVA Tukey tests).
- I** Flow cytometry analysis of p-STAT3 in conditioned microglia and BMDM ( $n = 3$ ; mean  $\pm$  SEM; two-way ANOVA Tukey tests).

Data information: \* $P \leq 0.05$ , \*\* $P \leq 0.01$ , \*\*\* $P \leq 0.001$ .

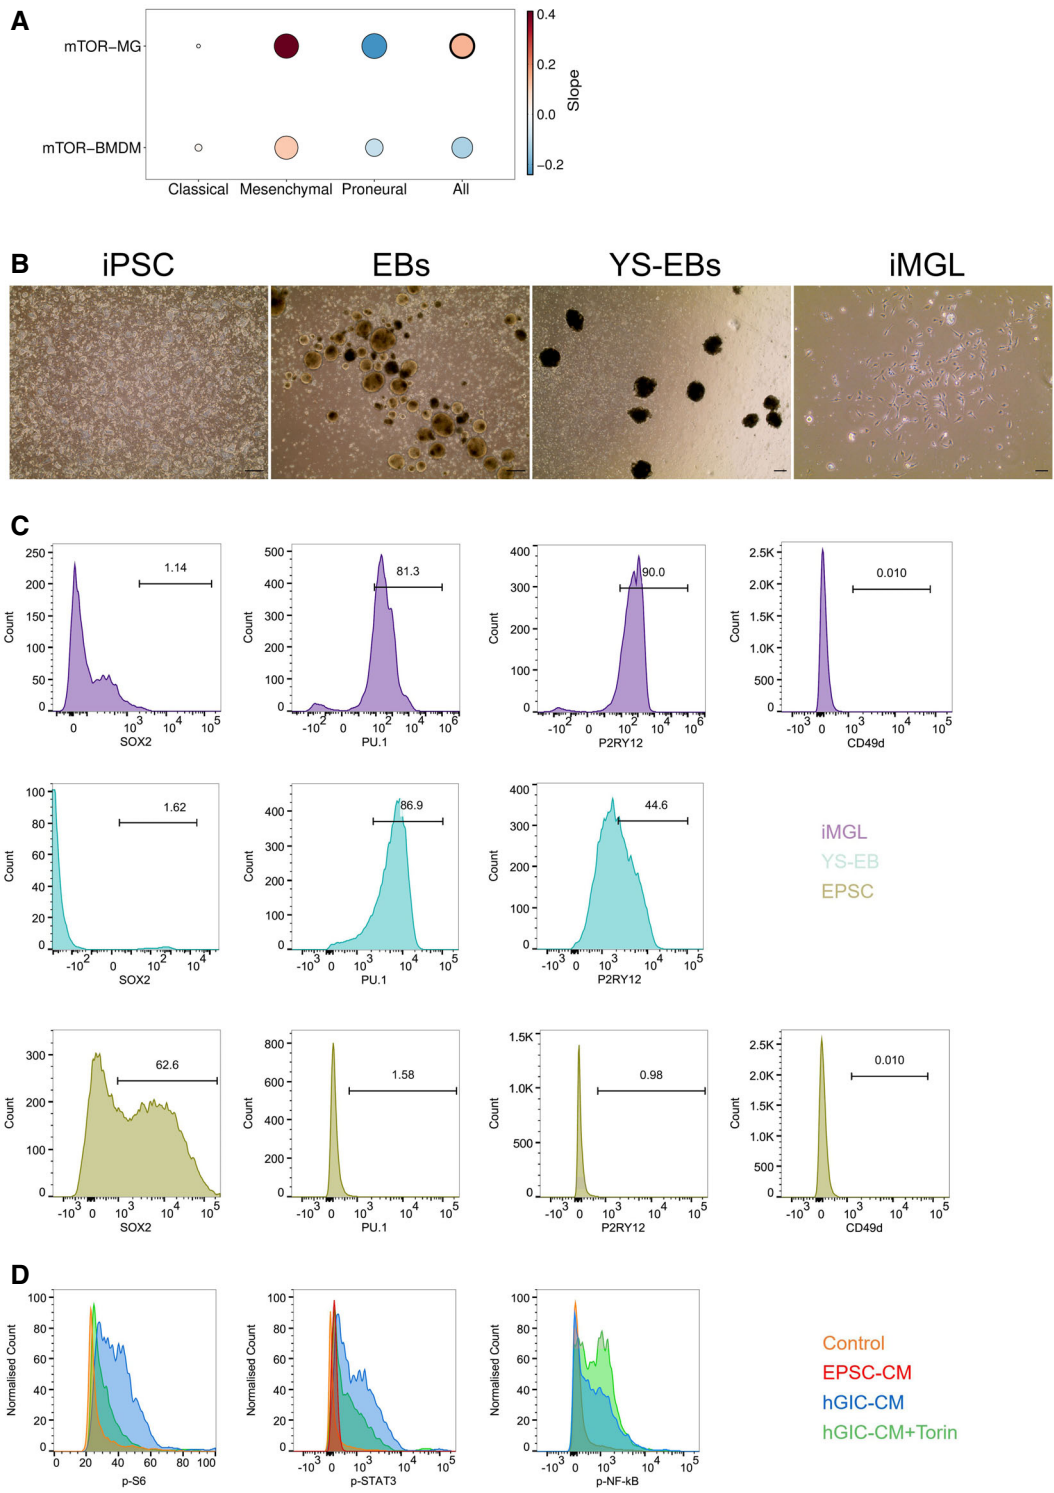

Figure EV5.

**Figure EV5. STAT3 and NF- $\kappa$ B signalling are regulated by mTOR activity in TAM-MG in human glioblastoma.**

- A Correlation between ssGSEA enrichment scores for the mTOR signature versus TAM-MG or TAM-BMDM signatures in Gravendeel-GBM transcriptomic data. Comparison carried out on all IDH-wild-type samples and in a subgroup-specific manner according to Wang's classifier. Size of circle is indicative of R-square value and bold outline represents a  $P \leq 0.05$ .
- B Representative images of differentiation protocol of EPSC into EBS, YS-EBs and iMGL. Scale bar is 50  $\mu$ m.
- C Representative flow cytometry plots for changes in expression of surface markers during differentiation of EPSC to iMGL. Histogram of expression of SOX2 (stem cell marker), PU.1 (early yolk sac marker), P2RY12 (microglia-specific marker) and CD49d (macrophage specific marker) by EPSC, YS-EBs and iMGL are shown.
- D Representative flow cytometry plots of expression of p-S6, p-STAT3 and p-NF- $\kappa$ B (p-P65) in iMGL following 4 h of incubation with different culture conditions.

How the deposited data were processed for this re-analysis (not part of the article)

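RNA-seq of the paper was analysed from 11 libraries: 6 of bulk GL261 tumours, with 3 Rheb1 fl/fl and 3 Cx3cr1-Rheb1 Δ/Δ mice, and 5 of TAM-MG sorted from such tumours, with 2 Rheb1 fl/fl and 3 Rheb1 Δ/Δ mice. Each library is a biological replicate, and the replicate numbers do not pair mice of different genotypes. The sample labels call the groups wild type and knockout, and they were matched to the paper's Rheb1 fl/fl and Rheb1 Δ/Δ by the design that the paper states.

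The authors deposited counts per gene and TPM values for each experiment. Counts are raw counts from STAR, and TPM values come from Salmon, both on an Ensembl annotation of GRCm38. The version of either tool is not given in the paper's text. The deposited bulk TPM values cover part of the genes only, and were used as they are. The TPM values of TAM-MG end with an unnamed total that equals 100% of the sum over the genes. This total was left out of every step, as was the total of the TAM-MG counts. The values of each library were otherwise used as deposited. Of 50686 gene identifiers, 50376 (99.4%) had a name in the annotation at hand, which is of GRCm38 too, and coordinates come from it.

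Counts were tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr (a minimum count of 10 and a total of 15), libraries were scaled by TMM, and genotypes were compared with the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.5-fold, and counts at an unadjusted p of at most 0.02 and the same fold are given beside it. Standard errors of log2 fold changes were derived from the test's F statistic. A fold against a group without counts is given as a bound, with a floor of 3 counts over the group, and covers counting error only. The difference of the genotype effect between TAM-MG and bulk tumours was tested as an interaction over all 11 libraries. Lists of genes were compared with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and with fry. The 35 lists were fixed before the data were examined. Some hold genes that the paper reports as changed in these libraries, such as Itgam, Isg15 and Usp18. For this reason the lists are not fully independent of the data. They hold markers of microglia and macrophages, monocytes, T cells, effector cells, regulatory T cells with checkpoints, B, NK and dendritic cells, granulocytes, neurons, astrocytes, oligodendrocytes, endothelial cells, erythroid cells and other tissues, and genes of MHC class I and II, interferon, NF-κB, STAT3, cytokines, chemokines, pattern receptors, PI3K, mTOR, ribosomal proteins, glycolysis, sterol synthesis, lysosomes, proliferation, dissociation stress and the mitochondrial genome. The 10 signatures of Table EV1 were matched from human to mouse genes by the same symbol, with a short map for others, and tested in the same way, as a family of their own. Symbols without a match were left out, which leaves 86 of 157 for antigen presentation, 808 of 1220 for negative regulation, 79 of 92 for Th1 and Th2 differentiation and 50 of 52 for mTOR.

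Signatures were also scored per library by ssGSEA, written in R with a weight of 0.25 on the ranks of TPM and with scores divided by their range over the signatures and libraries of an experiment, and genotypes were compared with exact permutation tests. Principal components were computed on log2(TPM + 1) over genes with a TPM of at least 1 in at least 2 libraries. The smallest exact p is 0.1 for either experiment. Non-overlapping groups arise by chance for 10% of genes in bulk tumours and 20% in TAM-MG.

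Genes named in the text are those that the paper names for these data and the first 4 tested genes of each list or signature described, of which some are not reported here. A rule for called genes, the 6 with the smallest p in each direction, gave none, because no gene was called. Genes named for their small p were chosen after their values were seen and are marked as such. For the other signatures of Table EV1 only scores, counts and medians are given. Molecules of Dataset EV2 were chosen by the study on these libraries.

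The test was run on simulated data with 200 changed genes per experiment, and its calls were not split by abundance. It called 2, 48, 68 and 94% of genes changed 2-, 4-, 8- and 16-fold in bulk tumours and 0, 10, 38 and 60% in TAM-MG. It called 7 unchanged genes among 16216 genes run for bulk tumours and 1 among 13946 for TAM-MG. The likelihood ratio test called 33 and 39 of them. The common biological coefficient of variation was 0.80 in bulk tumours and 0.99 in TAM-MG. Camera called 0 of 200 unchanged lists in either experiment. These were lists of simulated genes, so this is not the rate of false calls for the real lists, whose genes can be correlated. In the bulk tumours the estimated correlation within a list ran from -0.10 (granulocytes) to 0.70 (ribosomal proteins). There, splits of the tumours that mix the genotypes gave from 1 to 20 called lists.

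Before the data were examined, 60 alternatives were set: the likelihood ratio test that the paper's figure legends name, DESeq2 1.42.0, other scalings, other filters, counts thinned to the smallest library, limma on log2(TPM + 1) or log2(TPM + 0.1), other gene sets for scores and components, and leaving out each library in turn. After it, 13 were added, among them a correction for transcript length and GC content per library, fitted with splines of 5 degrees of freedom. This correction was first run with each library's mean removed too, and a form that keeps the mean was made after that result was seen. Both are reported. Removing the mean is a change of scale, so libraries were also scaled to an equal mean of log CPM without regard to length or GC content, over all tested genes or over genes with at least 10 counts in every library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Cell fractions by CIBERSORT, pathway analysis with upstream regulators, flow cytometry, human data and cultured cells were not analysed here.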

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

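The tests of a loss of microglia and macrophages in bulk tumours, the test of macrophages in the TAM-MG sort, both corrections for transcript length and GC content, the scalings to an equal mean of log CPM and the left-out libraries of the interaction were chosen after the results were seen.

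The genotype effect was tested for a difference between TAM-MG and bulk tumours, and 48 of 21342 genes passed at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Among the named genes, the difference of log2 fold changes, TAM-MG minus bulk tumour, was 8.16 for Il1b, a cytokine of inflammation (standard error 1.24), 9.20 for Cav1, a membrane protein of caveolae (1.41), 4.18 for Sall1 (0.67) and 8.34 for Hk1, a hexokinase (1.43). Ms4a4c had no counts in Cx3cr1-Rheb1 Δ/Δ tumours, and Rtel1 and Aqp4, the water channel of astrocytes, had none in Rheb1 fl/fl TAM-MG. With a floor of 3 counts over the group, their differences are at least 7.94, 8.81 and 7.33, and the fit's 11.05, 12.40 and 10.90 rest on the small count that it adds. For these 7 genes the adjusted p ran from 0.0456 to 0.047 from the same test. Of 11 fits that each left out a library, the call held in 5 for Ms4a4c, Il1b and Cav1, 4 for Rtel1, 3 for Hk1 and 2 for Sall1 and Aqp4. The number of genes called was 1 without bulk Rheb1 fl/fl replicate 35 or 110, 10 without 38, 6 and 14 without bulk Δ/Δ replicates 26 and 36, and 25, 361, 80 and 20 without TAM-MG replicates 74, 78, 54 and 63. On simulated data the same test called 29.7% of genes whose difference was 8-fold, and 12 unchanged ones.

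The same difference was positive for 7 gene lists, each with an adjusted p under 0.05 with both a preset and an estimated correlation in camera. The median difference was 2.83 for regulatory T cells and checkpoints, 2.39 for cytokine receptors, 2.24 for chemokines with their receptors, 1.94 for interferon-γ targets, 1.62 for interferon receptors and regulators, 1.41 for the NF-κB pathway and 1.32 for PI3K and Akt signalling. With an estimated correlation the adjusted p was 0.0352 for each of them apart from interferon-γ targets (0.0353). For type I interferon targets the median difference was -0.22 (adjusted p = 0.516 from camera), and for markers shared by microglia and macrophages it was 1.42 (adjusted p = 7.49e-09, adjusted p = 0.159 with an estimated correlation). The tissues also differ in fixation and in cell content, so this difference is not that of a single cell type.

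Xist, transcribed from the inactive X chromosome, had 10643 counts in bulk tumour Rheb1 fl/fl replicate 35 and at most 5 in the other 10 libraries, and the paper's text does not state the sex of the mice.

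In bulk tumours, interferon-γ targets had lower values in Cx3cr1-Rheb1 Δ/Δ than in Rheb1 fl/fl (adjusted p = 3.77e-39 from camera, adjusted p = 0.0969 with an estimated correlation). Against a trend with transcript length and GC content stands a median log2 fold change of -2.39 after the correction and -2.27 with each library's mean removed too (adjusted p = 6.81e-39 and 1.70e-36 from camera), and against an effect of the female mouse a median of -2.44 without replicate 35. A loss of microglia and macrophages alone would lower these targets by as much as the cells' markers, and whether it is the cause cannot be told apart: the median was lower than that of the markers by a further -0.97 (bootstrap interval over genes, 95%, -1.89 to -0.10, 10000 draws), but the interval over tumours, from means of log CPM, was -2.07 to 0.27, and 4 of the 24 markers, such as Itgam (-3.35), lay below the median of the targets. Whether the markers themselves are lower because of fewer cells or of less expression per cell cannot be told apart in whole tissue, since the higher of the medians of the microglial and macrophage lists was -1.09, but the paper's microglial signature, chosen to part microglia from macrophages, had one of 0.00 (adjusted p = 0.915 from camera). In sorted TAM-MG the shared markers had a median of -0.004, with 12 positive and 12 negative. It ran from -0.20 to 0.29 when single libraries were left out. All 18 markers of resting microglia were positive there (median 0.52). These values argue against less expression per cell in the sorted microglia, and they do not cover macrophages. Markers of cytotoxic effector cells and T cells, which make interferon-γ, were lower too (-2.34 and -1.89). The median of T cells was -0.48 with at least 10 counts in every library. The paper, however, finds more CD4 and CD8 T cells by flow cytometry and by staining of tissue. In cells stimulated in culture, it also finds more interferon-γ in CD4 T cells and more granzyme b in CD8 T cells. The cause of the lower targets stays open.

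In TAM-MG, 74.3% of the genes at an unadjusted p of at most 0.02 were higher in Rheb1 Δ/Δ cells. Whether scaling makes the excess cannot be told apart: the share was 73.7% or more with RLE factors or library size only, 68.2% with an equal mean of log CPM over genes with at least 10 counts in every library and 32.8% with one over all tested genes. Of all tested genes, 784 had no counts in Rheb1 fl/fl libraries and 39 none in Rheb1 Δ/Δ libraries, and these enter the last of these scales. Among genes above the median abundance, where 1 gene had no counts in both Rheb1 fl/fl libraries, 58.4% were higher (136 higher and 97 lower), so fewer genes detected in the Rheb1 fl/fl libraries may account for part of the excess. After correction for transcript length and GC content the share was 71.3% (standard error 1.87), above the 70% set beforehand for excluding these properties but by less than its standard error, a margin asked for after the share was seen, so that they stay open, and the 32.6% with each library's mean removed too goes with the change of scale. Without single libraries the share ran from 67.7% (without Rheb1 Δ/Δ replicate 54) to 84.1% (without Rheb1 fl/fl replicate 78), and the genotype itself stays open as a biological explanation.

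Also in TAM-MG, type I interferon targets had lower values in Rheb1 Δ/Δ cells. The corrections for transcript length and GC content gave medians of -1.08 and, with each library's mean removed too, -1.52 (adjusted p = 1.75e-25 and 3.59e-28 from camera), which argues against that trend as the whole cause. Leaving out Rheb1 fl/fl replicate 74 or 78 gave -1.02 and -1.28, which argues against a single library. Fewer macrophages in the sort would need their markers to be as low, and the median of these was -0.51, with intervals (95%) for the targets minus the markers of -1.30 to -0.09 over genes and -1.55 to -0.31 over libraries. A lower type I interferon response in Rheb1 Δ/Δ TAM-MG is a biological hypothesis consistent with these tests, found and tested on the same libraries, and other cells, such as T cells near the limit of detection, were not tested.

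The 6 bulk tumours can be split into 3 and 3 in 10 ways, too few for a share under 0.05. For genes called over all genes, 10 of the splits gave a count as large as the real one (0 for the real split and 0 for the highest other). The real split gave 799 genes at an unadjusted p of at most 0.02 and the highest other 408, 24 lists and 20, and 6 signatures and 4, so that 1 split, the real one, reached each of these.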

How the results depend on the processing

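Of the alternatives, the corrections for transcript length and GC content, the scalings to an equal mean of log CPM, the alternatives of the interaction and the components without each library were chosen after the data were seen. No paired analysis was possible because the replicate numbers do not pair mice of different genotypes. The median log2 fold change of all genes in bulk tumours moved by -0.09 with library size only, by -0.12 with limma on log2(TPM + 1) and by 0.12 with an equal mean of log CPM over all tested genes, which moved that of TAM-MG by -0.42, and changes with these settings are to be read relative to that. For gene and list values, 2245 comparisons with an alternative had the same direction and side of the threshold, 148 passed it in addition, 70 no longer did and 77 changed sign, and when single libraries were left out these numbers were 1272, 9, 17 and 82. For counts, scores and components, 216 comparisons stayed within their bounds, 57 moved and 3 changed sign, and when single libraries were left out 200 stayed, 19 moved and 12 changed sign. Of the genes, 97 had the same direction and side under all alternatives run and 103 did not, and of the lists and signatures 11 and 45. The cause of these changes was not tested, except that fewer libraries or other genes enter by construction. Low counts limit what can be said of effector and T-cell genes in TAM-MG, where 3 of 10 T-cell markers had no counts in a genotype and the sort for CD11b leaves such cells out, and a library left alone in its genotype is assumed to vary like the others.

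Genes called higher and lower in bulk tumours, 0 and 0 by the quasi-likelihood test (650 and 883 at an unadjusted p under 0.05), were 123 and 260 by the likelihood ratio test, 65 and 182 by that test without a filter, 140 and 334 by DESeq2, 17 and 85 without a filter, 8 and 54 with at least 10 counts in every library and 0 and 1 by limma, and ran from 0 to 1 and from 0 to 7 without each library, with 1 and 7 without Cx3cr1-Rheb1 Δ/Δ replicate 37. At an unadjusted p of at most 0.02, the numbers were 493 and 826 by DESeq2, 449 and 800 without a filter, 717 and 1141 by the likelihood ratio test without a filter, 172 higher by limma on log2(TPM + 0.1) and 438 higher with the correction that removes each library's mean, and the higher ones ran from 234 to 515 (515 without Cx3cr1-Rheb1 Δ/Δ replicate 37). In TAM-MG, genes called higher and lower were 175 and 70 by the likelihood ratio test, 85 and 36 without a filter in that test and 387 and 90 by DESeq2. At an unadjusted p of at most 0.02 they were 874 higher by the likelihood ratio test, 778 and 300 by it without a filter, 925 and 262 by DESeq2, 234 higher with at least 10 counts in every library, 283 and 585 with the correction that removes each library's mean and 282 and 579 with an equal mean of log CPM over all tested genes. Without each library they ran from 348 to 810 (810 without Rheb1 fl/fl replicate 78) and from 101 to 291 (291 without Rheb1 Δ/Δ replicate 54). Lists called higher in bulk tumours numbered 3 by limma on either pseudocount or without a filter and with at least 10 counts in every library, 0 by fry and 0 with an estimated correlation, which also left 0 lower, and 3 to 5 without each library (3 without replicates 35, 110 or 37). Signatures called lower in bulk tumours numbered 2 with an estimated correlation. Lists called higher in TAM-MG numbered 3 by limma on log2(TPM + 0.1), 2 by fry, 0 with an estimated correlation and 1 to 7 without each library (1 without Rheb1 fl/fl replicate 78), and those called lower 1 by fry, 1 with an estimated correlation and 3 to 7 without each library (7 without Rheb1 fl/fl replicate 74). Signatures called higher in TAM-MG numbered 2 without a filter, 2 by limma without a filter, 3 with at least 10 counts in every library and 0 with an estimated correlation. The number of genes whose genotype effect differed between the tissues was 835 by the likelihood ratio test, 76 without a filter, 8 with RLE factors and 1 to 361 without each library.

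The values that follow are log2 fold changes of genes, medians of lists and signatures, and differences of scores. Akt1 (-0.00706, -0.00724), Hk1 (-0.113, -0.116), P2ry12 (1.02, 2.01), Rtel1 (2.72, 4.17) and Syn1 (-0.0119, -0.0116) changed sign in bulk tumours with limma on log2(TPM + 1), with a pseudocount of 0.1 or without a filter. Tlr1 (0.0908, 0.149), the negative regulation signature (-0.0352, -0.0405, -0.04004) and the TAM-MG signature (-0.12, -0.197, -0.115) changed sign in bulk tumours with limma on log2(TPM + 1), with a pseudocount of 0.1 or without a filter. Aif1 (0.15), H2-K1 (0.00146, 0.00151), Jak1 (-0.0684, -0.0692), Nfkbia (0.473, 0.474), Plcg1 (0.421, 0.466) and Rpl10a (0.0933, 0.0934) changed sign in TAM-MG with limma on log2(TPM + 1), with a pseudocount of 0.1 or without a filter. Tlr1 (0.177, 0.188), Itga4 (0.000283), the MHC class I list (0.0596, 0.0599), the mTOR component list (0.296, 0.325, 0.305), the cytotoxic effector list (-0.599, -0.995) and the list shared by microglia and macrophages (0.105) changed sign in TAM-MG with limma on log2(TPM + 1), with a pseudocount of 0.1 or without a filter. The chemokine list (0.0332) changed sign in TAM-MG with limma on log2(TPM + 1), with a pseudocount of 0.1 or without a filter. The cytotoxic effector list (-1.75), the list shared by microglia and macrophages (0.0038) and the pattern receptor list (-0.00839) changed sign in TAM-MG with at least 10 counts in every library. Ly6c2 (-0.0698) and the mTOR component list (0.00889) changed sign in TAM-MG with counts thinned to the smallest library. Aif1 (0.00714), Mlst8 (-0.0303) and the list shared by microglia and macrophages (0.0126) changed sign in TAM-MG with library size only. Aif1 (0.011), the mTOR component list (0.0324) and the list shared by microglia and macrophages (0.0189) changed sign in TAM-MG without a filter. The chemotaxis signature's score difference (0.0286), the bone-marrow-derived macrophage signature's score difference (-0.0194) and the Th1 and Th2 signature's score difference (0.0283) changed sign in TAM-MG when scored on genes with a TPM of at least 1 in at least 2 libraries. The TAM-MG signature (-0.00241) changed sign in bulk tumours with DESeq2. The NF-κB pathway list (0.0522) changed sign in bulk tumours with at least 10 counts in every library. The TAM-MG signature (-0.0025) changed sign in bulk tumours with RLE factors. Foxp3 (-0.0513), the negative regulation signature (-0.0374) and the TAM-MG signature (-0.0967) changed sign in bulk tumours with library size only. Foxp3 (-0.00966) and the TAM-MG signature (-0.062) changed sign in bulk tumours without a filter.

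Without each library in turn, values changed sign as follows. Cd4 ran from -3.98 to 0.421, Ctla4 from -0.8 to 1.56, Foxp3 from -3.34 to 0.839, Hk1 from -0.157 to 0.448 and mt-Co2 from -0.364 to 0.97 in bulk tumours. Mvk ran from -1.91 to 0.671, Nkg7 from -3.34 to 0.0974, Relb from -0.589 to 0.0859, Rtel1 from -1.04 to 0.146, Snap25 from -0.00952 to 0.739, Syn1 from -0.156 to 0.635 and the negative regulation signature's score difference from -0.0113 to 0.0336 in bulk tumours. The TAM-MG signature's score difference ran from -0.016 to 0.00941, the negative regulation signature from -0.0389 to 0.0946, the NF-κB pathway list from -0.335 to 0.0806, the STAT3 signature from -0.577 to 0.0477 and the TAM-MG signature from -0.0992 to 0.104 in bulk tumours. Aif1 ran from -0.332 to 0.439, B2m from -0.613 to 0.206, Ccr2 from -0.595 to 0.951, Cd68 from -0.179 to 0.443, Cd74 from -0.287 to 1.66, Cx3cr1 from -0.124 to 1.24 and Cxcl10 from -0.888 to 0.586 in TAM-MG. Fos ran from -0.448 to 1.03, H2-Eb1 from -2.09 to 0.207, H2-K1 from -0.57 to 0.649, Ifngr1 from -0.139 to 0.477, Il1b from -1.02 to 0.977, Itgam from -0.104 to 1.21 and Jak1 from -0.0139 to 0.199 in TAM-MG. Jun ran from -0.717 to 2.68, Junb from -0.421 to 2.22, Lck from -2.48 to 0.398, Ly6c2 from -1.1 to 9.99, Mlst8 from -0.616 to 0.758, Mtor from -0.197 to 2.48 and Nfkb2 from -0.635 to 2.42 in TAM-MG. Nfkbia ran from -0.988 to 1.72, Nfkbiz from -0.182 to 1.57, Nkg7 from -2.76 to 7.05, Pik3cb from -0.305 to 0.959, Plcg1 from -0.2997 to 0.0928, Rpl10a from -0.166 to 2.16e-06 and Rpl11 from -0.497 to 0.00584 in TAM-MG. Tlr1 ran from -0.57 to 0.338, the negative regulation signature's score difference from -0.0286 to 0.0162, the chemotaxis signature's score difference from -0.0551 to 0.0218, the bone-marrow-derived macrophage signature's score difference from -0.00365 to 0.066, the Th1 and Th2 signature's score difference from -0.0279 to 0.029, the chemokine list from -0.173 to 0.388 and the dissociation stress list from -0.265 to 1.68 in TAM-MG. The MHC class I list ran from -0.367 to 0.238, the mTOR component list from -0.18 to 0.241, the NF-κB target list from -0.0907 to 1.28, the cytotoxic effector list from -1.21 to 8.12, the list shared by microglia and macrophages from -0.203 to 0.29 and the pattern receptor list from -0.0284 to 0.621 in TAM-MG.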

Differences from the paper's values

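The methods of the paper name edgeR, its figure legends for single genes name edgeR's likelihood ratio test, and the quasi-likelihood test is used here. In bulk tumours, the paper's numbers of differentially expressed genes at an FDR of at most 0.05 and a fold change of 1.5 are 302 lower and 123 higher, and those found here are 0 and 0 by the quasi-likelihood test, with 883 lower and 650 higher at an unadjusted p under 0.05. Of the alternatives set before the data were examined, the likelihood ratio test (260 lower and 123 higher) and DESeq2 (334 and 140) come within 1.5 times of the paper's numbers. The others do not: the likelihood ratio test without a filter (182 and 65), no filter (85 and 17), at least 10 counts in every library (54 and 8), limma on either pseudocount or without a filter (1 and 0), RLE factors, library size only, thinned counts and no fold minimum (0 and 0), and leaving out each library in turn (0 and 0, but 7 and 1 without Cx3cr1-Rheb1 Δ/Δ replicate 37).

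For TAM-MG, the paper's numbers are 823 higher and 165 lower, with a threshold of P of at most 0.02 in the legend and an FDR under 0.05 in the methods. At an unadjusted p of at most 0.02 and a change of at least 1.5-fold, the paper's 823 stands against 431 here. Its 165 is within 1.5 times of the 149 found here, though not with DESeq2 (262), the likelihood ratio test without a filter (300) or without Rheb1 Δ/Δ replicates 54 (291) and 65 (101). For the higher genes, the alternatives within 1.5 times of the paper's number are the likelihood ratio test with and without a filter (874 and 778), DESeq2 (925), and leaving out Rheb1 fl/fl replicate 74 (581) or 78 (810) or Rheb1 Δ/Δ replicate 54 (609). Those outside it are RLE factors (427), library size only (415), no filter (335), at least 10 counts in every library (234), thinned counts (417), limma on log2(TPM + 1) (356), on log2(TPM + 0.1) (387) and without a filter (317), and leaving out Rheb1 Δ/Δ replicate 63 (348) or 65 (432). At an FDR under 0.05, the paper's 823 and 165 stand against 0 and 0 by the quasi-likelihood test, with 813 and 342 at an unadjusted p under 0.05. No alternative comes within 1.5 times of both at that threshold: the likelihood ratio test gives 175 and 70, without a filter 85 and 36, DESeq2 387 and 90, and all others 0 and 0.

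The genes that the paper calls lower or higher and that the quasi-likelihood test does not call include Csf1, Aif1, Itgam and Cd274 in bulk tumours and Ccl5, Cxcl13, Isg15, Usp18, Pik3c2b and Egf in TAM-MG, and each of these was called by the likelihood ratio test. Csf1r (adjusted p = 0.0520) and Nfkb1 (adjusted p = 0.200) were not called by that test either.

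From CIBERSORT fractions, the paper reports more CD8 and CD4 helper T cells and more monocytes in Cx3cr1-Rheb1 Δ/Δ tumours. By flow cytometry it finds more of these T cells, more bone-marrow-derived macrophages and fewer microglia. Staining of tissue also gave more of these T cells. In cells stimulated in culture, the paper finds more perforin and interferon-γ in CD4 and more perforin and granzyme b in CD8 T cells. T-cell and effector marker genes had lower values in these tumours, with median log2 fold changes of -1.89 and -2.34, the former -0.48 with at least 10 counts in every library (adjusted p = 0.774 from camera), as had the list of monocytes and bone-marrow-derived macrophages (-1.40) and the paper's signature of the latter (-0.29). The list of resting microglia was lower too (-1.09), on the paper's side, while the paper's microglial signature had a median of 0.00. Fractions and cell counts are other measures than the mRNA of markers in whole tissue, and they were not analysed here.

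For Csf1r, which the paper calls lower, the TPM mean in Cx3cr1-Rheb1 Δ/Δ tumours is about 12 in Fig. EV3C, read by eye, and 18.75 here (SD 13.6), against 22.1 in Rheb1 fl/fl tumours.

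For TAM-MG the paper names interferon-γ signalling among the upregulated pathways. Interferon-γ targets had a median log2 fold change of -0.40 (adjusted p = 0.0222 from camera, adjusted p = 0.669 with an estimated correlation), whereas the score of the interferon-γ signature of Table EV1 was higher by 0.0238 (exact permutation p = 0.3). The paper finds lower phosphorylated STAT3 in Rheb1 Δ/Δ TAM-MG by flow cytometry. The score of the STAT3 signature was higher by 0.284 (exact permutation p = 0.1), but mRNA does not measure phosphorylation. In Fig. EV4A the score of bone-marrow-derived macrophages in TAM-MG is about -0.22 in Rheb1 fl/fl and about -0.37 in Rheb1 Δ/Δ, read by eye. Here it is 0.153 and 0.184, on a scale that is not that of the figure, and the microglial score is above it in both.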

Other observations

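The test of glucocorticoid-induced genes and of clock genes was added after Per1 and Cirbp were seen among the smallest p, with its bounds written before their values were computed.

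In bulk tumours, genes of sterol and fatty acid synthesis rose in Cx3cr1-Rheb1 Δ/Δ, with 17 of 21 positive (median log2 fold change 0.47, adjusted p = 0.0016 from camera, adjusted p = 0.395 with an estimated correlation). Hmgcs1, Mvk and Pmvk, enzymes of cholesterol synthesis, had log2 fold changes of -0.46, 0.19 and 0.79, and the call ended without Cx3cr1-Rheb1 Δ/Δ replicate 37 (adjusted p = 0.229 from camera). Oligodendrocyte markers fell, with 11 of 17 negative (median -0.56, adjusted p = 0.00124, adjusted p = 0.12 with an estimated correlation). Dissociation stress genes rose (15 of 21 positive, median 0.24, adjusted p = 0.0294, adjusted p = 0.168 with an estimated correlation), as did genes of other tissues (5 of 6, median 0.98, adjusted p = 0.0311, adjusted p = 0.168 with an estimated correlation). By camera, lists of ribosomal proteins (median 0.12, adjusted p = 0.161), glycolysis (-0.35, 0.444), lysosomes (-0.33, 0.0916), proliferation (-0.07, 0.627), PI3K and Akt signalling (-0.06, 0.674), astrocytes (-0.09, 0.415), endothelial cells (0.13, 0.94) and erythroid cells (-1.503, 0.0808) did not pass.

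In TAM-MG, proliferation genes fell in Rheb1 Δ/Δ cells, with 22 of 22 negative (median log2 fold change -0.95, adjusted p = 6.40e-10 from camera, adjusted p = 0.643 with an estimated correlation). Mki67, a marker of cycling cells, had a log2 fold change of -0.97, the topoisomerase gene Top2a of -1.26, the mitotic kinase gene Cdk1 of -1.07 and its cyclin gene Ccnb1 of -1.42. Ribosomal protein genes, whose mRNAs mTOR complex 1 controls at translation, fell, with 75 of 88 negative (median -0.23, adjusted p = 2.27e-05, adjusted p = 0.669 with an estimated correlation), among them Fau (-0.19), Rpl10 (-0.44), Rpl10a (-0.06) and Rpl11 (-0.17). Of the dissociation stress genes, Fos, Fosb, Jun and Junb had log2 fold changes of 0.10, 1.36, 0.14 and 0.49. STAT3 targets (13 of 17 positive, median 0.64, adjusted p = 0.144), T-cell markers (median 2.37, adjusted p = 0.244), B, NK and dendritic cell markers (-0.09, 0.323), glycolysis (-0.23, 0.59), lysosomes (-0.11, 0.243), neurons (1.60, 0.243), astrocytes (-0.16, 0.93), oligodendrocytes (-0.42, 0.453), endothelial cells (0.69, 0.397), erythroid cells (0.31, 0.61) and other tissues (1.80, 0.509) did not pass by camera. Granulocytes (0.58, 0.809), sterol synthesis (0.05, 0.238) and mitochondrial transcripts (0.06, 0.746) did not pass either, with camera's direction down against a positive median.

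Per1 and Cirbp, higher in Cx3cr1-Rheb1 Δ/Δ tumours, respond to the time of day and Per1 also to glucocorticoids. A difference in the time of day at collection would part the clock's output genes from the genes of opposite phase, and their medians were 0.65 over 7 genes and 0.56 over 4, a difference of 0.087, which argues against it. The other glucocorticoid-induced genes had a median log2 fold change of 1.47 over 15 genes, of which 13 were positive and 8 had an unadjusted p under 0.05 (adjusted p = 3.02e-07 from camera, adjusted p = 0.178 with an estimated correlation). Among them were Fkbp5 (1.81), a chaperone of the glucocorticoid receptor, Tsc22d3 (1.47) and Sgk1 (1.29), and the median ran from 1.02 to 1.96 when single libraries were left out. A higher glucocorticoid response in Cx3cr1-Rheb1 Δ/Δ tumours may thus be followed up as a hypothesis. In TAM-MG the same genes had a median of -0.23, with 5 of 12 positive.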
